# Homeodomain protein PRRX1 anchors the Ku heterodimers at DNA double-strand breaks to promote nonhomologous end-joining

**DOI:** 10.1093/nar/gkaf200

**Published:** 2025-03-20

**Authors:** Yan Wang, Fuyuan Shen, Chen Zhao, Jiali Li, Wen Wang, Yamu Li, Jia Gan, Haojian Zhang, Xuefeng Chen, Qiang Chen, Fangyu Wang, Ying Liu, Yan Zhou

## Abstract

The DNA-dependent protein kinase (DNA–PK) complex plays a critical role in nonhomologous end-joining (NHEJ), a template-independent pathway for repairing DNA double-strand breaks (DSBs). The association of Ku70/80 with DSB ends facilitates the assembly of the DNA–PK holoenzyme. However, key mechanisms underlying the attachment and stabilization of DNA–PK at broken DNA ends remain unclear. Here, we identify PRRX1, a homeodomain-containing protein, as a mediator of chromatin localization and subsequent activation of DNA–PK. PRRX1 oligomerizes to simultaneously bind to double-strand DNA and the SAP (SAF-A/B, Acinus, and PIAS) domain of Ku70, thereby enhancing Ku anchoring at DSBs and stabilizing DNA–PK for efficient NHEJ repair. Reduced expression or pathogenic mutations of PRRX1 are associated with genomic instability and impaired NHEJ repair. Furthermore, a peptide that disrupts PRRX1 oligomerization compromises NHEJ efficiency and reduces cell survival following irradiation. These findings provide new insights into the activation of the NHEJ machinery and offer potential strategies for optimizing cancer therapies.

## Introduction

DNA double-strand breaks (DSBs) are among the most deleterious genomic lesions in mammalian cells [1–3]. DSBs are primarily repaired through two classical pathways [4–6]: nonhomologous end-joining (NHEJ) and homologous recombination (HR). HR utilizes homologous DNA sequences as a template, making it a high-fidelity repair mechanism favored during the S/G2 phase of the cell cycle [7, 8]. In contrast, NHEJ is a rapid but error-prone DNA repair process that directly rejoins broken DNA strands without requiring a template and remains active throughout the cell cycle [9, 10]. Overactivation of DNA damage repair (DDR) mechanisms, including NHEJ, is commonly observed in cancer cells, contributing to resistance against radiotherapy and chemotherapy. This presents a significant challenge in cancer treatment that demands urgent attention [11, 12].

In NHEJ, DSB ends are initially recognized and bound by the Ku70/80 heterodimer, which, acting as a scaffold, recruits the catalytic subunit of DNA-dependent protein kinase (DNA-PKcs) to form the DNA–PK complex. Subsequently, DNA–PK is activated by DNA ends to initiate the repair [13, 14]. The crystal structure of the Ku heterodimer reveals that each Ku70/80 subunit consists of three distinct regions: the N-terminal von Willebrand A domain, a β-barrel domain associated with dimerization, and the C-terminal domain [15, 16]. The C-terminal extension of Ku80 contributes to the stabilization of the DNA–PK complex [17, 18], while the SAP (SAF-A/B, Acinus, and PIAS) domain of Ku70 C-terminal is essential for the stable association of the Ku70/80 heterodimer with double-stranded DNA (dsDNA) ends *in vitro* [19–21]. The Ku70/80 heterodimer exhibits high affinity with broken DNA ends, independent of the DNA sequences, enabling its prompt translocation onto DSB sites. Additionally, Ku70/80 can bind directly or indirectly to various histone modifications, facilitating its recruitment to DSB-associated chromatin [22, 23]. Furthermore, nuclear factors such as MRI/CYREN [24, 25], LRF [26], BRN2 [27], ZNF384 [28], and SMYD2 [29], have been implicated in regulating Ku dynamics during NHEJ repair. These findings underscore the complexicity of Ku dynamics. However, critical question remains regarding how the attachment and stabilization of Ku–DNA–PKcs complex are precisely regulated on the chromatin context. Unraveling these mechanisms is essential for a comprehensive understanding of how sensor proteins respond to DSBs and initiate NHEJ.

PRRX1, a member of the PRD class of homeodomain (HD) protein family, plays numerous roles in regulating skeletal cartilage development, epithelial–mesenchymal transition, fibrosis, and other mesoblast lineage-related biological processes [30–33]. Its primary function is mediated through DNA-binding activity, either as a transcription factor or co-activator. A recent study has showed that PRRX1, in conjunction with FOXM1, promotes the expression of HR-associated genes in prostate cells [34]. In this study, we unexpectedly revealed a transcription-independent role of PRRX1 in promoting NHEJ. We found that oligomerized PRRX1 directly associates with both Ku and dsDNA to facilitate the assembly and activation of DNA–PK at DSBs. Moreover, pathogenic mutations and low expression of PRRX1 in stomach adenocarcinomas (STADs) are linked to genomic instability and defective NHEJ. Notably, we demonstrated that the peptide disrupting PRRX1 oligomerization impairs NHEJ efficiency and reduces cell survival following irradiation. This study not only provides novel insight into the role of HD protein in regulating NHEJ, but also holds implications for the development of cancer treatment strategies.

## Materials and methods

### Animals and genotyping

All animal procedures were approved by the Animal Care and Ethical Committee of Medical Research Institute at Wuhan University. *Prrx1*^+/−^ C57BL/6JGpt mice (Strain No. T013725; RRID: IMSR_GPT:T013725) were generated by the GemPharmatech (Nanjing, China) using the CRISPR/Cas9-mediated gene editing. Two single-guide RNAs (sgRNAs) were designed to generate a chromosomal deletion at the second exon region of *Prrx1* in the mouse genome. 

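*Prrx1* (ENSMUSG00000026586) lies on the minus strand of chromosome 1 of GRCm38, from 163245119 to 163313710, in the coordinates of the deposited gene table. The GENCODE annotation of this build gives 5 transcripts of the gene, of which 3 are protein-coding. The second exon of the 3 protein-coding transcripts runs from 163261840 to 163262015 and is also part of a processed transcript, so that 4 of the 5 transcripts contain it. It is 176 bases long, and all 176 bases are coding sequence. Divided by 3, this length leaves a remainder of 2, so a transcript that joins exon 1 to exon 3 is out of frame after the junction. The exon makes up 1.59% of the 11066 bases of the gene model over which reads were counted, and 98.4% of the gene model lies outside it. None of the 3 genotyping primers of Supplementary Table S3 matches a transcript of the annotation, and the ends of the deletion were not located here because the genome sequence was not used here.

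**Figure D1:**
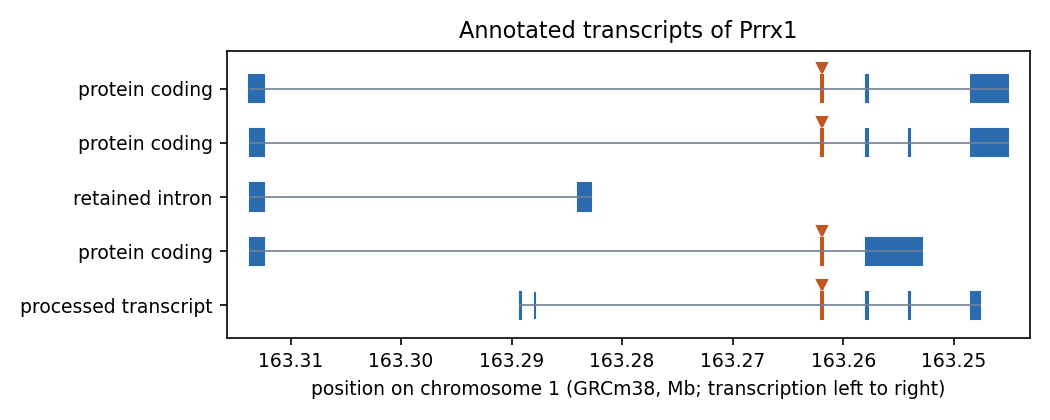
Exons of the 5 annotated *Prrx1* transcripts on chromosome 1 (GRCm38, position in Mb, transcription from left to right), each labelled with its annotated type. The 176-base exon 2, in orange with a triangle above it, is present in 4 of the 5 transcripts, and other exons are in blue.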

Targeting vector, Cas9 vector, and sgRNAs were microinjected into mouse zygotes. Zygotes were transferred into pseudo-pregnant female mice to generate founders, which were genotyped by polymerase chain reaction (PCR) and sequencing. Positive founders were crossed with C57BL/6 wild-type (WT) mice to generate F1 mice. The primer set for genotyping is provided in Supplementary Table S3. Band sizes for the WT allele and knockout (KO) allele are 614 and 542 bp, respectively.

### Cell cultures

HEK293T (RRID: CVCL_0063) cell line was a gift from Dr Hongbing Shu (Wuhan University). MOVAS (RRID: CVCL_0F08) cell line was a gift from Dr Xiang Cheng (Union Hospital, Huazhong University of Science and Technology). WT (CHO-AA8, RRID: CVCL_4386) and *Xrrc6*^−/−^ (CHO-xrs-6, RRID: CVCL_4340) cell lines were gifts from Dr Dongyi Xu (Peking University). EJ5 U2OS cell line was a gift from Dr Jun Huang (Zhejiang University). U2OS (RRID: CVCL_0042) and Hs746.T (RRID: CVCL_0333) cell lines were purchased from CCTCC. Mouse embryonic fibroblasts (MEFs) were generated from WT or E14.5 *Prrx1*^−^*^/^*^−^ C57BL/6 littermates. *Trp53bp1*^−/−^ MEF (RRID: CVCL_UJ19) cell line was a gift from Dr Qiang Chen (Wuhan University). U2OS cells were cultured in McCoy’s 5A (Pricella, PM150710) and others were cultured in Dulbecco’s modified Eagle’s medium (Gibco, C11995500CP) containing 10% fetal bovine serum (NEWZERUM, FBS-S500) and 1% penicillin–streptomycin (10 000 U/ml; Gibco, 15140-122) at 37°C in 5% (v/v) CO_2_.

### Constructs, antibodies, and reagents

The complementary DNAs (cDNAs) of PRRX1A (PA) and PRRX1B (PB) were subcloned into the pEGFP-C1, pmCherry-C1, pHAGE-zsgreen/puro, pMAL-c2X, and pET-28a (+) vectors for expression of N-terminus-tagged or C-terminus-tagged fusion proteins. The cDNAs of Ku70 and Ku80 were cloned into pGEX-4T-1 for recombinant protein expression and purification. All deletion and point mutants used in this study were generated by PCR and confirmed by DNA sequencing.

Primers for constructs and antibodies used in the study are listed in Supplementary Table S3. Etoposide (ETP; E1383), camptothecin (CPT; C9911), Thymidine (T1895), and Polybrene (TR-1003) were purchased from Sigma–Aldrich (RRID: SCR_008988). Puromycin (S7417), KU55933 (S1092), NU7441 (S2638), and Olaparib (S1060) were purchased from Selleckchem (RRID: SCR_003823). Mirin (HY-117693) was purchased from MedChemExpress (RRID: SCR_025062).

### shRNAs, lentivirus production and cell transfection

For transient expression, cells were transfected with expression vectors using Polyethylenimine (PEI) (Sigma, 919012) according to the manufacturer’s instructions. Short-hairpin RNAs (shRNAs) targeting human *XRCC6* (Ku70) and a nontargeting control (Scramble) were cloned into pLKO.1 vector for stable expression. Lentiviral-based constructs were co-transfected with packaging plasmids pMD2.G and psPAX2 into HEK293T cells for subsequent harvest and stable gene expression. U2OS and Hs746T cells were transduced with lentivirus encoding shRNAs in the presence of 5 μg/ml Polybrene (1000×) and selected with 2.5 μg/ml puromycin. Target-sequence information of the shRNAs was listed in Supplementary Table S3.

### Modified DNA substrates

All oligos shown in Supplementary Table S3 for DNA pull-down or microscale thermophoresis (MST) assay were synthesized by Sangon Biotech. The blunt and overhang dsDNA (biotinylated or 6-FAM-labelled) were prepared by annealing complementary oligos in a PCR machine (Bio-Rad C-1000 Thermal Cycler; RRID: SCR_019688): heating for 3 min to 95°C, then gradually cooling over a period of 45 min to room temperature (RT).

For DNA pull-down assay, Oligo#2-S was used as the single-stranded DNA (ssDNA) substrate, while the blunt dsDNA was formed by annealing Oligo#1-S with Oligo#1-A. The 3′ overhang DNA was formed by annealing Oligo#1-A with Oligo#2-S, and 5′ overhang DNA ormed by annealing Oligo#1-S with Oligo#2-A. In the MST assay, the blunt dsDNA was formed by annealing Oligo#3-S with Oligo#1-A, while dsDNA with various lengths of 5′ overhang was generated by annealing Oligo#3-S with Oligo#4-A, Oligo#5-A, or Oligo#6-A.

### Peptides

All peptides were synthetized by GenScript (RRID:SCR_002891; Nanjing, China). Synthetic peptides were purified to >95% purity by high-pressure liquid chromatography. Peptides were dissolved in ultrapure water to generate a 10 μg/μl stock solution and worked at a moderate concentration (40 μM) for experiments in cell. The peptides contain biotin and a TAT sequence at their N-termini as follows: competing peptide, biotin-GRKKRRQRRR-QALERVFER; mutated peptide, biotin-GRKKRRQRRR-AALAAVFAA.

### Irradiation, laser micro-irradiation, and live imaging

Ionizing radiation (IR) was delivered to cells using an X-ray generator machine (160 KV, 25 mA, 1.2 Gy/min, Rad Source RS2000Prox). MOVAS, U2OS, and Hs746T cells were seeded on glass-bottom dishes (NEST, 801001) and transfected with the indicated plasmid using PEI 24 h prior to irradiation. Laser micro-irradiation (LMI) was performed using the MicroPoint Laser Illumination and Ablation System (Andor iQ; RRID: SCR_014461) with a 337 nm laser (3.4 mW) generating a 365 nm UVA laser to induce DNA breaks in nuclei. Cells were either imaged live or fixed with 4% paraformaldehyde (PFA) for antibody staining. Images were captured using an Olympus IX71 microscope (RRID: SCR_022185). GFP fluorescence at the laser stripe was analyzed with ImageJ, and the relative intensity (background-to-stripe ratio) was calculated for each timepoint and expressed as mean ± standard error of the mean (SEM).

### Immunofluorescence

Cells were cultured on coverslips prior to experiments. For γH2AX staining, cells were fixed with 4% PFA at RT for 15 min and washed twice with phosphate-buffered saline (PBS). For 53BP1 and pS2056 DNA-PKcs staining, cells were pre-extracted on ice for 5 min using pre-extraction buffer [20 mM HEPES (pH 7.4) 20 mM NaCl, 5 mM MgCl_2_, 0.5% NP-40, 1 mM Dithiothreitol (DTT), protease inhibitor cocktail], followed by fixation with 4% PFA and blocking at RT for 30 min. Primary antibodies were diluted in Tris Buffered Saline with Tween 20 (TBST) with 5% bovine serum albumin (BSA) and incubated overnight at 4°C. After washing, secondary antibodies diluted in blocking buffer were applied for 1 h at RT. Cells were washed twice and stained with DAPI (1:1000 in PBS) or PicoGreen (1:500 in PBS) for 5 min at RT. After final washes, cells were mounted with antifade solution and imaged using a Leica Stellaris 5 WLL confocal microscope (RRID: SCR_024663). All washes were performed in PBS, and blocking was done in NGS buffer [3% normal goat serum, 10 mM Tris–HCl (pH 7.4), 100 mM NaCl, 0.1% Triton X-100, 0.1% BSA].

### Affinity purification and mass spectrometry

Glioma-initiating cells (GICs) stably overexpressing FLAG-PA or FLAG-PB (the bait) were lysed with RIPA buffer [20 mM Tris–HCl (pH 7.5), 150 mM NaCl, 1 mM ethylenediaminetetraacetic acid (EDTA), 1 mM DTT, 0.5% sodium deoxycholate, 1% NP-40] on ice for 20 min. U2OS cells transiently overexpressing FLAG-PA were lysed using ice-cold lysis buffer [10 mM HEPES–NaOH (pH 8.0), 10 mM KCl, 1.5 mM MgCl_2_, 0.5 mM β-mercaptoethanol] supplemented with protease inhibitor for 15 min, followed by the addition of 0.2% NP-40 for 2 min. After centrifugation (16 000 × *g* for 10 min at 4°C; Eppendorf 5810R; RRID: SCR_019855), pellets were washed twice with cold PBS and resuspended in RIPA buffer. Each lysate was centrifuged again at 16 000 × *g* for 15 min, and the supernatants were incubated with anti-FLAG affinity agarose gel (Bimake, B23012) overnight at 4°C. The resin was washed five times with lysis buffer, and the proteins bound to the beads were eluted at 95°C for 5 min with sodium dodecyl sulfate (SDS) loading buffer. Eluted proteins were identified by mass spectrometry (MS). Each bait was processed independently and analyzed alongside empty vector (EV) negative controls (cells expressing no bait), which were grown in parallel and treated identically to the bait-expressing cells.

### Immunoblotting and immunoprecipitation

For immunoblotting (IB), cells were directly lysed with 1× SDS loading buffer [50 mM Tris–HCl (pH 6.8), 10% glycerol, 2% SDS, 0.01% bromophenol blue, 1% β-mercaptoethanol] and heated at 95°C for 10 min. The supernatants were then subjected to a sodium dodecyl sulfate–polyacrylamide gel electrophoresis (SDS–PAGE) and immunoblotted using the indicated antibodies (primary antibody: diluted in 5% BSA TBST buffer; secondary antibody: diluted in 5% milk TBST buffer). Protein signals were detected using Western ECL Substrate (Bio-Rad) and captured on medical X-ray film.

For immunoprecipitation (IP), cells were lysed with IP buffer [50 mM Tris–HCl (pH 7.5), 150 mM NaCl, 1 mM EDTA, 1% NP-40] supplemented with a protease inhibitor cocktail for 15 min on ice. Whole cell lysates were centrifuged at 12 000 × *g* for 10 min. The supernatants were incubated with anti-FLAG beads or anti-PRRX1, anti-Ku70, anti-Ku80, and anti-DNA-PKcs antibodies, along with Protein A/G magnetic beads (Bimake, B23202), overnight at 4°C. After incubation, the beads were washed three times with IP buffer. The bound proteins were eluted with 2× SDS loading buffer, heated at 95°C for 10 min, loaded onto an SDS–PAGE gel, and immunoblotted with the indicated antibodies.

For G1/S synchronization, U2OS cells were treated with 2.5 μM thymidine for 16 h, washed three times with PBS, and cultured with fresh medium for 8 h. Cells were then treated with 2.5 μM thymidine for another 16 h to allow cells to be blocked in the G1/S phase. For M phase synchronization, U2OS cells were treated with 0.1 μg/ml colchicine (Beyotime, ST-1173) for 12 h.

### Sucrose density gradient centrifugation

To isolate and confirm the endogenous protein complexes associated with PRRX1, sucrose density gradient centrifugation (SDGC) assay was performed following published protocol [35]. A linear gradient was prepared using 10% and 40% (w/w) sucrose solutions with the BioComp Gradient Master (RRID: SCR_025583). Cells were lysed with SDGC lysis buffer [20 mM Tris–HCl (pH 7.5), 150 mM NaCl, 1 mM EDTA, 250 mM sucrose, 0.5% NP-40) supplemented with a protease inhibitor cocktail for 15 min on ice. After centrifugation at 12 000 × *g* for 5 min at 4°C, the supernatants (input) were loaded onto the sucrose gradient. Ultracentrifugation was performed using an SW40T rotor (Beckman; RRID: SCR_025331) at 100 000 × *g* for 16 h at 4°C. Aliquots from each fraction were analyzed by SDS–PAGE and IB to visualize the components.

### Chromatin fractions extraction

Following a previously described method with slight modifications [36], cytoplasmic soluble fractions were obtained using ice-cold lysis buffer [10 mM HEPES–NaOH (pH 8.0), 10 mM KCl, 1.5 mM MgCl_2_, 0.5 mM β-mercaptoethanol] supplemented with a protease inhibitor cocktail. Cells were lysed on ice for 15 min, followed by the addition of 0.2% NP-40 for 2 min. The lysates were centrifuged at 16 000 × *g* for 10 min at 4°C, and the pellets were washed at least twice with cold PBS. The washed pellets were resuspended in cold nuclei lysis buffer [10 mM Tris–HCl (pH 7.5), 300 mM NaCl, 2 mM MgCl_2_, 0.5% NP-40, 1 mM DTT] and incubated for 10 min to extract soluble nuclear proteins. After centrifugation at 16 000 × *g* for 10 min at 4°C, the remaining pellets were treated with 0.25 M HCl and incubated overnight at 4°C to extract histone and chromatin-associated proteins. The following day, the samples were centrifuged at 16 000 × *g* for 10–15 min, and the supernatants were collected as chromatin fractions. To neutralize the HCl, 2.5 M NaOH was added to the chromatin fractions before separation by SDS–PAGE.

### Expression and purification of recombinant proteins

Prokaryotic expression constructs of PRRX1 (pMAL-c2X and pET-28a) and Ku70/Ku80 (pGEX-4T-1) were transformed into the BL21 (DE3) *Escherichia coli* strain. When bacterial cultures reached an OD_600_ of 0.6–0.8, protein expression was induced with 0.2 mM Isopropyl β-D-thiogalactoside (IPTG) at 25°C for 12 h (PRRX1) or 16°C for 18 h (Ku70/Ku80). Bacteria were lysed by sonication in lysis buffer [20 mM Tris–HCl (pH 8.0), 150 mM NaCl, 0.5 mM EDTA, 0.1% Triton X-100], and lysates were cleared by centrifugation at 4°C. Supernatants were incubated with Ni-IDA 6FF resin (20 mM imidazole), amylose resin, or glutathione agarose beads, depending on the tag. Beads were washed with 10 column volumes of lysis buffer, and proteins were eluted with buffer containing either 200 mM imidazole, 10 mM maltose, or 20 mM reduced glutathione. MBP-PRRX1 proteins were further purified using molecular sieve chromatography and dialyzed in buffer [20 mM Tris–HCl (pH 7.5), 200 mM NaCl, 10% glycerol]. Proteins were concentrated using Amicon Ultra-4 filters, aliquoted, and stored at −80°C. Concentrations were estimated using SDS–PAGE stained with Coomassie blue.

### *In vitro* pull-down assay

For the MBP pull-down assay, 2.5 μg of MBP or MBP-PRRX1 (PA/PB) was incubated with ∼3 μg of GST or GST-Ku70/Ku80, 1 μg of His-Ku70/Ku80 heterodimer (Sino Biological, CT018-H07B), or 2 μg of His-PRRX1 (PA/PB) in 400 μl of NETN buffer [20 mM Tris–HCl (pH 8.0), 100 mM NaCl, 0.5 mM EDTA, 0.5% NP-40] per sample at 4°C for 2 h. Amylose resin (20 μl) was added to capture the protein complex, followed by constant shaking for 2 h. The supernatant was removed, and the resin was washed at least three times with 800 μl of the same buffer. Bound proteins were eluted with 40 μl of 2× SDS loading buffer, and eluates were analyzed by western blotting using the indicated antibodies.

For the DNA pull-down assay, pre-reactions were conducted in 200 μl of NETN buffer containing 0.1 μg/μl BSA, 20 pmol of biotinylated DNA substrate, and 25 μl of streptavidin agarose (Invitrogen, S951) at RT for 1 h. Subsequently, ∼100 fmol of purified MBP or various MBP-tagged PRRX1 proteins were added, and samples were incubated at 4°C for 2 h. Beads were washed three times with 500 μl of buffer each time and boiled in SDS loading buffer at 95°C for 5 min for western blot analysis.

### Chromatin immunoprecipitation

EJ5 U2OS cells were transfected with the indicated plasmids for 24 h or infected with lentiviruses expressing shRNAs for 48 h, followed by transfection with pCMV-I-SceI. After 24 h of incubation, cells were cross-linked with 1% formaldehyde and lysed in SDS-containing lysis buffer. The lysates were sonicated and subjected to IP using the indicated antibodies. Immunoprecipitated complexes were captured with protein A/G magnetic beads, and cross-linking was reversed by incubation at 65°C. Proteins were digested with proteinase K, and the DNA was purified. To analyze the damaged regions (the DSB site and a control site), the purified DNA was amplified using the indicated primers listed in Supplementary Table S3.

### Electrophoretic mobility shift assay

The indicated concentrations of MBP-PRRX1A (MBP-PA), with or without dsDNA, were combined with 200 nM of unlabeled dsDNA (blunt, 54 bp) substrate in 20 μl of binding buffer containing 20 mM Tris–HCl (pH 7.4), 10 mM MgCl_2_, 2.5% glycerol, 0.05% NP-40, and 0.1 μg/μl BSA. After a 15-min incubation at RT, the reactions were terminated by adding 4 μl of 6× DNA loading buffer (NEB), resolved on a 3% agarose gel stained with ethidium bromide, and analyzed using the Bio-Rad MP imaging instrument (RRID: SCR_019037).

### MST assay

Purified His-PA in optimized MST buffer [20 mM Tris–HCl (pH 7.4), 150 mM NaCl, 10 mM MgCl_2_, 2.5% glycerol, 0.05% Tween 20] was mixed with 6-FAM-labeled dsDNA as previously described. After a 10-min incubation at RT, the reaction mixtures were enclosed in premium-coated glass capillaries and loaded into the Monolith NT.115 instrument (NanoTemper). Measurement procedures and Kd value analysis were conducted using the corresponding software MO.Control (v1.4.2).

### DNA–PK kinase assay

DNA–PK activity was assessed using a DNA-PK Kinase Kit (Promega, V4106) following the manufacturer’s protocol and incorporating slight modifications based on prior studies [16, 26]. The kinase reaction system included DNA–PK kinase enzyme, reaction buffer, activation buffer containing 100 μg/ml Calf thymus (CT) DNA, a mixture of γ-^32^P-ATP (10 mCi/ml; PerkinElmer, NEG502A100UC) and cold ATP (Solarbio, A9130), and recombinant C-MYC protein (HCUSABIO, CSB-EP015270HU) as the substrate. Each reaction contained the DNA–PK holoenzyme in a solution comprising 1 μl ATP mixture (with 2 μCi γ-^32^P-ATP), 10 ng/μl CT-DNA, 1.5 μg C-MYC, 100 U DNA–PK kinase (∼0.8 μl), and different purified MBP-tagged PRRX1 proteins (∼0.2 μM). The reaction mixture was incubated at 30°C for 15 min, diluted with 5× SDS loading buffer, boiled at 95°C for 5 min, and analyzed on an SDS–PAGE gel. DNA–PK activity was quantified as the band signal of ^32^P-labeled C-MYC on the dried gel using the GE Typhoon FLA9500 phosphoimager (RRID: SCR_019946).

### NHEJ and HR reporter assays

NHEJ and HR reporter assays were conducted following previously established protocols [37]. U2OS cells were treated with 2 μM NU7441 or 5 μM Olaparib for 6 h. Subsequently, 2 μg of linearized reporter plasmids, either pimEJ5GFP (miaolingbio, P31613; RRID: Addgene_44026) or pDRGFP (a gift from Dr Pingkun Zhou; RRID: Addgene_26475), digested with I-SceI meganuclease (NEB, R0694S), were co-transfected with 0.4 μg of either an EV (expressing mCherry) or mCherry-PRRX1 constructs into cells plated in six-well plates. After 24 h, cells were harvested, and GFP-positive cells were quantified using the BD LSRFortessa X-20 Cell Analyzer (RRID: SCR_025285). The relative repair efficiency was calculated as the proportion of GFP/mCherry double-positive cells to total mCherry-positive cells. Data represent the means of at least three independent experiments.

### Cell survival assay

Hs746T cells were infected with shPRRX1 lentivirus for 48 h, trypsinized, and seeded at density of 3 × 10^3^/well in 96-well plates and exposed to IR. MEFs were seeded in 96-well plates at density of 10^3^/well for 24 h and exposed to increasing doses of ETP, CPT, or IR. After 96 h, cell survival was performed using the CCK-8 Kit (Beyotime, C0038) and Molecular Devices SpectraMax iD3 microplate reader (RRID: SCR_023920). Cells without treatment were used as controls. The survival fraction was calculated as OD450 [(sample blank)/(control blank)]. Results are presented as the mean ± SEM from at least three independent experiments.

### Metaphase spread

MEFs were incubated with 0.1 μg/ml colchicine at 37°C for 4 h, then collected and swollen in prewarmed 75 mM KCl at 37°C for 20 min. After centrifugation, the cells were fixed with Carnoy’s buffer (3:1 methanol:acetic acid) at RT for 10 min. The cells were centrifuged for 4 min at 1000 × *g* and the supernatant was aspirated. The cells were resuspended in Carnoy’s buffer twice. The cell suspension was dropped onto slides and dried for at least 15 min. Slides were stained with Wright Giemsa solution (20×; Beyotime, C0131), and genomic instability was assessed by counting cells with chromosomal breaks.

### RNA isolation and reverse transcription quantitative PCR (RT-qPCR)

Total RNA from MEFs or U2OS cells was isolated using RNAiso Plus (TAKARA, 9109) according to the manufacturer’s instructions. One microgram of total RNA was reverse transcribed into cDNA using HiScript II Q RT SuperMix (Vazyme, R222-01). The resulting cDNA was then analyzed by quantitative PCR (qPCR) using SYBR Green qPCR Mix (Monad, MQ00801S). The amplification protocol consisted of an initial denaturation at 95°C for 5 min, followed by 40 cycles of 95°C for 15 s, and 60°C for 20 s. Gene expression levels were normalized to the Ct values of *Gapdh* or *ACTB* (control) using the 2^−ΔΔCt^ method. Reactions were conducted on a Bio-Rad CFX Connect™ Real-Time PCR Detection System (RRID:SCR_018064). Primer sequences for the qPCR are listed in Supplementary Table S3. RNA sequencing of MEFs was performed and analyzed by Novogene (Beijing, China).

### wGII, genomic scar signature, and survival analyses

Allele-specific segmented copy number data, clinical survival data, and PRRX1 RNA expression data (log-transformed transcripts per million) from the TCGA STAD cohort were downloaded using the R package TCGAbiolinks (RRID: SCR_017683). The samples were categorized based on the median *PRRX1* expression level. The weighted genomic integrity index (wGII) for all samples was recalculated following previous studies [38, 39]. Genomic scars [loss of heterozygosity (LOH), telomeric allelic imbalance (TAI), and large-scale transition (LST)] were calculated using the R package scarHRD (v0.1.1), based on relevant studies [40, 41]. Statistical significance was assessed using the two-sided Wilcoxon rank-sum test (Mann–Whitney *U*-test). Overall survival analysis for gastric cancer cases (*n* = 531) was conducted using the best cutoff method on Kaplan–Meier Plotter (https://kmplot.com/analysis/; RRID: SCR_018753). For samples with radiotherapy information (*n* = 78), grouping was performed based on *PRRX*1 expression levels. Survival differences among groups were assessed using TCGAanalyze_survival, and visualizations were generated using R v4.2 (RRID: SCR_001905).

### Protein structure prediction and docking

The predicted structural model of human PRRX1 (model: AF G3V2N3 F1) was downloaded from the AlphaFold Protein Structure Database (https://alphafold.ebi.ac.uk; RRID: SCR_023662) [42], and docked with the structures of dsDNA (PDB: 5J3G) or the SAP domain of human Ku70 (PDB: 1JJR) from the RCSB PDB (RRID: SCR_008227) as ligands using the ClusPro 2.0 webserver (https://cluspro.bu.edu/login.php; RRID: SCR_018248) [43]. The docking results were analyzed and prepared for figures in UCSF ChimeraX-1.7 (RRID: SCR_015872) [44].

### Statistics and reproducibility

All statistical analyses were performed using GraphPad Prism (v.10.0) (RRID: SCR_002798) or Microsoft Excel 2019 (RRID: SCR_016137). Statistical significance was determined using two-tailed Student’s *t*-test or ANOVA, as appropriate. A *P*-value of <.05 was considered significant. The number of cells or replicates (*n*) for each experiment is indicated in the figures or legends. Data for bar and line graphs are presented as mean ± SEM unless otherwise specified in the legends. Immunofluorescence micrographs are representative of at least two independent experiments using the indicated cells with the same treatment. Western blot data were obtained from the respective experiment, processed in parallel, and are representative of three independent experiments unless otherwise noted in the legends.

## Results

### PRRX1 interacts with Ku70 *in vitro* and *in vivo*

The HD transcription factor PRRX1 plays a pivotal role in mesodermal development and is implicated in various cancers. In glioblastoma, PRRX1 promotes propagation of GICs, as well as tumor invasion and angiogenesis [45, 46]. To gain a comprehensive understanding of PRRX1’s functions, we sought to identify its associated proteins. We performed affinity purification of PRRX1 using GICs stably expressing Flag epitope-tagged PRRX1 isoforms - PA or PB - and carried out affinity purification and mass spectrometry (AP-MS) analysis. Unexpectedly, we found that several NHEJ factors, including Ku70 (encoded by *XRCC6*), Ku80 (encoded by *XRCC5*), and DNA-PKcs (encoded by *PRKDC*), are among the top hits (Fig. 1A and Supplementary Table S1). Of note, none of the HR components were identified through AP-MS. We then repeated the AP-MS analysis in untreated or DNA-damaged U2OS cells overexpressing Flag-tagged PA. Consistently, several DDR factors, particularly those involved in the NHEJ, as well as chromatin associated proteins, were identified as PRRX1-associated proteins (Supplementary Fig. S1A and B and Supplementary Table S1). To validate the AP-MS data, we first performed co-immunoprecipitation (co-IP) experiments in HEK293T cells transiently transfected with plasmids expressing Flag-tagged PA/PB. As shown in Supplementary Fig. S2A–C, PRRX1 interacted with all three components of the DNA–PK complex, Ku70, Ku80, and DNA-PKcs. Previous studies have indicated that the association between DNA-PKcs and the Ku70/Ku80 heterodimer is DNA dependent [47]. However, we revealed that the addition of DNase I did not disrupt the interaction between PRRX1 and the DNA–PK complex (Supplementary Fig. S2B), suggesting that this interaction is DNA-independent. We next carried out reciprocal co-IP assay in MOVAS cells and verified the endogenous interactions among PRRX1, Ku70/80, and DNA-PKcs (Fig. 1B and C and Supplementary Fig. S2D). Notably, the the association between PRRX1 and the DNA–PK complex is cell cycle independent (Supplementary Fig. S2E). Moreover, sucrose gradient fractions of U2OS and MEF cell extracts showed that a substantial portion of Ku70/80 and DNA-PKcs sedimented with PRRX1 (Supplementary Fig. S2F and G). Thus, we identified PRRX1 as a novel interacting partner of the DNA–PK complex, suggesting a potential role for PRRX1 in NHEJ.

**Figure 1.**
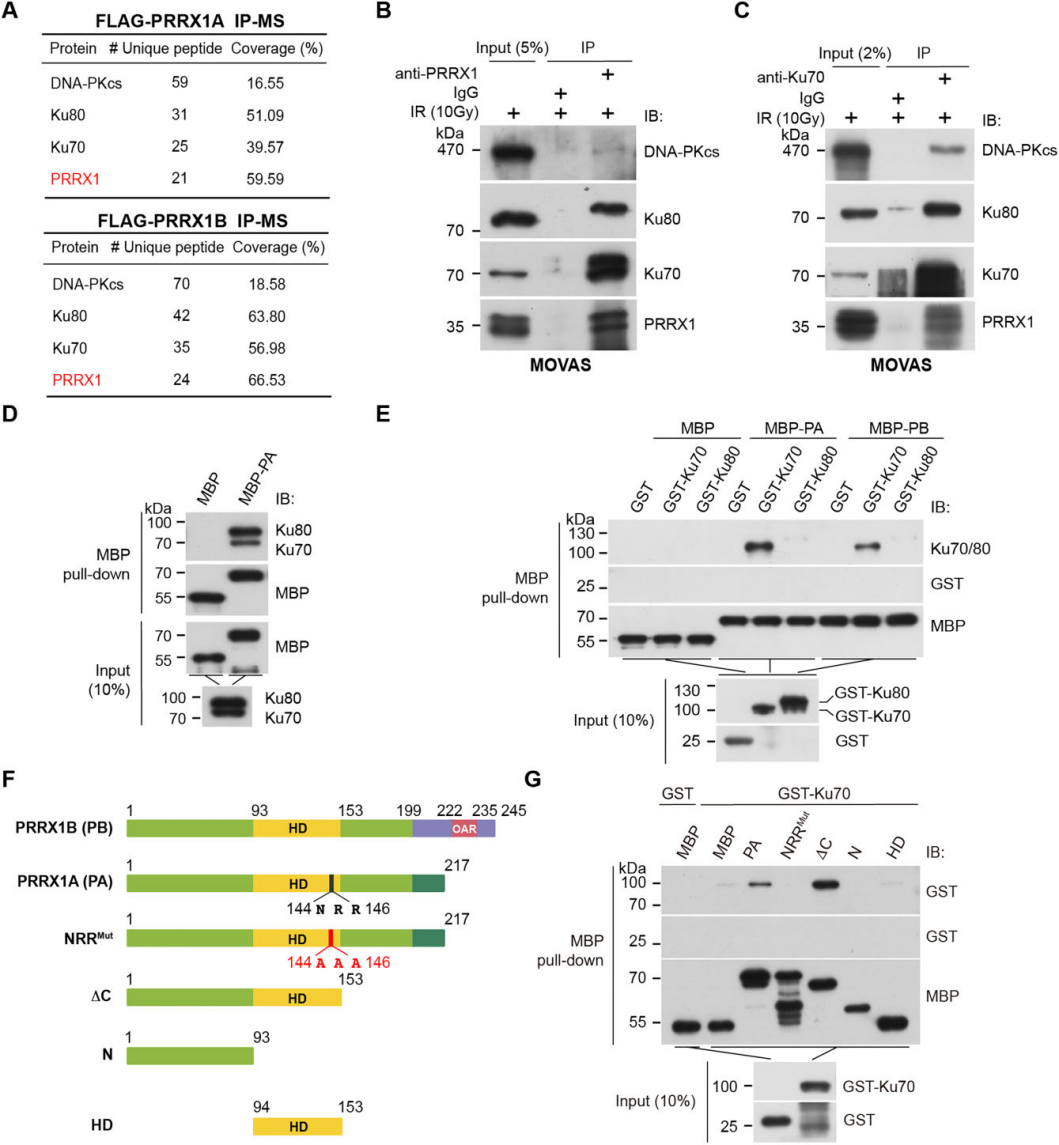
PRRX1 interacts with Ku70. (**A**) Proteins identified by IP of FLAG-PRRX1 followed by MS in glioblastoma cells. Components of the NHEJ core complex and PRRX1 are listed. Lysates of irradiated MOVAS cell were precipitated with anti-PRRX1 (**B**) or anti-Ku70 (**C**) antibodies followed by IB with indicated antibodies. MBP pull-down assays using recombinant MBP-PA to co-purify His-tagged Ku70/80 heterodimer (**D**) and GST-tagged Ku70 or Ku80 (**E**). Co-purified products were immunoblotted with indicated antibodies. (**F**) The diagram depicting the long (PB) and short (PA) isoforms of PRRX1 along with PA’s mutants and truncations. Numbers indicate amino acid residues. OAR: the otp/aristaless/rax domain. (**G**) MBP pull-down assays using MBP-PA truncations to co-purify GST-Ku70. Co-purified products were immunoblotted with indicated antibodies. All experiments were performed for at least three times and representative blots were shown.

To explore whether PRRX1 directly binds to Ku70/80 or DNA-PKcs, we examined the interactions between purified MBP-PRRX1 (Supplementary Fig. S3A) and recombinant Ku70 and Ku80 proteins (Supplementary Fig. S3B), or Ku70/80 and DNA-PKcs in lysates derived from the WT or Ku80 KO Chinese hamster ovary (CHO) cells (Supplementary Fig. S3C). The results showed that PRRX1 specifically interacts with Ku70 but not with Ku80 or DNA-PKcs (Fig. 1D and E and Supplementary Fig. S3C).

### The PRRX1 NRR motif and Ku70 SAP domain are crucial for mediating the PRRX1–Ku70 interaction

We next identified the specific region of PRRX1 required for its interaction with Ku70. A serials of MBP-fused PRRX1 truncations and mutations were generated, including the C-terminus-deleted PA (ΔC), the N-terminal region (N), the HD, and a mutant with conserved residues Asn144/Arg145/Arg146 altered (NRR^Mut^) (Fig. 1F). Pull-down assays revealed that the Ku70-binding capacity of PRRX1 depends on its HD and N-terminal region. Specifically, only the full-length and the C-terminus-deleted (ΔC) PA could bind to Ku70, while the NRR^Mut^ mutant failed to do so (Fig. 1G). Thus, the conserved NRR motif within the HD domain of PRRX1 is crucial to mediate its interaction with Ku70. Interestingly, the ΔC exhibited a higher affinity to GST-Ku70 than the full-length PRRX1, implying that the C-terminal region might limit its ability to bind Ku70. Moreover, the docking between PRRX1 and Ku70/80 showed that Asn144/Arg146 constitutes the interaction interface with the SAP domain of Ku70 (Supplementary Fig. S3D). Concordantly, MBP pull-down assays revealed that neither PA^N144A^ nor PA^R146A^ could associate with Ku70/80 (Supplementary Fig. S3E). To determine the PRRX1-interacting domain of Ku70, we generated a series of GST-tagged Ku70 truncations and performed pull-down assays (Supplementary Fig. S3F). Notably, our investigation revealed that among various segments of Ku70, only the C-terminal SAP domain possesses the capability to bind to PRRX1 (Supplementary Fig. S3G). Collectively, PRRX1 interacts with Ku70 both *in vitro* and *in vivo*, with the interaction likely mediated by the NRR motif of PRRX1 and the SAP domain of Ku70.

### PRRX1 rapidly translocates onto DNA damage sites

Next, we investigated whether PRRX1 could be recruited to DNA lesions. LMI followed by immunofluorescence in MOVAS cells revealed that endogenous PRRX1 accumulated at damaged tracks marked by γH2AX, an indicator of the DNA damage (Fig. 2A). We conducted live cell imaging on U2OS cells expressing EGFP-PA/PB to delineate the dynamics of PRRX1 recruitment to DNA damage sites. The results demonstrated that the recruitment of PRRX1 to DNA damage sites is rapid, reaching its peak at 2 min after LMI (Fig. 2B and C). We next studied the impact of various DSB factors, including PARP1, 53BP1, Ku70, DNA-PKcs, ATM, and the MRN complex [48–51], on PRRX1 accumulation at DNA damage sites. These proteins can initiate downstream signaling cascades leading to the activation of NHEJ repair pathways. However, our findings indicated that shRNA-mediated knockdown of Ku70 (Fig. 2D), inhibition of PARP1, DNA–PK, ATM, or the MRN complex (Supplementary Fig. S4A), or deletion of 53BP1 (Supplementary Fig. S4B), did not affect the recruitment of PRRX1 to DNA damage sites. These findings indicate that PRRX1 recruitment at DNA damage sites is independent of PARP1, Ku70, DNA–PK, or ATM, suggesting that it acts in the very early stage of DNA damage recognition and response. Notably, the recruitment kinetics of EGFP tagged PRRX1 to DNA damage sites were almost identical to those of EGFP-Ku70 (Supplementary Fig. S4C).

**Figure 2.**
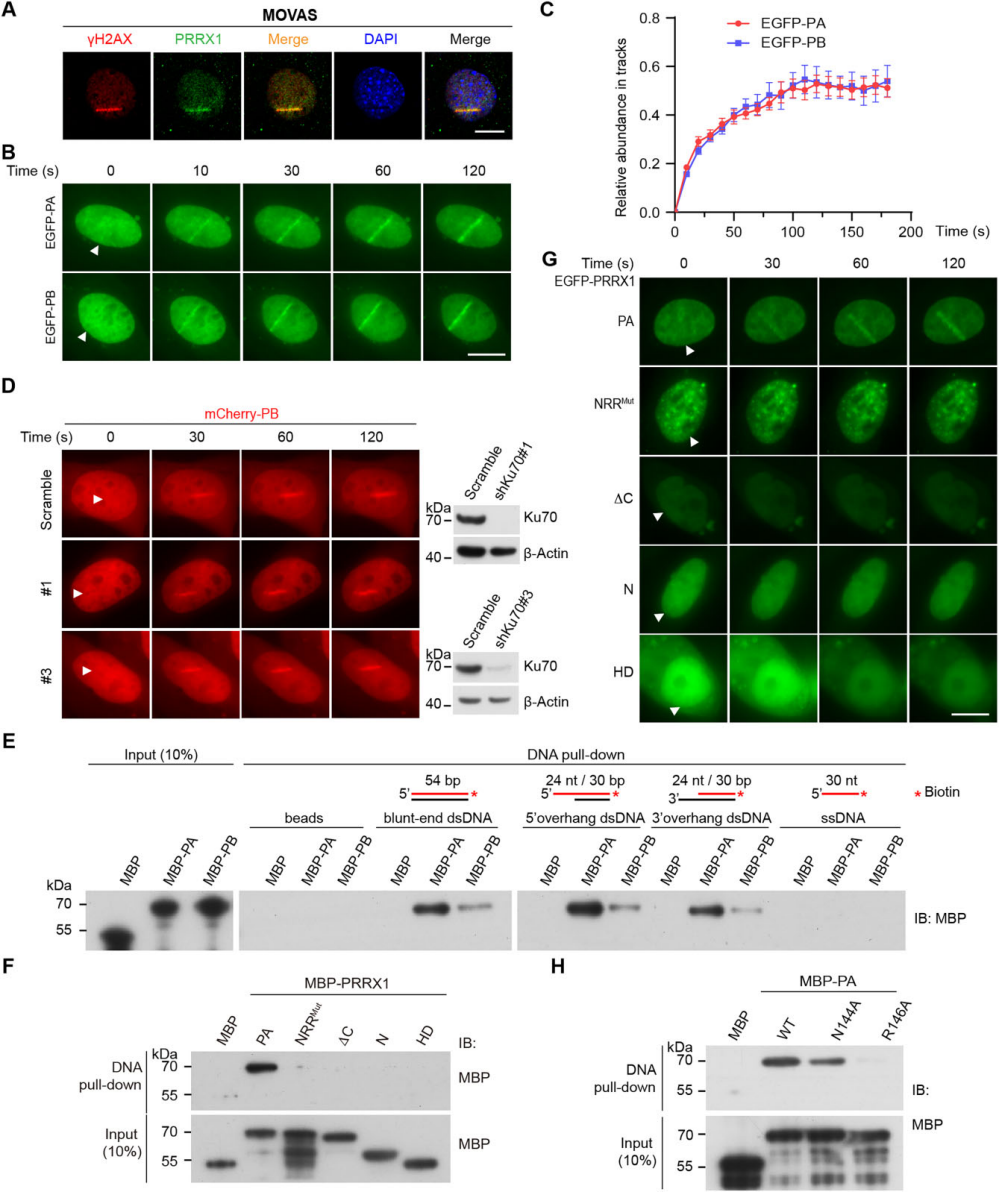
PRRX1 accumulates at DNA damage sites and directly binds to dsDNA. (**A**) MOVAS cells were subjected to LMI. Thirty minutes later, cells were fixed and subjected to immunofluorescence of anti-γH2AX and anti-PRRX1 antibodies. (**B**) U2OS cells were transfected with vectors expressing EGFP-PA/PB and subject to LMI. Fluorescence images were collected at indicated timepoints. (**C**) Quantification of panel (B). Data are presented as the mean fluorescence intensity change of irradiated stripes over background per cell (mean ± SEM). PA, *n* = 20 cells; PB, *n* = 20 cells. (**D**) Left panel: U2OS cells were transfected with vectors expressing mCherry-PB and shRNAs against Ku70 and subject to LMI. Fluorescence images were collected at indicated timepoints. Right panel: Cell lysates at left were collected for IB of indicated antibodies. (**E**) DNA pull-downs of various forms of biotinylated (red asterisks) ssDNAs and dsDNAs with MBP, MBP-PA, and MBP-PB. Samples were immunoblotted with an anti-MBP antibody. (**F**) DNA pull-downs of blunt-end biotinylated dsDNA with various MBP-tagged PRRX1 mutants and truncations. (**G**) U2OS cells were transfected with vectors expressing various forms of EGFP-tagged PRRX1 mutants and truncations and were subjected to LMI. Fluorescence images were collected at indicated timepoints. (**H**) DNA pull-downs of biotinylated dsDNA with MBP and MBP-PA mutants. Samples were immunoblotted with an anti-MBP antibody. All experiments were performed for at least three times and representative images/blots were shown. The triangles indicate irradiated tracks. Scale bars, 10 μm. s, seconds.

### PRRX1 binds to DNA in an NRR motif-dependent manner

We then performed the biotinylated DNA pull-down using various forms of oligonucleotides with random sequences. MBP-PRRX1 exhibited a strong affinity to dsDNA with blunt ends, 3′ or 5′ overhangs, but showed no binding to ssDNA (Fig. 2E). It is worth noting that the shorter isoform, PA, demonstrated stronger DNA-binding affinity compared with the longer isoform, PB. Electrophoretic mobility shift assay and the MST assay demonstrated the MBP-PA or His-PA binds to both blunt-ended dsDNA and 5′ overhang dsDNA with various overhang lengths (Supplementary Fig. S5A and B). Importantly, only the full-length PA (MBP-PA) was captured by dsDNA. The NRR motif of PA, which is essential to mediate the interaction with Ku70, is also required for PRRX1’s binding to DNA, as the NRR^Mut^ mutation completely abolished this capacity (Fig. 2F). In addition, PRRX1 truncation proteins lacking the C-terminus (ΔC) or retaining only the N-terminus (N) or the HD failed to bind DNA (Fig. 2F). Thus, full-length PRRX1 is required for DNA binding *via* the NRR motif. Consistently, LMI experiments showed that only the full-length EGFP-PA, but not its truncations or mutations, could be recruited to DNA lesions (Fig. 2G). These findings indicate that the NRR motif within the HD of PRRX1 is required for its DNA binding and accumulation at DNA damage sites.

Referring to the electrostatic potential map of human PRRX1 obtained from the AlphaFold Protein Structure Database [42], it is observed that the HD region possesses a negative electrostatic potential and interacts with the DNA major groove (Supplementary Fig. S5C). Additionally, ClusPro docking simulation [43] revealed that the conserved residues Asn144/Arg145/Arg146, located at the helix α3 of HD, could bind to bases (by Asn144) and DNA backbone (by Arg145/Arg146) through hydrogen bonds, nonbonded electrostatic and hydrophobic interactions (Supplementary Fig. S5D and E). Indeed, the DNA pull-down assay showed that PA^N144A^ and PA^R146A^ mutations reduced or abolished the interaction with dsDNA, respectively (Fig. 2H). Therefore, PRRX1 likely localizes to DNA breaks through directly binding to DNA. Interestingly, our results indicate that the NRR motif within the HD is essential for PRRX1’s interaction with both Ku70 and DNA.

### PRRX1 facilitates the recruitment and assembly of the DNA–PK complex on the chromatin

Since PRRX1 can bind to both DNA and Ku70, we investigated whether PRRX1 affects Ku dynamics at damage sites and subsequent loading of DNA-PCcs. To this end, we examined DSB-induced recruitment of endogenous Ku70/80 and DNA-PKcs to chromatin in MEFs. MEFs were derived from *Prrx1*-KO and WT embryos (Supplementary Fig. S6A and B). 

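The targeted gene was measured in the RNA of primary MEFs of 6 embryos, 2 of each genotype, from the number of reads that the authors counted on each gene. *Prrx1* had 11333 and 12726 reads in the WT libraries, 8652 and 7794 in the *Prrx1*+/- libraries, and 4080 and 3812 in the *Prrx1*-/- libraries. Scaled by edgeR's TMM method, its level was 690 ± 12.4 CPM (SD, n = 2 embryos; CPM, counts per 1000000 counted reads) in WT, 463 ± 37.1 (SD, n = 2) in *Prrx1*+/- and 223 ± 0.287 (SD, n = 2) in *Prrx1*-/- MEFs. The log2 fold change between *Prrx1*-/- and WT MEFs was −1.63 (standard error 0.099, adjusted p = 0.000789 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which leaves 32.3% of the WT level. Each *Prrx1*-/- library was below each *Prrx1*+/- library and each *Prrx1*+/- library below each WT library. With 2 embryos per genotype, an exact permutation test cannot give a two-sided p under 0.33. In *Prrx1*+/- MEFs the log2 fold change from WT was −0.57 (standard error 0.096), and its adjusted p of 0.272 from the same test did not pass 0.05 over all genes. The unadjusted p of this test was 0.000493. Over 15 alternative analyses the adjusted p ran from 9.55e-05 to 0.424, and it passed 0.05 in 2 of them. The fold change in *Prrx1*-/- MEFs moved most, to −1.75, with a correction for gene length in each library. The counts are per gene, so they do not separate reads on the targeted exon from reads elsewhere in the gene.

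**Figure D2:**
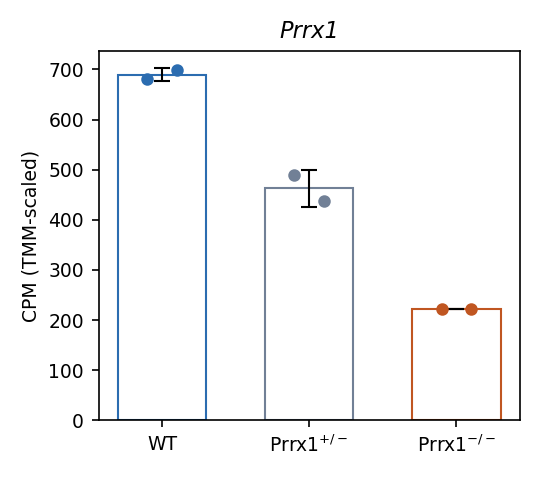
*Prrx1* in CPM (TMM-scaled) in primary MEFs of the 3 genotypes. Points are embryos, bars the mean and error bars the SD (n = 2), with means of 690 in WT, 463 in *Prrx1*+/- and 223 in *Prrx1*-/- MEFs.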

Chromatin fractionation analysis revealed that the enrichment of Ku70/80 and DNA-PKcs on chromatin was markedly reduced in *Prrx1*^−/−^ cells compared with WT cells following ETP or IR treatment (Fig. 3A and B and Supplementary Fig. S6C and D). Conversely, in PRRX1-overexpressing U2OS cells, the chromatin enrichment of Ku70/80 and DNA-PKcs was markedly increased (Fig. 3C and D). LMI assays further showed that PRRX1 overexpression enhanced the recruitment of EGFP-Ku70 to DNA lesions (Fig. 3E and F). To further investigate the role of PRRX1 in Ku70 recruitment to DSB sites, we conducted chromatin immunoprecipitation (ChIP) analysis in EJ5 U2OS cells, where site-specific DSBs were induced by I-SceI digestion. ChIP assays were performed using antibodies against IgG, γH2AX, mCherry (for mCherry or mCherry-PA), or Ku70. The immunoprecipitated DNA was analyzed by qPCR using primers targeting DSB and control sites, as illustrated in Fig. 3G. PRRX1 knockdown significantly decreased the enrichment of DNA fragments in Ku70 immunoprecipitants. In contrast, PRRX1 overexpression enhanced the enrichment of DNA fragments in Ku70 immunoprecipitants. Moreover, PRRX1 overexpression reversed the reduced enrichment of DNA fragments by anti-Ku70 antibodies. Taken together, PRRX1 promotes the loading of Ku70/80 and DNA-PKcs at DSB lesions.

**Figure 3.**
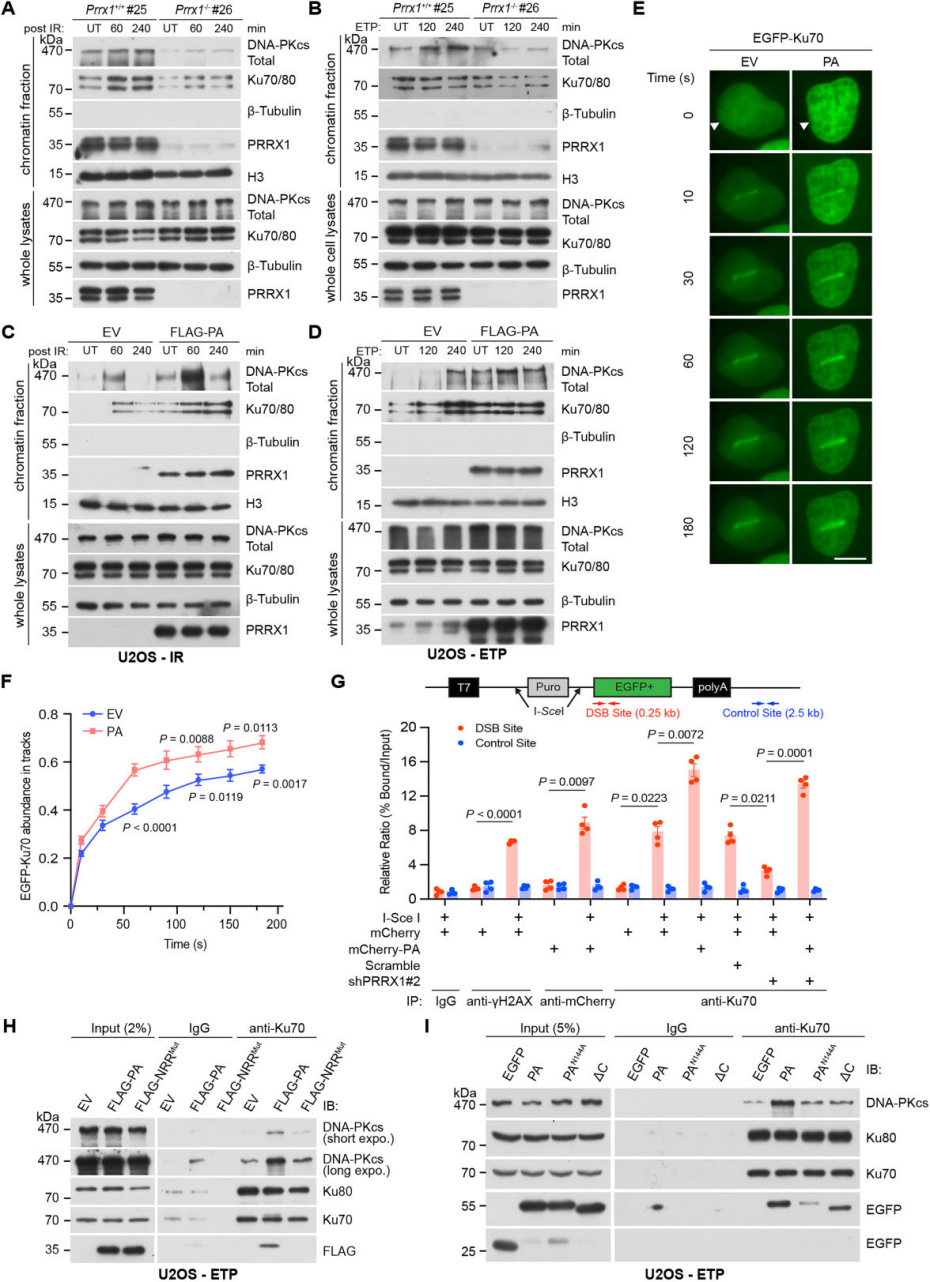
PRRX1 facilitates the recruitment of Ku70/80 and the assembly of DNA–PK on chromatin. WT and *Prrx1*^−/−^ MEF cells were treated with 5 Gy irradiation (**A**) or 10 μM ETP (**B**) at indicated time. Chromatin fractions (top panel) and whole cell lysates (bottom panel) were immunoblotted with indicated antibodies. U2OS cells were transfected with EV or FLAG-PA for 36 h. Chromatin fractions (top panel) and whole cell lysates (bottom panel) were extracted at indicated time post 5 Gy irradiation (**C**) or 10 μM ETP (**D**) and subjected for IB with indicated antibodies. U2OS cells were co-transfected with vectors expressing EGFP-Ku70 and pHAGE-PA. After transfection, cells were subjected to LMI (**E**). Scale bar, 10 μm. The relative fluorescent intensities of EGFP-Ku70 in cells of panel (E) were quantified. Data are mean ± SEM; 15 cells per each group were analyzed from two independent experiments (**F**). Statistical analysis was performed using two-tailed unpaired *t*-tests. (**G**) Top panel: Diagram illustrating sites of DSBs and chromatin enrichment analyisis in EJ5 U2OS cells. Bottom panel: Cells were treated as indicated, followed by ChIP using indicated antibodies and subsequent qPCR. U2OS cells were transfected with EV, FLAG-PA, and FLAG-NRR^Mut^ (**H**) and EGFP-PA^N144A^ and EGFP-ΔC (**I**). Cell lysates were co-immunoprecipitated with anti-Ku70 antibody followed by IB with indicated antibodies. UT, untreated.

Next, we asked whether PRRX1 could facilitate the assembly of the DNA–PK complex. First, DNA pull-down assays demonstrated that blunt-end biotinylated dsDNA enriched more Ku70/80 and DNA-PKcs from lysates of PRRX1-overexpressing cells compared with control cells (Supplementary Fig. S6G). Moreover, we noted that the presence of PRRX1 enhanced the association between Ku70/80 and DNA-PKcs, which was abolished if the Ku70- and DNA-binding NRR motif was mutated (Fig. 3H and Supplementary Fig. S6E and F). Remarkably, both PRRX1^N144A^ (retaining DNA- but not Ku70 binding) and ΔC (retaining Ku70- but not DNA binding) lost their abilities to facilitate the assembly of DNA–PK (Fig. 3I). Therefore, both Ku- and DNA-binding capacities of PRRX1 are required for stimulating the assembly of the DNA–PK complex on chromatin.

### PRRX1 stimulates the kinase activity of DNA–PK *in vitro* and *in vivo*

The DSB repair by NHEJ is initiated by the recognition and binding of the Ku70/80 heterodimer to broken DNA ends, which subsequently recruits DNA-PKcs and leads to its auto-phosphorylation at Ser2056 and Thr2609, a hallmark of NHEJ activation [52, 53]. PRRX1, along with the cofactor FOXM1, was reported to activate the transcription of *PRKDC*, the gene encoding DNA-PKcs, in pancreatic cancer cells [34]. However, *Prrx1*^−/−^ MEFs did not display significant alterations in messenger RNA (mRNA) levels of *Prkdc* and *Xrcc6* (Supplementary Fig. S7B and Supplementary Table S2), and the protein level of DNA-PKcs only slightly decreased. 

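The RNA-seq of Supplementary Table S2 covers primary MEFs of 6 embryos at E14.5, embryos 23 and 25 of the WT genotype, 22 and 24 of the *Prrx1*+/- genotype and 32 and 33 of the *Prrx1*-/- genotype. The paper states that a company, Novogene, performed and analyzed the sequencing, and its text does not name the aligner, the counting tool or the use of strand. The labels do not mention irradiation or any other treatment of these cells. The authors deposited the number of reads on each of 54666 genes, without normalization, and the FPKM of the same genes. In each library, the deposited FPKM equals the count per kilobase of gene length and per 1000000 counted reads, times 1 constant between 0.933 and 1.03. All 78 FPKM values of Supplementary Table S2, for 13 genes in the 6 libraries, are equal to the deposited values. Between 16265857 and 18609895 reads per library were counted on genes, so that 3 reads, taken as the smallest detectable number, correspond to at most 0.184 CPM. The test covered the 15764 genes that passed edgeR's filter on low counts, with 1 model for the 3 genotypes and 3 residual degrees of freedom. The WT and *Prrx1*+/- embryos carry the numbers 22 to 25 and the *Prrx1*-/- embryos 32 and 33, and the paper describes the embryos as littermates without naming litters. The WT and *Prrx1*-/- libraries had no reads from the 4 Y-chromosome genes examined, and both *Prrx1*+/- libraries had at least 3372.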

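*Prkdc* (ENSMUSG00000022672), on chromosome 16 from 15637866 to 15842235, had 361 and 338 reads in the WT libraries and 592 and 465 in the *Prrx1*-/- libraries. Its level was 20.1 ± 2.22 CPM (SD, n = 2 embryos) in WT and 29.7 ± 3.68 (SD, n = 2) in *Prrx1*-/- MEFs, and 21.0 ± 1.77 (SD, n = 2) in *Prrx1*+/- MEFs. The log2 fold change between *Prrx1*-/- and WT MEFs was 0.56 (standard error 0.15, adjusted p = 0.0243 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all genes tested). Adjusted over the 12 genes of Supplementary Table S2 other than *Prrx1*, the p-value was 0.0180. Both *Prrx1*-/- libraries were above both WT libraries. The adjusted p was not under 0.05 in 4 of the alternative analyses, which were a correction for gene length (log2 fold change 0.43, adjusted p = 0.0613) and 3 tests of the deposited FPKM with limma. The setting that moved the value most was limma's test of log2(FPKM + 1), with 0.36 on that scale (adjusted p = 0.0626), and over the 15 alternatives that gave a test with all embryos of both genotypes the adjusted p ran from 0.00572 to 0.0746.
*Xrcc6* (ENSMUSG00000022471), on chromosome 15 from 81987835 to 82040085, was at 25.7 ± 2.78 CPM (SD, n = 2) in WT and 30.4 ± 1.22 (SD, n = 2) in *Prrx1*-/- MEFs. The log2 fold change was 0.24 (standard error 0.13, adjusted p = 0.201 from the same test), and the adjusted p stayed between 0.0731 and 0.402 under the alternatives. *Xrcc6* overlaps *Desi1* on the opposite strand, which had 6226 reads over the 6 libraries, and its reads are uncertain to that extent because the use of strand is not named.
Of the 12 genes, 5 were changed in *Prrx1*-/- against WT MEFs at an adjusted p under 0.05, over all genes as well as over the 12 alone. Besides *Prkdc*, these were *Paxx* (log2 fold change 0.96, adjusted p = 0.0166), *Poll* (0.69, adjusted p = 0.0232) and *Trp53bp1* (0.39, adjusted p = 0.0139), which were higher, and *Polm* (−0.41, adjusted p = 0.0411), which was lower, all from edgeR's test. The number was 3 after the correction for gene length, and over the 17 alternatives that gave a test it was 5 in 3, 4 in 10 and 3 in 4. *Polm* lost its call in 7 of the 15 analyses other than those leaving out an embryo, *Trp53bp1* in 4 of the 15, with adjusted p-values up to 0.0941, and *Poll* in 1, with 0.0606, after a GC content correction with the replicate block, which was chosen after seeing the data. *Trp53bp1*, *Paxx*, *Dclre1c* and *Xrcc4* also overlap a gene on the opposite strand. The other 7 genes had log2 fold changes between −0.26 and 0.29 and adjusted p-values from 0.178 to 0.974 in edgeR's test. Of all 15764 genes tested, 5364 (34.0%) were changed in the same comparison, so the 5 changes, that of *Prkdc* included, do not set this list apart. A litter or culture batch that coincides with genotype could give such changes too, so they cannot be assigned to the loss of *Prrx1*. None of the 12 was changed in *Prrx1*+/- against WT MEFs, and 1 of them had an unadjusted p under 0.05 in edgeR's test. The paper sets these mRNA levels against an earlier report that PRRX1 and FOXM1 activate *PRKDC* in pancreatic cancer cells, and states that neither *Prkdc* nor *Xrcc6* was significantly altered.

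**Figure D3:**
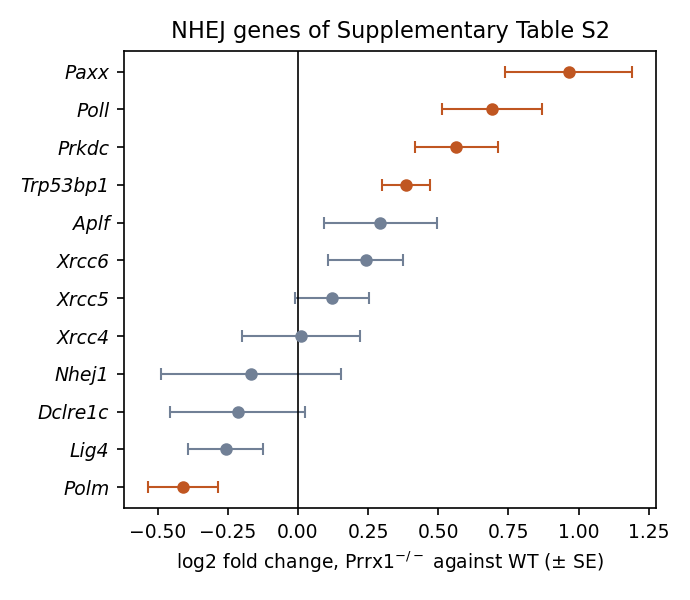
Log2 fold change between *Prrx1*-/- and WT MEFs (x axis) of the 12 NHEJ genes of Supplementary Table S2 (y axis), with the standard error of edgeR's fit as error bars. Genes with an adjusted p under 0.05 are in orange and the others in grey, from *Polm* at −0.41 to *Paxx* at 0.96.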

Importantly, the phosphorylation levels of DNA-PKcs at Ser2056 post IR or ETP was strikingly decreased in *Prrx1*^−/−^ MEFs (Fig. 4A and B and Supplementary Fig. S7A). As expected, levels of phosphorylated Ser2056 were modestly elevated in U2OS cells expressing Flag-tagged PA (Fig. 4C). Consistently, significantly fewer phosphorylated DNA-PKcs foci were detected in irradiated *Prrx1*^−/−^ MEFs than those in irradiated WT MEFs (Fig. 4D). Of note, the mRNA levels of *PRKDC* and *XRCC6* were not changed in PRRX1-overexpressing U2OS cells (Supplementary Fig. S7D). To test whether PRRX1 could directly stimulate the activity of DNA–PK holoenzyme (Ku70/80 included), we performed kinase assays using purified His-tagged MYC as the phosphorylation substrate. As anticipated, the presence of dsDNA activated DNA–PK. Critically, the full-length PA significantly augmented MYC phosphorylation, whereas PRRX1 with mutated NRR or truncated C-terminus did not exhibit this effect (Fig. 4E).

**Figure 4.**
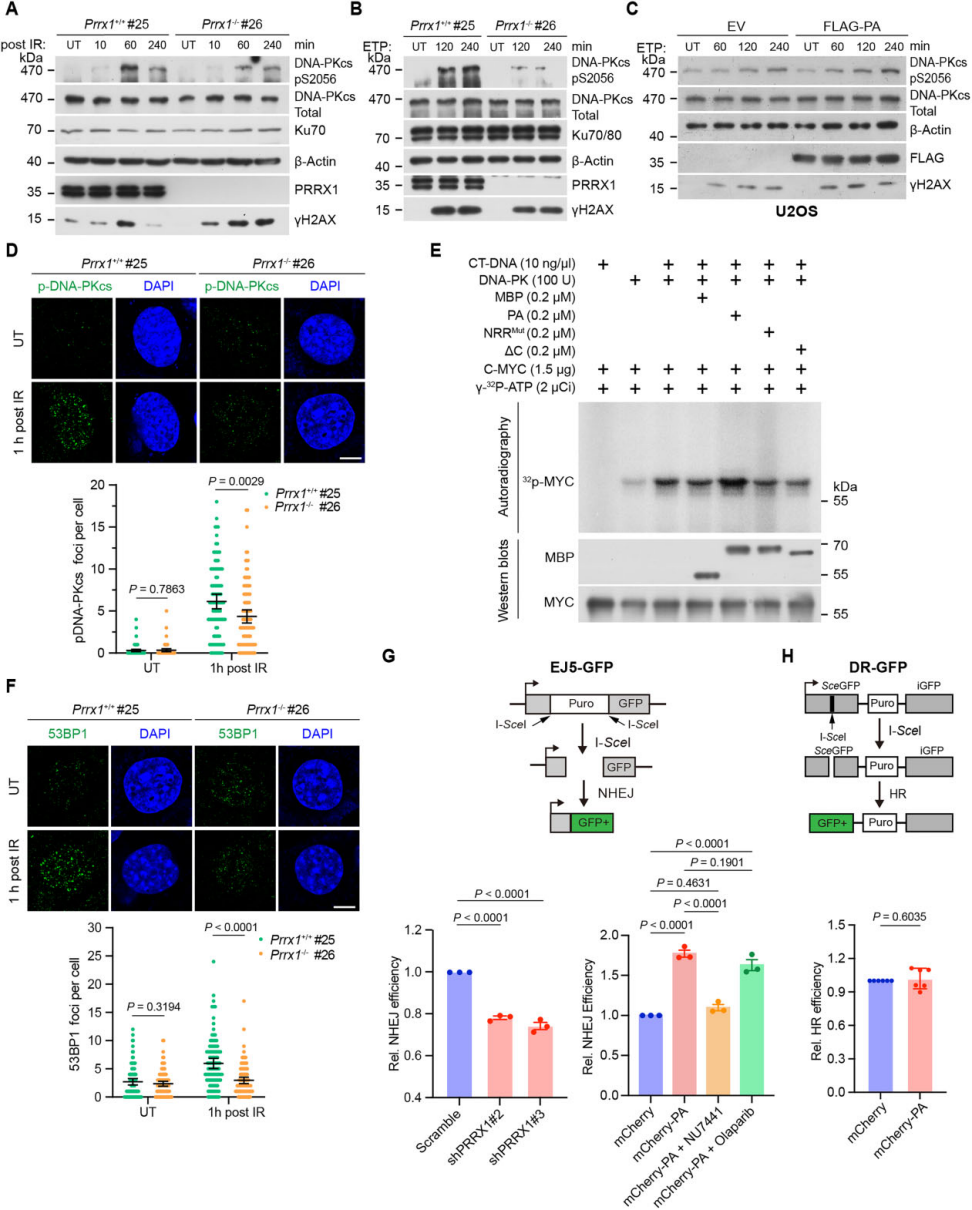
PRRX1 activates DNA–PK to promote NHEJ. WT and *Prrx1*^−/−^ MEF cells were treated with 5 Gy irradiation (**A**) or 10 μM ETP (**B**) and harvested at indicated times. Cell lysates were immunoblotted with indicated antibodies. (**C**) U2OS cells were transfected with EV or FLAG-PA for 36 h followed by treating with 10 μM ETP. Cell lysates were immunoblotted with indicated antibodies. WT and *Prrx1*^−/−^ MEF cells were treated with 5 Gy irradiation for 1 h followed by immunofluorescence (top panel) and quantification (bottom panel) of phosphorylation at Ser2056 of DNA–PK (**D**) or 53BP1 (**F**) foci after irradiation. Statistical analysis was performed using two-tailed unpaired *t*-tests. Each point represents one cell; 100 cells quantified in each group were obtained from two independent experiments. Scale bars, 10 μm. (**E**) In the DNA–PK kinase assay, indicated components were mixed and the C-MYC protein was used as the substrate. Autoradiography and IB using indicated antibodies were performed. (**G**) Top panel: The diagram showing the EJ5-GFP reporter assay assessing the efficiency of NHEJ. Bottom panel: Percentages of NHEJ (GFP^+^) cells were analyzed by flow cytometry and fold changes were normalized to cells transfected with empty mCherry-expressing vector. Data are mean ± SEM. Statistical analysis was performed using one-way ANOVA. *n* = 3 biologically replicates. (**H**) Top panel: The diagram showing the DR-GFP reporter assay assessing the efficiency of HR. Bottom panel: Percentages of HR (GFP^+^) cells were analyzed by flow cytometry and fold changes were normalized to cells transfected with empty mCherry-expressing vector. Data are mean ± SEM. Statistical analysis was performed using two-tailed unpaired *t*-test. *n* = 6 biologically replicates.

The number of 53BP1 foci, the indicator of the NHEJ repair, was significantly reduced in irradiated *Prrx1*^−/−^ MEFs, suggesting impaired NHEJ in the absence of PRRX1 (Fig. 4F). Next, we employed the EJ5-GFP and DR-GFP reporter assays to directly assess the influence of PRRX1 on DSB repair *via* NHEJ or HR [54]. As expected, knocking down the expression of PRRX1 compromised the NHEJ repair efficiency (Fig. 4G and Supplementary Fig. S7C). Remarkably, PRRX1 overexpression led to a significant increase in NHEJ repair effeciency but had no effect on HR repair. Of note, the enhancement of NHEJ by PRRX1 overexpression was abolished by DNA–PK inhibitor NU7441 but only slightly affected by PARP1 inhibitor Olaparib (Fig. 4G and H and Supplementary Fig. S7D). Thus, PRRX1 facilitates the activation of DNA–PK to promote NHEJ repair.

### The oligomerization of PRRX1 is essential for the NHEJ repair

As described earlier, PRRX1 binds to Ku70 or DNA *via* the same NRR motif in its HD domain. This prompt us to explore the possibility of PRRX1 oligomerization, which could enable simultaneous interaction with both Ku70 and DNA. We performed co-IP assays using extracts from HEK293T cells expressing Flag-PA/PB and EGFP-PA/PB, which revealed both homophilic and heterophilic interactions between PA and PB. Furthermore, we observed that these interactions were enhanced under IR and ETP conditions (Fig. 5A and Supplementary Fig. S8A). Meanwhile, MBP pull-down assays showed that purified MBP-PA/PB could co-purify His-tagged PA/PB (Fig. 5B). Furthermore, we observed that both PA and PB could form aggregates on native polyacrylamide gel electrophoresis (PAGE), with PA having a greater propensity for oligomer formation (Fig. 5C).

**Figure 5.**
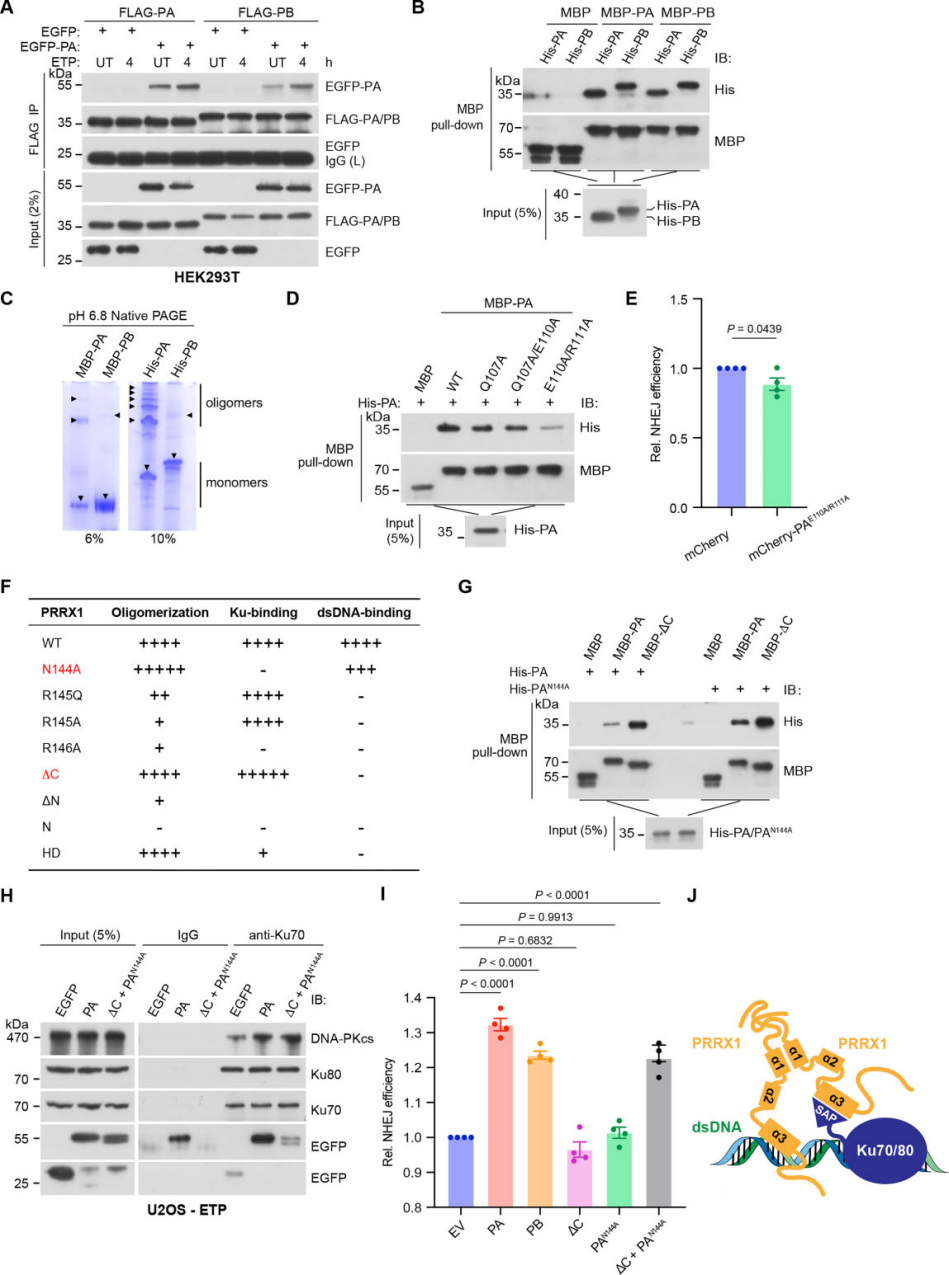
PRRX1 oligomerizes to mediate NHEJ repair. (**A**) HEK293T cells were co-expressed with EGFP-PA and FLAG-PA or FLAG-PB followed by 10 μM ETP treatment. Lysates were immunoprecipitated with anti-FLAG beads followed by IB with indicated antibodies. (**B**) MBP pull-down assays using recombinant MBP, MBP-PA, and MBP-PB to co-purify His-PA and His-PB. Co-purified products were immunoblotted with indicated antibodies. (**C**) Native PAGE of *in vitro* purified MBP-PA and MBP-PB (left panel) and His-PA and His-PB (right panel). The triangles indicate putative monomers and oligomers. (**D**) MBP pull-down assays using recombinant MBP, MBP-PA (WT), and indicated PA mutations to co-purify His-PA. Co-purified products were immunoblotted with indicated antibodies. (**E**) EJ5-GFP NHEJ reporter assays of U2OS cells overexpressing mCherry and mCherry-PA^E110A/R111A^. *n*= 4 biologically replicates. Statistical significance was determined by two-tailed unpaired *t*-test. (**F**) The table summarizing oligomer-forming, Ku- and DNA-binding capacities of various PRRX1 mutants and truncations. (**G**) MBP pull-down assays using recombinant MBP, MBP-PA, and MBP-ΔC to co-purify His-PA and His-PA^N144A^. Co-purified products were immunoblotted with indicated antibodies. (**H**) U2OS cells were transfected with vectors expressing EGFP, EGGP-PA, or EGFP-PA^N144A^ with EGFP-ΔC and subjected to ETP treatment. Cell lysates were immunoprecipitated with anti-Ku70 antibody followed by IB with indicated antibodies. (**I**) EJ5-GFP reporter assays of U2OS cells overexpressing indicated vectors (mCherry tagged). *n*= 4 biologically replicates. Statistical analysis was performed using one-way ANOVA. (**J**) The diagram depicting a model in which PRRX1 oligomerizes through its α1 helix to facilitate simultaneous interactions with dsDNA and Ku70/80.

To investigate the regions of PRRX1 required for its oligomerization, we conducted MBP pull-down assays using a series of MBP-PA truncations to co-purify His-tagged PA/PB. We observed that the ΔN (9–217 aa) displayed reduced interaction with full-length PRRX1, whereas HD alone exhibited strong binding (Supplementary Fig. S8B). Interestingly, the N-terminal region alone could not bind to PRRX1 (Supplementary Fig. S8B), suggesting that both the N-terminal and the HD domain of PRRX1 are essential for the oligomeric formation. The molecular docking analysis predicted that several residues at the N-terminal helix α1 of the HD might be involved in the oligomerization (Supplementary Fig. S8C). Next, point mutants of these residues were employed to assess their association with WT His-PA. The results revealed that PRRX1^Q107A^ and PRRX1^Q107A/E110A^ slightly reduced the interaction, while PRRX1^E110A/R111A^ severely compromised the interaction (Fig. 5D). Consistently, PRRX1^E110A/R111A^ lost the ability to promote DSB repair by NHEJ (Fig. 5E). Properties of oligomerization, Ku- and dsDNA-binding in all mutants, and truncations were summarized in Fig. 5F.

We further assessed the oligomeric capability of PA with mutations at conserved residues 144–146 of the HD. The results indicated that PA^R145A^ and PA^R146A^ barely interacted with WT PA, while PRRX1^R145Q^, identified in cancerous patients, and PRRX1^N144A^ could bind to PA, with the latter exhibiting stronger association (Supplementary Fig. S8D). To examine the impact of PRRX1 oligomerization on NHEJ, we studied the combination of PA^N144A^ with ΔC, which respectively associate with dsDNA and Ku70. MBP pull-down assays revealed a strong interaction between PA^N144A^ and ΔC (Fig. 5G). Co-IP experiments also revealed that like EGFP-PA alone, co-expression of EGFP-PA^N144A^ and EGFP-ΔC augmented the association between Ku70 and DNA-PKcs (Fig. 5H). Importantly, NHEJ reporter assays demonstrated that while overexpressing PA^N144A^ or ΔC alone had no effect on NHEJ efficiency, co-expressing PA^N144A^ and ΔC could significantly enhance the NHEJ efficiency to a level comparable to full-length PA/PB (Fig. 5I and Supplementary Fig. S8E). In sum, by oligomerization mediated by the N-terminus of the HD, PRRX1 could simultaneously associate with Ku and dsDNA to facilitate NHEJ (Fig. 5J).

### PRRX1 contributes to the maintenance of genome stability

Having showed that PRRX1 facilitates recruitment of Ku70/80 to DSBs and promotes NHEJ, we proceeded to investigate whether PRRX1 plays a role in the DSB repair. Immortalized KO MEFs exhibited increased sensitivities to X-ray IR and several DNA-damaging agents, including the topoisomerase II inhibitor ETP and the topoisomerase I inhibitor CPT (Fig. 6A and Supplementary Fig. S9A). WT and KO MEFs were treated with IR followed by γH2AX immunofluorescence to determine whether PRRX1 affects DNA repair efficiency. *Prrx1*^−/−^ MEFs displayed significant higher numbers of γH2AX foci at late timepoints (8 h and 24 h post IR), implying that the loss of PRRX1 impairs DSB repair (Fig. 6B and Supplementary Fig. S9B). Previous studies have shown that deficiency in DSB repair leads to persistent DNA damage, micronucleus formation, and leakage of damaged nuclear DNA into the cytoplasm, which activates the innate immune response [55–57]. Notably, we observed that *Prrx1*^−/−^ MEFs had an increased frequency of chromosomal breaks, micronucleus, and cytosolic dsDNA compared with those from WT littermates (Fig. 6C–E). Consequently, irradiated *Prrx1*^−/−^ MEFs displayed increased levels of phosphorylated TBK1, IRF3, and STING, indicating enhanced response to damaged DNA (Fig. 6F and Supplementary Fig. S9C). Together, these results underscore the crucial role of PRRX1 in promoting DSB repair *via* NHEJ, highlighting its significance in enhancing cellular resistance to genotoxic stress and maintaining genomic stability.

**Figure 6.**
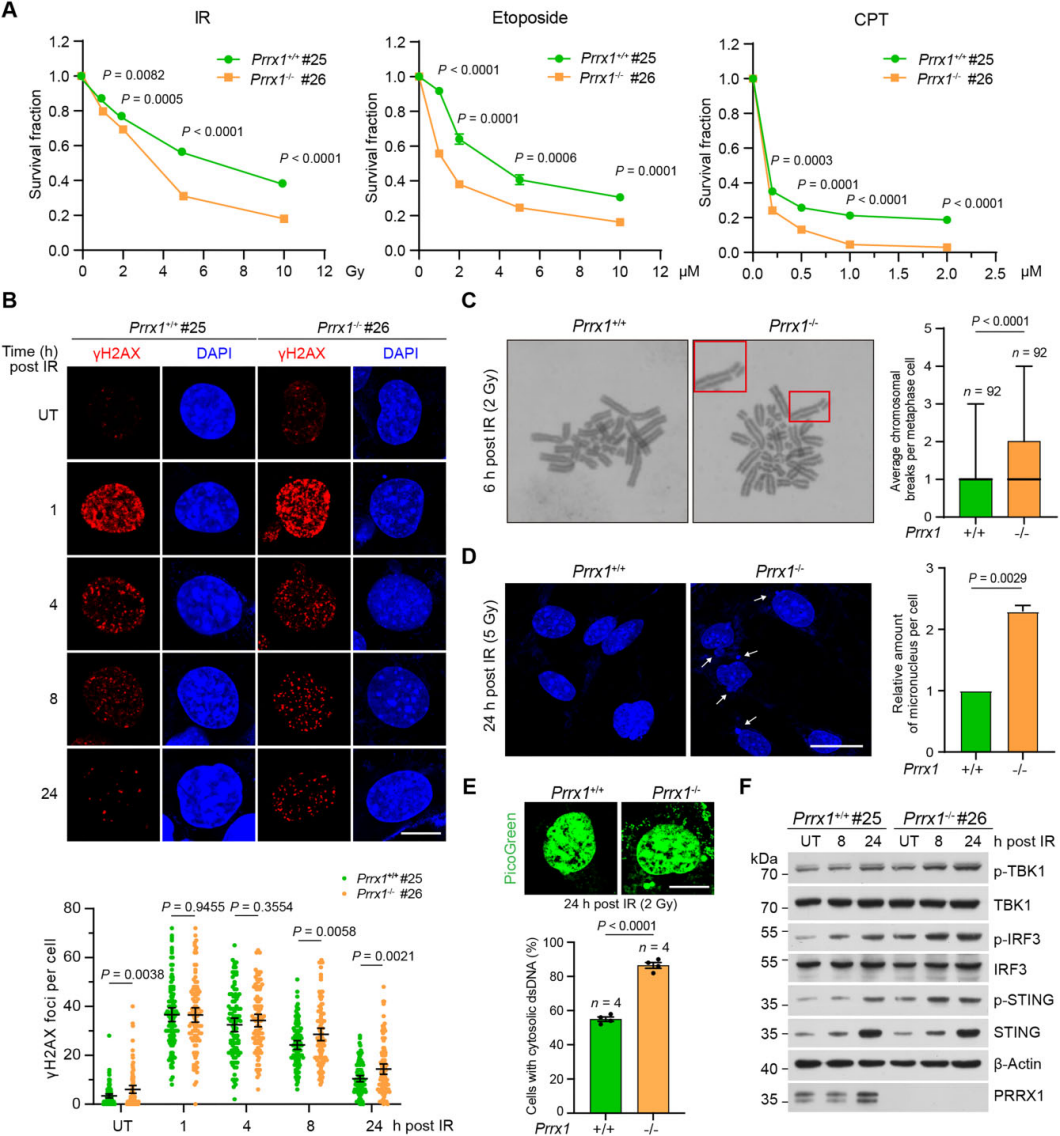
PRRX1 maintains genomic integrity. (**A**) Immortalized WT and *Prrx1*^−/−^ MEF cells were treated with indicated doses of IR, ETP (72 h), or CPT (72 h), and cell survival rates were analyzed by CCK-8 assays (*n*= 3 independent experiments). Data show the mean ± SEM and differences between two different groups were compared using the unpaired, two-tailed Student’s *t*-test. (**B**) WT and *Prrx1*^−/−^ MEF cells were treated with 5 Gy irradiation followed by immunofluorescence (top panel) and quantification of γH2AX foci (bottom panel) at indicated timepoints. Data are mean ± 95% confidence interval (CI). Statistical analysis was performed using two-tailed unpaired *t-*tests. Each point represents one cell; 100 cells quantified in each group were obtained from two independent experiments. UT, untreated. Scale bars, 10 μm. (**C**) Irradiated WT and *Prrx1*^−/−^ MEF cells were measured with chromosome/chromatid breaks (magnification 1000×). The boxes show representative breaks. The right chart indicates the quantification. *n*= 92 cells per genotype, pooled from three independent experiments. Solid lines show median values, and the whiskers extend from the minimum to maximum value. Statistical analysis was performed using two-tailed unpaired *t*-tests. (**D**) Representative DAPI images (left panel) and quantifications (right panel) of micronucleus in irradiated MEF cells. The arrows indicate the micronucleus. Data are mean ± SEM. Statistical analysis was performed using two-tailed unpaired *t*-tests. Scale bar, 25 μm. (**E**) Representative PicoGreen images (top panel) and quantifications (bottom panel) of cytoplasmic dsDNA in irradiated MEF cells. Data are mean ± SEM. Statistical analysis was performed using two-tailed unpaired *t*-tests. Each point represents one experiment; 200 cells quantified in each group were obtained from four independent experiments. Scale bar, 10 μm. (**F**) WT and *Prrx1*^−/−^ MEF cells were treated with 2 Gy irradiation and harvested at indicated times. Cell lysates were immunoblotted with indicated antibodies.

### Low expression and pathogenic mutation of PRRX1 are associated with genomic instability and defective NHEJ repair

In cancer cells, dysregulated DDR mechanisms often lead to resistance or sensitivity to chemotherapy and radiotherapy [12]. Having illustrated the roles and mechanisms of PRRX1 in NHEJ, we then examined how PRRX1 expression and mutations occurring in tumors could affect NHEJ. We analyzed the wGII [39], a widely used signature of genomic instability, in STAD samples from the TCGA database. The data revealed that tumors with low PRRX1 expression displayed higher wGII (Fig. 7A). Concordantly, STAD samples with lower PRRX1 expression displayed significant higher scores for three independent genomic scar signatures [41]—LOH, LST, and TAI (Fig. 7B), suggesting an increased burden of chromosomal instability with low PRRX1 expression. Furthermore, STAD tumor samples exhibited significantly higher expression levels of *PRRX1* compared with nontumor tissues (Fig. 7C). High *PRRX1* expression was associated with poorer overall survival (Fig. 7D) and correlated with a worse prognosis in STAD patients undergoing radiotherapy (Fig. 7E).

**Figure 7.**
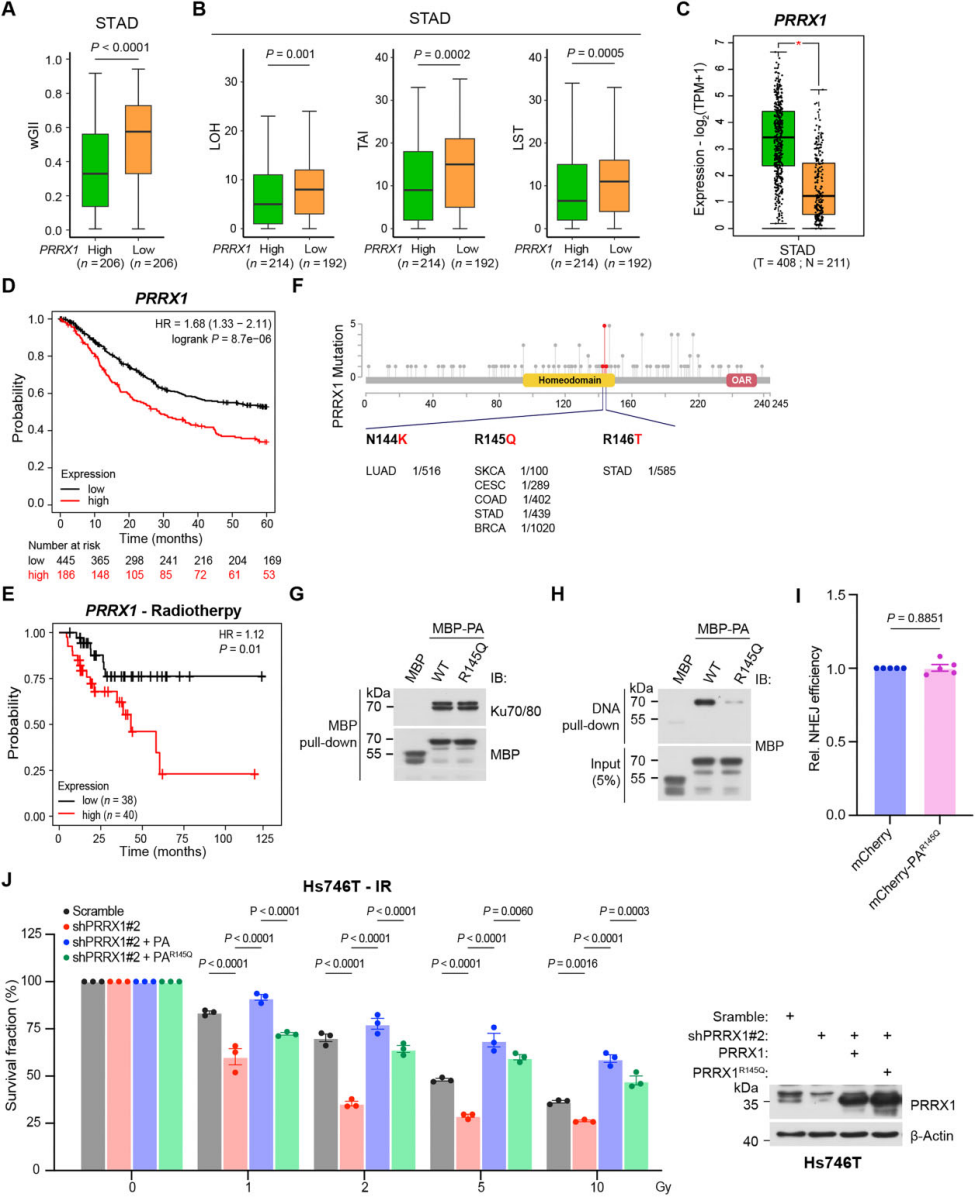
PRRX1 loss or mutation causes genome instability and NHEJ defect. The genomic instability signatures (the wGII) (**A**) and the genomic scar signatures (LOH, LST, and TAI) (**B**) were analyzed using the TCGA STAD cohort. The data were grouped based on *PRRX1* expression levels using the median cutoff. The outline of each box represents the 25th and 75th percentiles, with solid lines indicating median values. The whiskers extend to the most extreme data points within 1.5 × the interquartile range. Statistical significance was determined using a two-tailed Mann–Whitney Wilcoxon test. (**C**) Expression difference of *PRRX1* in STAD samples. The data were based on the TCGA database and retrieved *via* the GEPIA2 website. Kaplan–Meier survival curves for overall survival of STAD patients with high [top 30 (**D**) or 50 (**E**) percentile] or low [bottom 70 (panel D) or 50 (panel E) percentile] *PRRX1* expression. Data were based on the TCGA database. The HR (i.e. hazard ratio) and log-rank *P*-value were indicated in each panel. (**F**) The diagram illustrating PRRX1 mutations identified in various tumors. Data were retrieved from the ICGC database. Numbers represent case frequencies. (**G**) MBP pull-down assays using recombinant MBP-PA and MBP-PA^R145Q^ to co-purify His-Ku70/80. Co-purified products were immunoblotted with indicated antibodies. (**H**) DNA pull-down of dsDNA with recombinant MBP-PA and MBP-PA^R145Q^. Co-purified products were immunoblotted with an anti-MBP antibody. (**I**) EJ5-GFP NHEJ reporter assays of U2OS cells overexpressing mCherry or mCherry-PA^R145Q^ (*n*= 5 biologically replicates). Statistical analysis was performed using two-tailed unpaired *t*-test. (**J**) Left panel: Survival analyses of Hs746T STAD cells with indicated treatment. Statistical analysis was performed using two-way ANOVA. Right panel: Cell lysates were immunoblotted with indicated antibodies.

By analyzing the International Cancer Genome Consortium (ICGC) database, a series of mutation sites on *PRRX1* were identified in patients with various cancers (Fig. 7F). Among them, properties of PRRX1^R145Q^, found in cancer samples including STAD, breast cancer and colon cancer, were inspected. Strikingly, PRRX1^R145Q^ could bind to Ku70/80 but not dsDNA (Fig. 7G and H). Consistently, PRRX1^R145Q^ was unable to enhance NHEJ repair (Fig. 7I), implying that tumors harboring PRRX1^R145Q^ might be more sensitivity to DNA damaging agents. We then studied how PRRX1 affects the response to IR in PRRX1 abundant Hs746 STAD cells, a preclinical model representing the “mesenchymal-like” or “genome stability” subtype of STAD [58–60]. Loss of PRRX1 caused hypersensitivity to irradiation, which was fully rescued by overexpressing WT PRRX1 but only partially rescued by the PA^R145Q^ mutant (Fig. 7J). Together, given its role in facilitating NHEJ, PRRX1 may serve as a potential target to enhance radiotherapy effectiveness for specific subtypes of STAD.

### The peptide disrupting PRRX1 oligomerization blocks NHEJ

We finally sought to modulate NHEJ efficiency by disrupting the oligomerization of PRRX1. The competing nine-amino acid peptide, targeting the N-terminal helix α1 of PRRX1’s HD, was synthesized and placed at the carboxyl end of the biotinylated TAT peptide to promote nuclear entry. A five-amino acid mutated peptide was also synthesized to serve as the control (Fig. 8A). The MBP pull-down assay revealed that the competing peptide, but not the mutated peptide greatly compromised the self-binding of MBP- and His-PRRX1 (Fig. 8B), while both peptides exhibiting no effect on the interaction between MBP-PRRX1 and Ku70/80 (Fig. 8C). Importantly, the competing peptide reduced NHEJ efficiency in both mock and PRRX1-overexpressing U2OS cells (Fig. 8D), and the number of γH2AX foci was significantly higher in cells treated with competing peptide compared with those treated with the mutant peptide (Fig. 8E and F). Additionally, the presence of the competing peptide attenuated the phosphorylation of DNA-PKcs at serine 2056 in Hs746T cells following IR treatment (Fig. 8G). Consistently, the competing rather than the mutant peptide, significantly undermined the survival of irradiated Hs746T cells (Fig. 8H). Thus, disrupting the oligomerization of PRRX1 may represent a potential therapeutic strategy for treating STAD.

**Figure 8.**
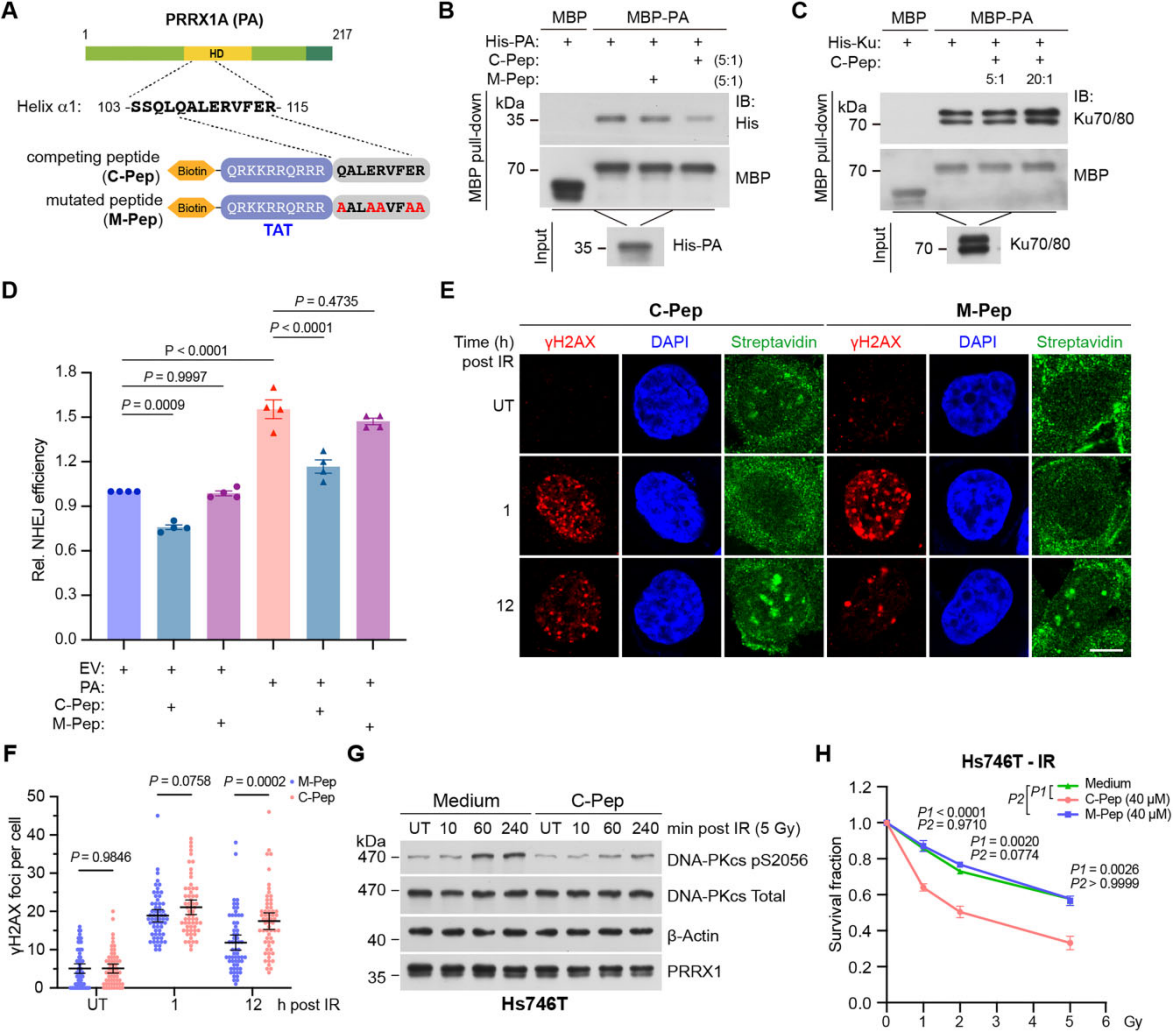
The peptide disrupting PRRX1 oligomerization blocks NHEJ. (**A**) A diagram depicting the peptide design (competing and mutated peptides) for perturbing PRRX1 oligomerization. The N-terminal TAT peptide was used to facilitate cell entry. MBP pull-down assays using recombinant MBP-PA to co-purify His-PA (**B**) and His-Ku70/80 (**C**) with the presence of indicated peptides. Co-purified products were immunoblotted with indicated antibodies. The indicated proportions (peptides: PRRX1) represent the ratio of molar concentration. (**D**) EJ5-GFP NHEJ reporter assays of U2OS cells overexpressing EV or PA with the presence of indicated peptides. *n*= 5 biologically replicates. Statistical analysis was performed using two-way ANOVA. (**E**) Hs746T cells were irradiated and treated with 40 μM indicated peptides. Represented immunofluorescence images of γH2AX, DAPI and biotinylated peptides were shown. UT, untreated. Scale bars, 10 μm. (**F**) Quantification of γH2AX foci in panel (E). Data are mean ± 95% CI. Each point represents a cell; 60 cells quantified in each group were obtained from two independent experiments. Statistical analysis was performed using two-tailed unpaired *t-*tests. (**G**) Hs746T cells were treated with 40 μM peptides and harvested at indicated time post IR. Cell lysates were immunoblotted with indicated antibodies. (**H**) Survival analysis of Hs746T cell with indicated treatment. Statistical analysis was performed using two-way ANOVA.

## Discussion

The initiation of NHEJ requires the attachment of Ku70/80 to the DSB ends, enabling the formation and activation of the DNA–PK holoenzyme. However, many questions remain regarding how Ku70/80 is attached and stabilized at broken DNA ends. In this study, we unveiled a novel role for PRRX1, conventionally recognized as a HD transcription factor, in promoting the accumulation of Ku70/80-DNA-PKcs on DSBs. PRRX1 oligomerizes to enable its simultaneous interactions with both dsDNA and the SAP domain of Ku70, thereby enhancing Ku anchoring at DSBs to stabilize DNA–PK for efficient NHEJ repair (graphical abstract). The study advances our understandings of the molecular mechanisms underlying NHEJ and offers novel insights into cancer therapeutics.

### Oligomerized PRRX1 modulates the dynamics of the DNA–PK complex at DSB sites

The ring-shaped Ku70/80 binds dsDNA by contacting a few DNA backbone phosphates, allowing ATP-independent sliding along DNA. Structural studies show the SAP domain in Ku70/80, a flexible DNA aperture component, facilitates initial Ku-DNA contact [61], acting as a “linker” connecting NHEJ machinery with co-factors. The Ku80 C-terminal stabilizes the DNA–PK complex but is not essential for its formation. The Ku70 SAP domain is critical for Ku70/80 association with dsDNA *in vivo* [19, 20], but its role in localizing Ku70/80 to damaged DNA ends remains unresolved. Recent findings suggest that the Ku70 SAP domain limits Ku’s lateral movement along DNA and is essential for repairing exogenous DSBs [62, 63].

Several factors regulate NHEJ by interacting with Ku heterodimers. For instance, ZNF384 acts as an adapter binding to DNA and Ku70 in a PARP1-dependent manner, promoting Ku70/80 accumulation at DSBs [28]. VAV2 facilitates Ku heterodimer formation by binding Ku70 and Ku80, enhancing NHEJ [64]. Methylation of Ku70 by SMYD2 promotes DNA–PK complex assembly [29]. Conversely, FOXL2 and LRRC31 inhibit Ku70/80 heterodimer or DNA–PK complex formation, weakening NHEJ repair [37, 65]. Interestingly, the Ku70 SAP domain associates with several HD proteins. Schild-Poulter *et al.* identified Ku70 interactions with HD proteins, including HOXC4, HOXD4, and OCT2, in yeast [66], though their role in DNA damage was unclear. Later, Rubi *et al.* found elevated HOXB7 expression in human breast epithelial cells enhanced resistance to DNA damage, suggesting HD proteins might assist DNA repair as Ku70 partners [67]. Mechanistic studies confirmed that HOXB7 binds to Ku70, Ku80, and DNA-PKcs *via* its HD domain, linking DNA damage resistance to these interactions. CDX2, another HD protein, binds Ku70 through its HD domain in colorectal cancer cells but inhibits DNA–PK activity [68]. While Ku70 binding appears to be a common feature of HD proteins, its precise role in NHEJ repair and the underlying mechanisms remain insufficiently explored.

In this study, we discovered that HD protein PRRX1 binds to the SAP domain of Ku70. Importantly, depletion of PRRX1 markedly reduced the enrichment of Ku70/80 on the chromatin and compromised NHEJ, whereas the opposite effect was observed upon PRRX1 overexpression. In particular, PRRX1, despite being relatively small, simultaneously interacts with the SAP domain of Ku70 and dsDNA through its NRR motif within the HD. PRRX1 achieves this by forming oligomers *via* its N-terminal helix α1 (107–115 aa) in the HD domain. Of note, the motif essential for PRRX1 oligomerization is unique to PRRX1 and not found in other HD proteins, making it a potential target for improving cancer treatment. Indeed, the competing peptide that disrupts PRRX1 oligomerization blocked NHEJ and hampered the survival of irradiated STAD cells. In addition, we also revealed that PRRX1-specific sequences at both N-terminal and C-termnial parts are involved in its association with Ku70 and dsDNA, as well as oligomerization.

### PRRX1 senses and accumulates at DNA damage sites

LMI studies revealed that both endogenous and exogenous PRRX1 rapidly accumulate at DNA damage sites. Intriguingly, this accumulation occurs irrespective of known DNA damage sensors, including PARP1, Ku, and the MRN complex, as well as upstream kinases such as ATM and DNA-PKcs. Instead, PRRX1 directly binds to various forms of dsDNA with random sequences but not ssDNA *in vitro*. Moreover, PRRX1 was found to be associated with chromatin along with Ku70/80 in untreated, irradiated, and ETP treated cells. Further investigations are needed to determine whether PRRX1 exhibits a preference for specific regions or sequences in terms of chromatin and DSB association.

The two isoforms of PRRX1 have different C-terminal ends, which are seemingly not required for its oligomerization or DNA or Ku70 binding. Moreover, both exogenous PA and PB exhibited the same kinetics in the recruitment to DSBs. However, we have revealed a few discrepancies of the two isoforms. First, DNA pull-down assays demonstrated that the shorter PA had a stronger affinity for dsDNA. We speculate that potential co-factors or post-translational modifications of PRRX1 in the cellular context might compensate for the difference in their dsDNA affinity. Second, the sucrose gradient separation assay indicated that the two isoforms were enriched in adjacent and overlapping compartments. Third, the oligomerization efficiency of PA is higher than PB. Fourth, the NHEJ efficiency in cells overexpressing PA was around 10% higher than those overexpressing PB. Further investigation is needed to determine whether the two isoforms are differentially utilized in specific cellular or stress contexts. Additionally, the possibility that PA and PB function as heterodimers should be explored.

### PRRX1 is associated with defective NHEJ repair in certain cancer types

PRRX1, traditionally recognized as a transcription factor, plays essential roles in specification of mesodermal and neural crest lineages, as well as in the tumorigenesis and metastasis of cancer cells. We have previously demonstrated that the NRR motif is crucial for PRRX1’s transcriptional function [46]. Interestingly, PRRX1 could transcriptionally maintain the expressions of DDR genes including *ATM*, *ATR*, *BRCA1*, *PRKDC*, and *XRCC1*, in PANC1 pancreatic cancer cells [34]. 

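In the RNA-seq of primary MEFs, the NHEJ genes of Supplementary Table S2 other than *Prrx1* were also tested as 1 set of 12 genes. Their mean log2 fold change between *Prrx1*-/- and WT MEFs was 0.19, with 8 genes higher and 4 lower, and the set was not found to differ from the other genes tested (adjusted p = 0.250 from limma's camera test, over 5 gene sets). By embryo, the mean of the set relative to the WT mean was 0.25 and 0.12 in the *Prrx1*-/- libraries. Between *Prrx1*+/- and WT MEFs the mean log2 fold change of the set was 0.0054 (adjusted p = 0.840 from limma's camera test). The genes *Atm*, *Atr*, *Brca1*, *Prkdc* and *Xrcc1*, taken as a set of 5, had a mean log2 fold change of 0.54 between *Prrx1*-/- and WT MEFs with 5 of 5 higher (adjusted p = 0.0294 over 7 sets, from limma's camera test); this result was chosen after seeing the data. By embryo, their mean was 0.51 and 0.58 in the *Prrx1*-/- libraries and between −0.05 and 0.05 in the other 4. After the gene length correction, the mean was 0.42, *Atr* was lower, and the set did not pass the threshold. Without this correction, *Xrcc1* (0.36, adjusted p = 0.0711, edgeR) and *Atr* (0.12, adjusted p = 0.654, edgeR) did not pass it singly. Proliferation genes were also higher in *Prrx1*-/- MEFs (30 of 30, mean 0.84), and their link to this set was not tested. With a litter or culture batch that may coincide with genotype, the rise cannot be assigned to the loss of *Prrx1*.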

Here, we unveiled the transcription-independent role of PRRX1 in promoting NHEJ. As anticipated, the conserved NRR motif (144–146 aa) within the HD domain is required for PRRX1’s DNA association, and other domains could facilitate the binding, likely by maintaining the proper conformation.

We have meticulously examined the impact of NRR mutations, including the R145Q mutant, identified in various cancers such as STAD, on Ku- and dsDNA-binding, as well as oligomerization. These mutated PRRX1 losses the ability to associate with either Ku70 or dsDNA, ultimately leading to the defect of facilitating NHEJ. In STAD, low expression levels of *PRRX1* associate with genomic instability, while high expression levels of PRRX1 correlate with poor prognosis and IR resistance. It remains to be investigated whether PRRX1 has a transcription-independent role in regulating cancer microenvironment, such as cancer-associated fibroblasts [32], and how PRRX1-mediated regulation of NHEJ efficiency could influence responses to combination therapies, particularly those involving immune checkpoint inhibitors.

## Supplementary Material

gkaf200_Supplemental_File

## Data Availability

The RNA-seq data of MEFs have been deposited in the GEO database (RRID: SCR_005012) with accession number GSE265857 (access link: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE265857; password: ehkvascqdnmlbgh). The MS data have been deposited to the ProteomeXchange Consortium (https://proteomecentral.proteomexchange.org; RRID: SCR_004055) *via* the iProX repository [69] with the dataset identifier PXD051766 (access link: https://www.iprox.cn/page/PSV023.html;?url=1714117094993dGyS; password: a509). All data are publicly available from the date of publication. Any additional information required to reanalyze the data in this paper is available from the authors upon rational request.

# Supplementary material for: Homeodomain protein PRRX1 anchors the Ku heterodimers at DNA double-strand breaks to promote nonhomologous end-joining
**Source:** Nucleic Acids Res. 2025 Mar 20;53(6):gkaf200. doi: 10.1093/nar/gkaf200
**Supplement:** gkaf200_Supplemental_File

## Supplementary Data

Homeodomain protein PRRX1 anchors the Ku heterodimers at  
DNA double-strand breaks to promote non-homologous end-  
joining

Yan Wang<sup>1,2,#</sup>, Fuyuan Shen<sup>1,2,#</sup>, Chen Zhao<sup>1,2</sup>, Jiali Li<sup>1,2</sup>, Wen Wang<sup>1,2</sup>, Yamu Li<sup>3</sup>, Jia Gan<sup>1,2</sup>, Haojian Zhang<sup>2</sup>, Xuefeng Chen<sup>2</sup>, Qiang Chen<sup>2</sup>, Fangyu Wang<sup>1,2,\*</sup>, Ying Liu<sup>1,2,\*</sup>, Yan Zhou<sup>1,2,\*</sup>

#Equal contribution

**Supplementary Figure S1 - S9    Page 2 - 10**

**Supplementary Table S1 - S3    Page 11 - 20**

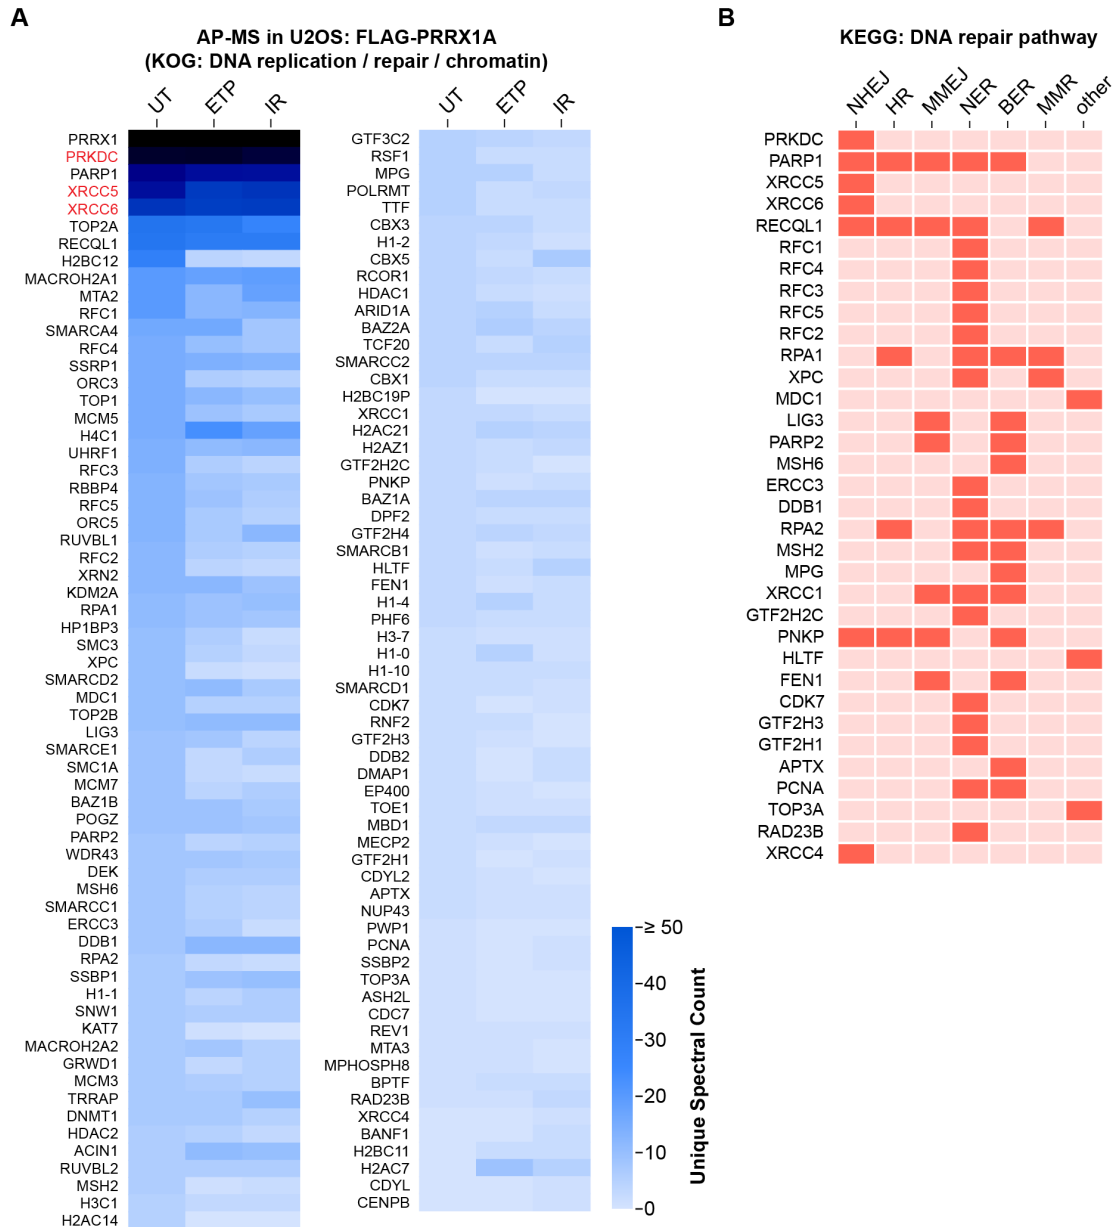

**Figure S1. PRRX1 associates with components of the DNA repair machinery and chromatin.**

(A) Heat map depicting the unique spectral counts of proteins involved in DNA replication, repair, or chromatin that were co-purified with FLAG-PRRX1A. Components of the DNA-PK complex are highlighted in red. (B) Components of the DNA damage repair pathways identified in (A) were categorized using the KEGG database. NHEJ, nonhomologous end joining; HR, homologous recombination; MMEJ, microhomology-mediated end joining; NER, nucleotide excision repair; BER, base excision repair; MMR, mismatch repair.

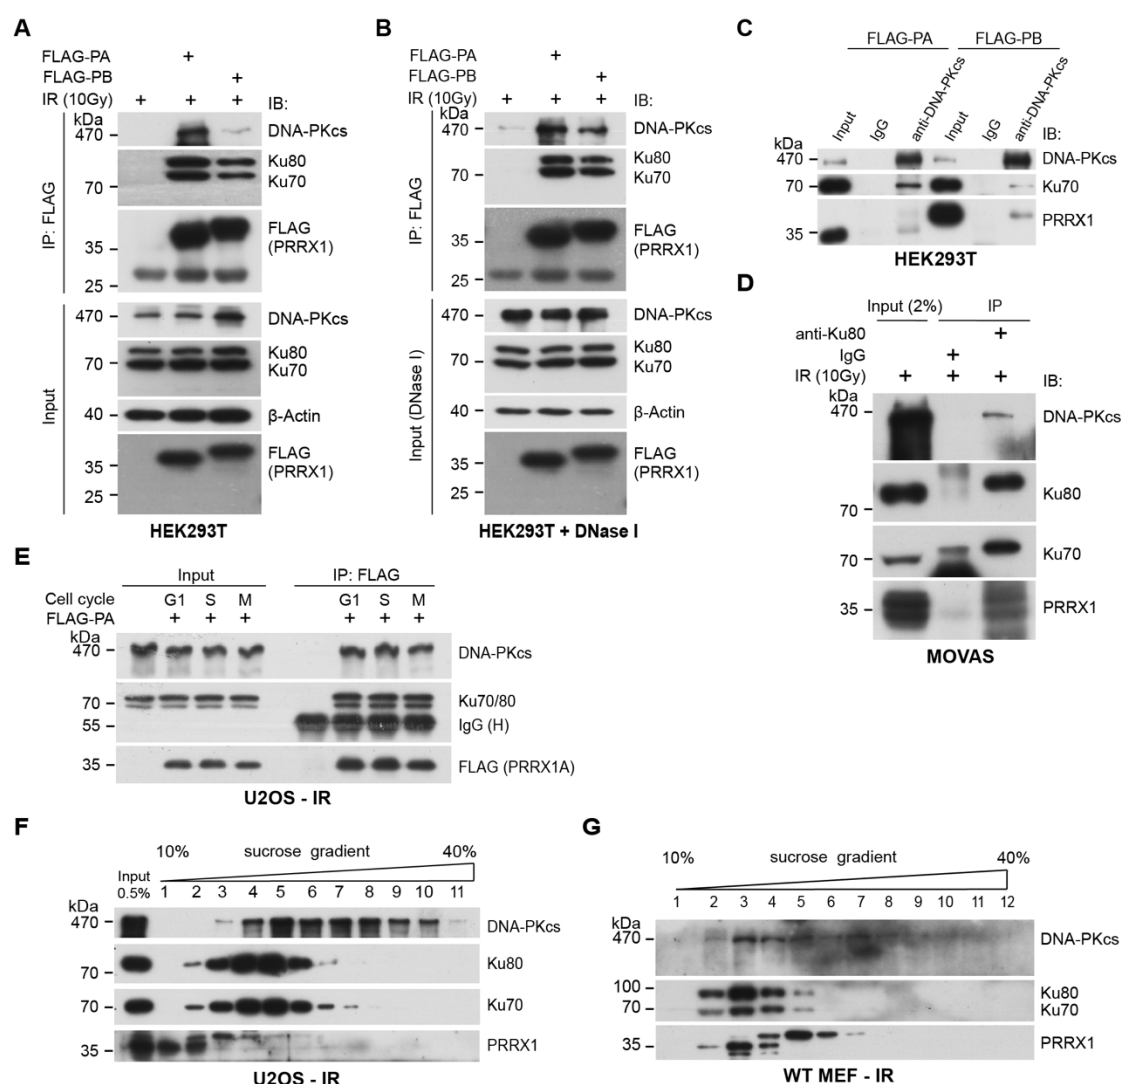

**Figure S2. PRRX1 interacts with components of the Ku-DNA-PKcs complex.**

(A-C) FLAG-PA or FLAG-PB overexpressing HEK293T cells were irradiated (A and C) and treated with DNase I (B). Co-immunoprecipitants using anti-FLAG beads (A and B) or the anti-DNA-PKcs antibody (C) were immunoblotted with indicated antibodies. (D) Lysates of irradiated MOVAS cell were precipitated with anti-Ku80 antibody followed by immunoblotting with indicated antibodies. (E) U2OS cells overexpressing FLAG-PA were synchronized at indicated cell cycle phases using thymidine or colchicine. Co-immunoprecipitants using anti-FLAG beads were immunoblotted with indicated antibodies. (F, G) Lysates of irradiated U2OS (F) or MEF (G) cells were separated by sucrose gradient centrifugation followed by immunoblotting with indicated antibodies. All experiments were performed for at least three times and representative blots were shown.

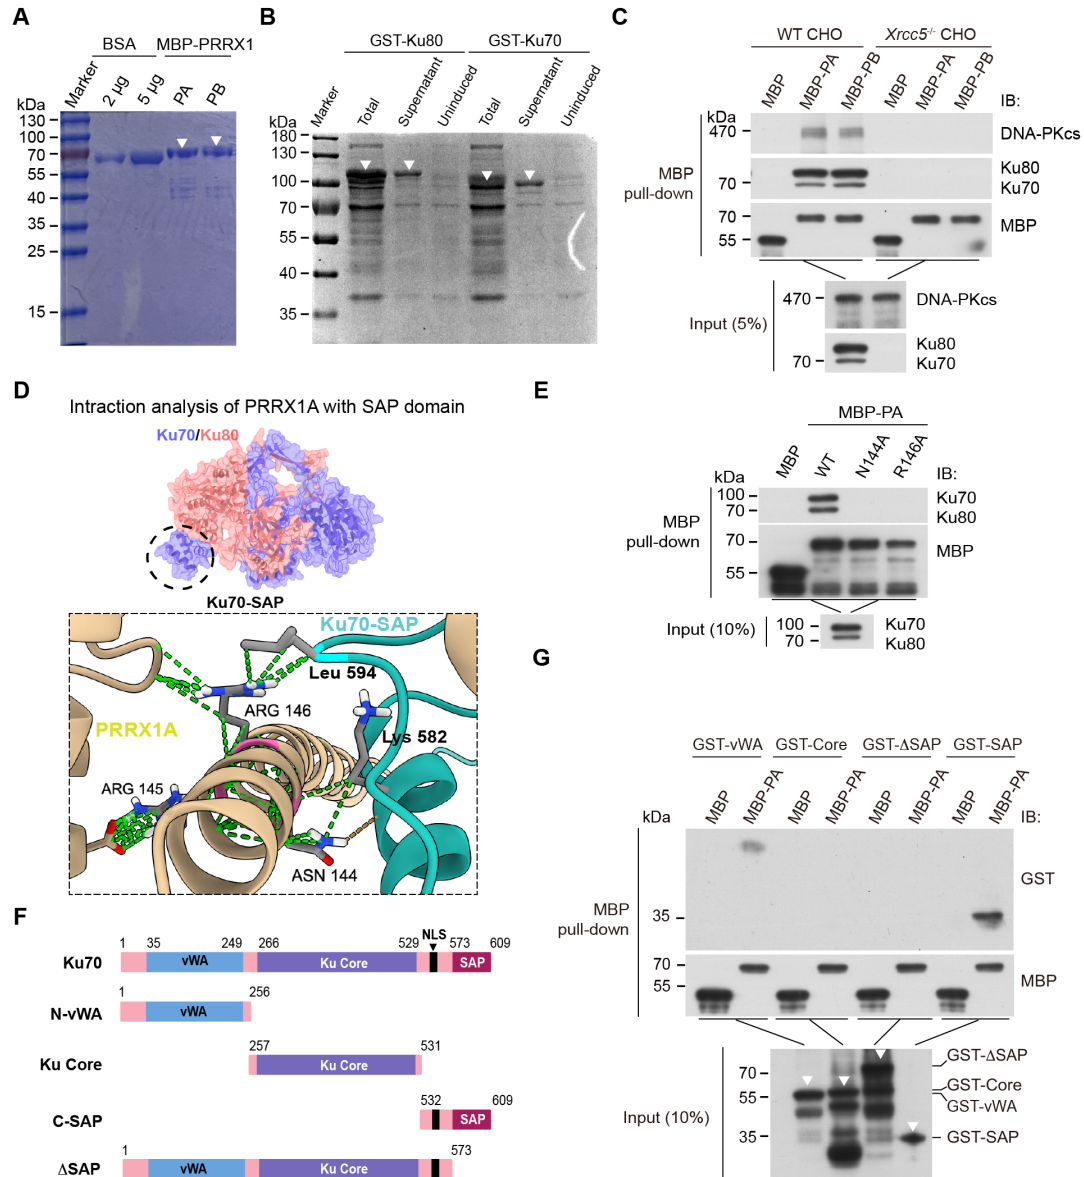

**Figure S3. PRRX1 directly binds to the SAP domain of Ku70.**

(A, B) *In vitro* expressed and purified MBP-PRRX1(A), GST-Ku70 and GST-Ku80 (B) were stained with Coomassie Brilliant Blue. (C) MBP pull-down assays using recombinant MBP-tagged PRRX1 to co-purify Ku70/80 and DNA-PKcs using lysates of wild-type and *Xrcc5*<sup>-/-</sup> CHO cells. Co-purified lysates were immunoblotted with indicated antibodies. (D) H-bonds and contacts analysis of interaction between PRRX1 with the SAP domain of Ku70. (E) MBP pull-down assays using wild-type and mutated PRRX1A to co-purify His-tagged Ku70/80 heterodimer. Co-purified products were immunoblotted with indicated antibodies. (F) Diagram depicting wild-type and truncations of human Ku70. Numbers indicate amino acid residues. (G) MBP pull-down assays using MBP-PRRX1 to co-purify GST-Ku70 truncations. Co-purified products were immunoblotted with indicated antibodies. White triangles indicate bands with predicted sizes. IB, immunoblotting. All experiments were performed for at least three times and representative blots were shown.

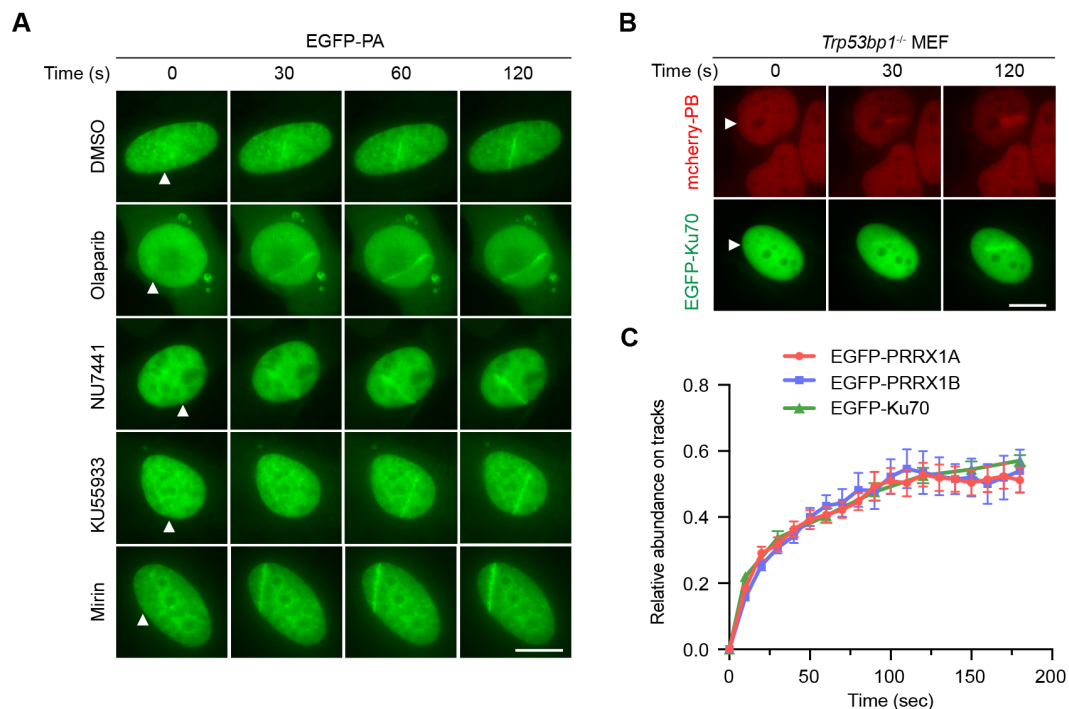

**Figure S4. PRRX1 accumulation at DNA damage sites is independent of PARP, DNA-PKcs, ATM, MRE11, or 53BP1.**

(A) U2OS cells were transfected with EGFP-PRRX1A (PA) and treated with DMSO, 10  $\mu$ M PARP inhibitor (Olaparib), 2  $\mu$ M DNA-PK inhibitor (NU7441), 5  $\mu$ M ATM inhibitor (KU55933), or 50  $\mu$ M MRE11 inhibitor (Mirin) for 6 h prior to LMI. (B) *Trp53bp1*<sup>-/-</sup> MEF cells were transfected with vectors expressing EGFP-Ku70 and mCherry-PRRX1B and subjected to LMI. Fluorescence images were collected at indicated time points. White triangles indicate irradiated regions. Scale bars, 10  $\mu$ m. (C) The fluorescence intensity of EGFP-PRRX1A/B was compared with that of EGFP-Ku70 on LMI tracks, as shown in Figures 2B and 3E. Data are presented as the mean fluorescence intensity change of irradiated stripes over background per cell (mean  $\pm$  SEM). PRRX1A (PA),  $n = 20$  cells; PRRX1B (PB),  $n = 20$  cells; Ku70,  $n = 15$  cells.

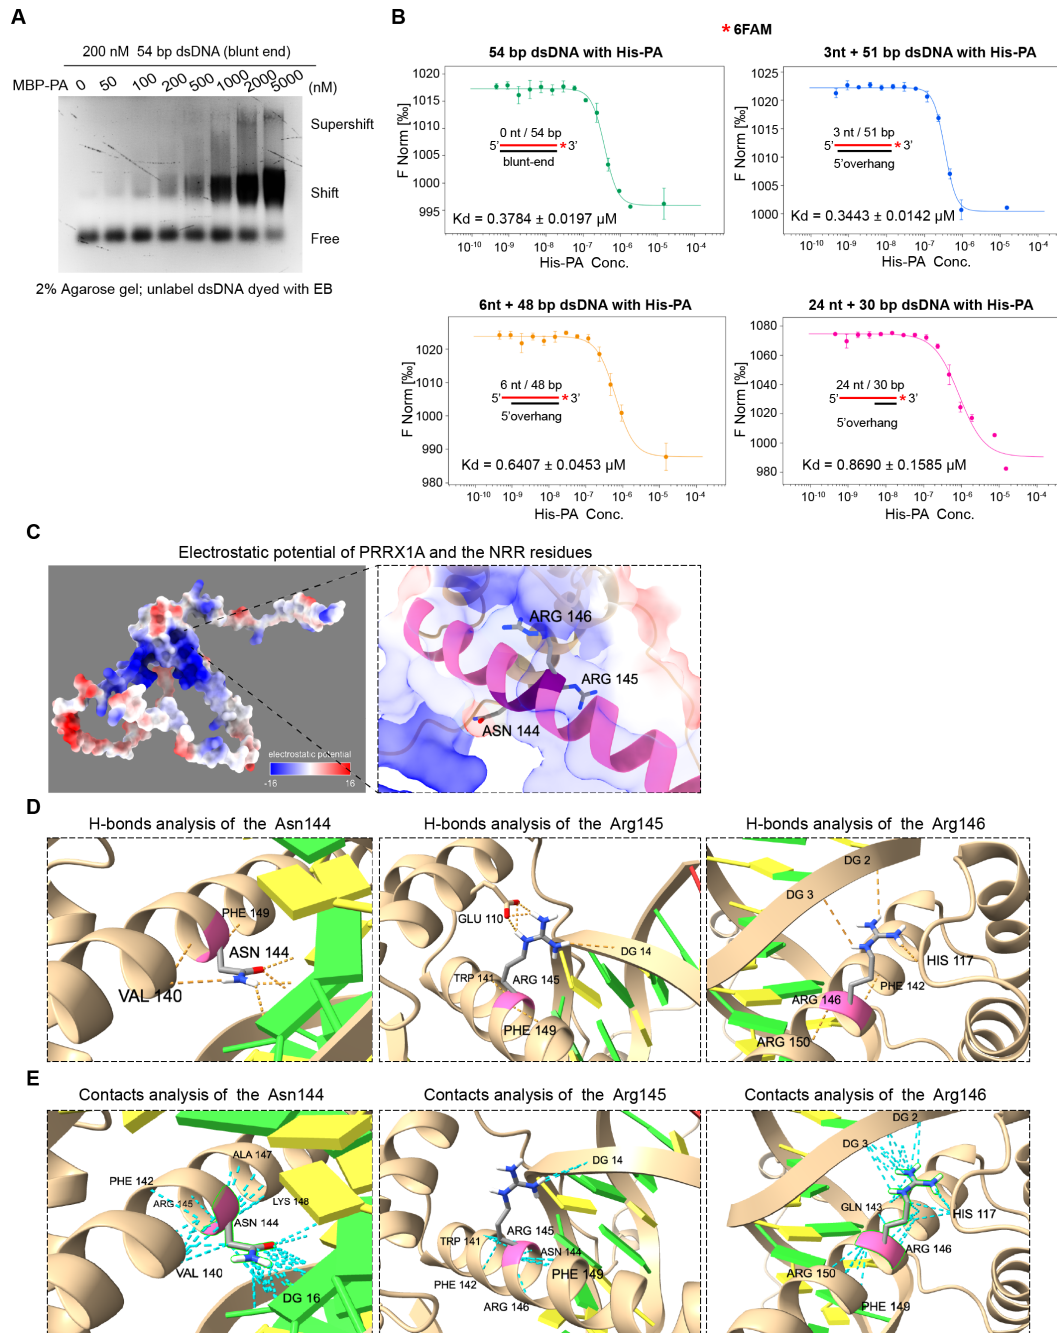

**Figure S5. The NRR residues of PRRX1-HD are critical for dsDNA-binding of PRRX1 *in vitro*.**

(A) EMSA assays of purified MBP-PRRX1A protein with blunt-end dsDNA. Samples were electrophorized in 2% agarose gel and dyed with EB. (B) Microscale thermophoresis (MST) analyses of interactions between purified His-PRRX1A with indicated types of dsDNAs.  $K_d$  values of binding were shown. (C) Electrostatic potential of PRRX1A and the NRR residues. Protein structure files were retrieved from AlphaFold DB. (D, E) H-bonds (D) and contacts (E) analyses of interactions between PRRX1 residues 144-146 with dsDNA. For (A) and (B), all experiments were performed for at least three times and representative blots were shown.

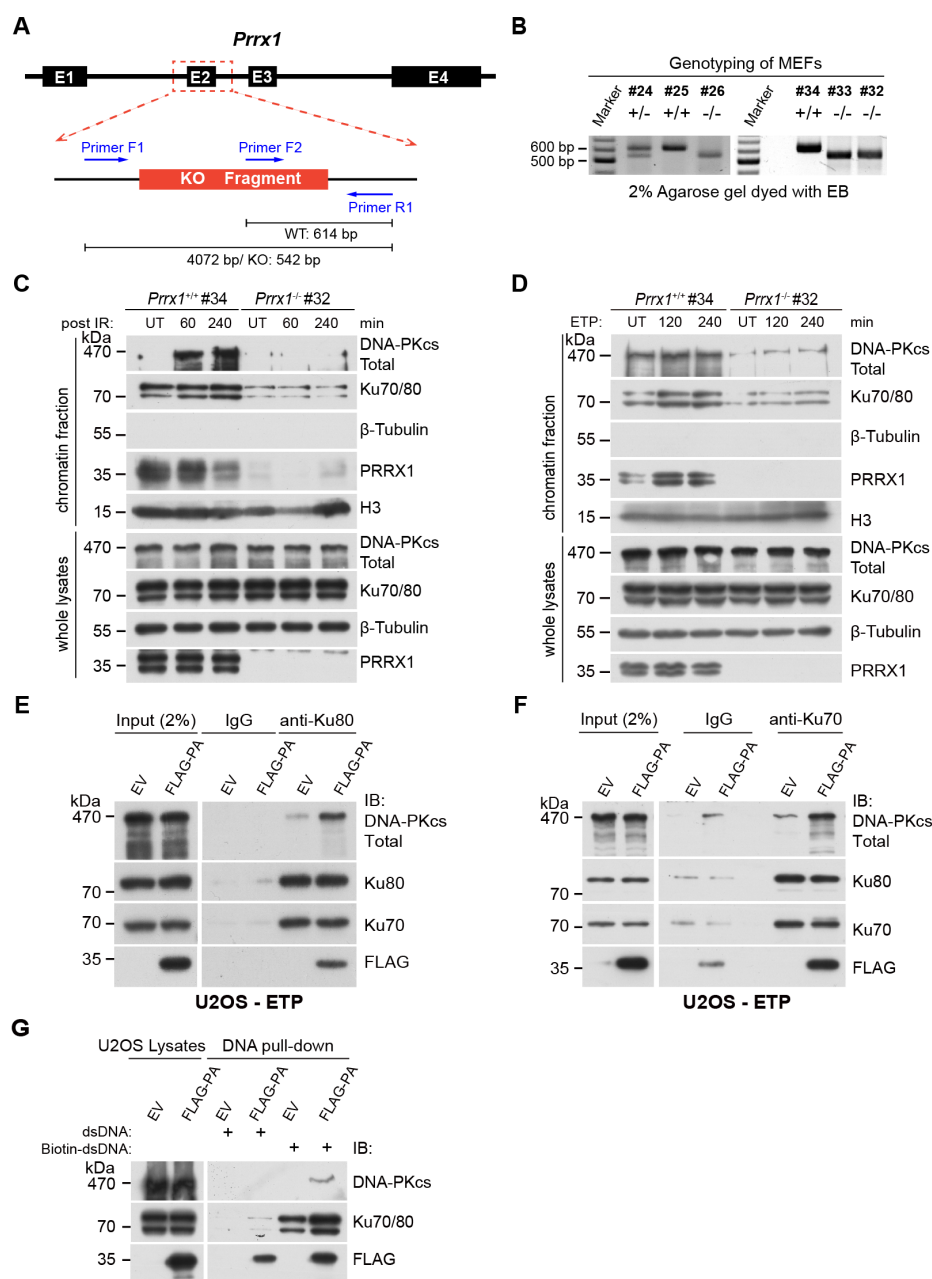

**Figure S6. PRRX1 promotes the localization of Ku and the assembly of DNA-PK on chromatin.**

(A) Diagram depicting the generation of *Prrx1* knockout mice and locations of genotyping primers. (B) Electrophoreses of genotyping PCRs for WT and *Prrx1*<sup>-/-</sup> MEF cells. (C, D) WT and *Prrx1*<sup>-/-</sup> MEF cells were treated with 5 Gy irradiation (C) or 10  $\mu$ M Etoposide (D) at indicated time. Chromatin fractions (top) and whole cell lysates (bottom) were immunoblotted with indicated antibodies. (E, F) U2OS cells were transfected with EV and FLAG-PRRX1A (PA). Cell lysates were immunoprecipitated with anti-Ku80 (E) and anti-Ku70 (F) antibodies followed by immunoblotting with indicated antibodies. (G) U2OS cells were transfected with EV or FLAG-PRRX1A for 36 h. Cell lysates were subjected to DNA pull-downs with blunt-end biotinylated dsDNA followed by immunoblotting with indicated antibodies.

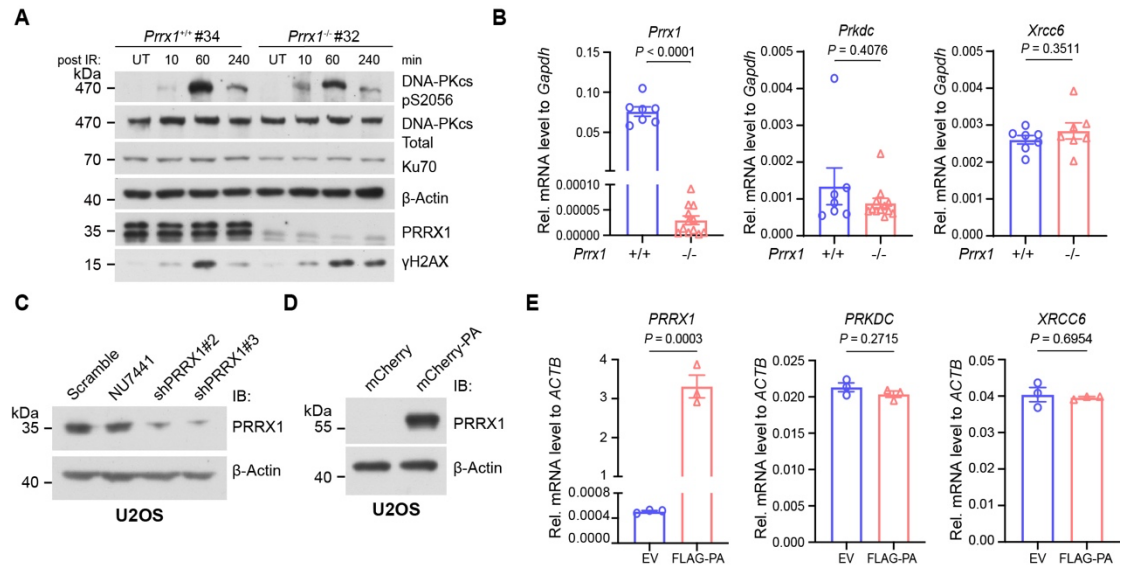

**Figure S7. PRRX1 sustains the activation of DNA-PK independently of transcription.**

(A) WT and *Prrx1*<sup>-/-</sup> MEF cells were treated with 5 Gy irradiation at indicated times. Cell lysates were immunoblotted with indicated antibodies. (B) RT-qPCR analysis depicting relative expressions of *Prrx1*, *Prkdc* and *Xrcc6* of primary MEF cells derived from WT and *Prrx1*<sup>-/-</sup> littermates. 

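The RT-qPCR of Supplementary Fig. S7B uses the primer pairs of Supplementary Table S3, which were located on the transcripts of the GENCODE annotation of GRCm38. The forward *Prrx1* primer covers the last 19 bases of exon 1 and the first base of exon 2, and the reverse primer covers 9 bases at the end of exon 2 and 11 bases of exon 3. Their 206-base product contains all of exon 2 in each of the 3 protein-coding transcripts, so this assay measures transcripts that contain exon 2, which is the exon targeted in the mice. The FPKM of Supplementary Table S2 counts reads over the whole gene. The *Prkdc* primers give a product of 208 bases from exon 11 to exon 13 of the protein-coding transcript. The *Xrcc6* primers give a product of 139 bases within a single exon, so that it does not span an exon junction. The values of the panel are levels relative to *Gapdh*, as the paper's methods describe, and the RT-qPCR data were not analysed here.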

(C, D) Immunoblotting of U2OS cell lysates used in NHEJ or HR reporter assays. (E) RT-qPCR analysis depicting relative expressions of *PRRX1*, *PRKDC* and *XRCC6* of U2OS cells transiently overexpressing FLAG-PRRX1A.

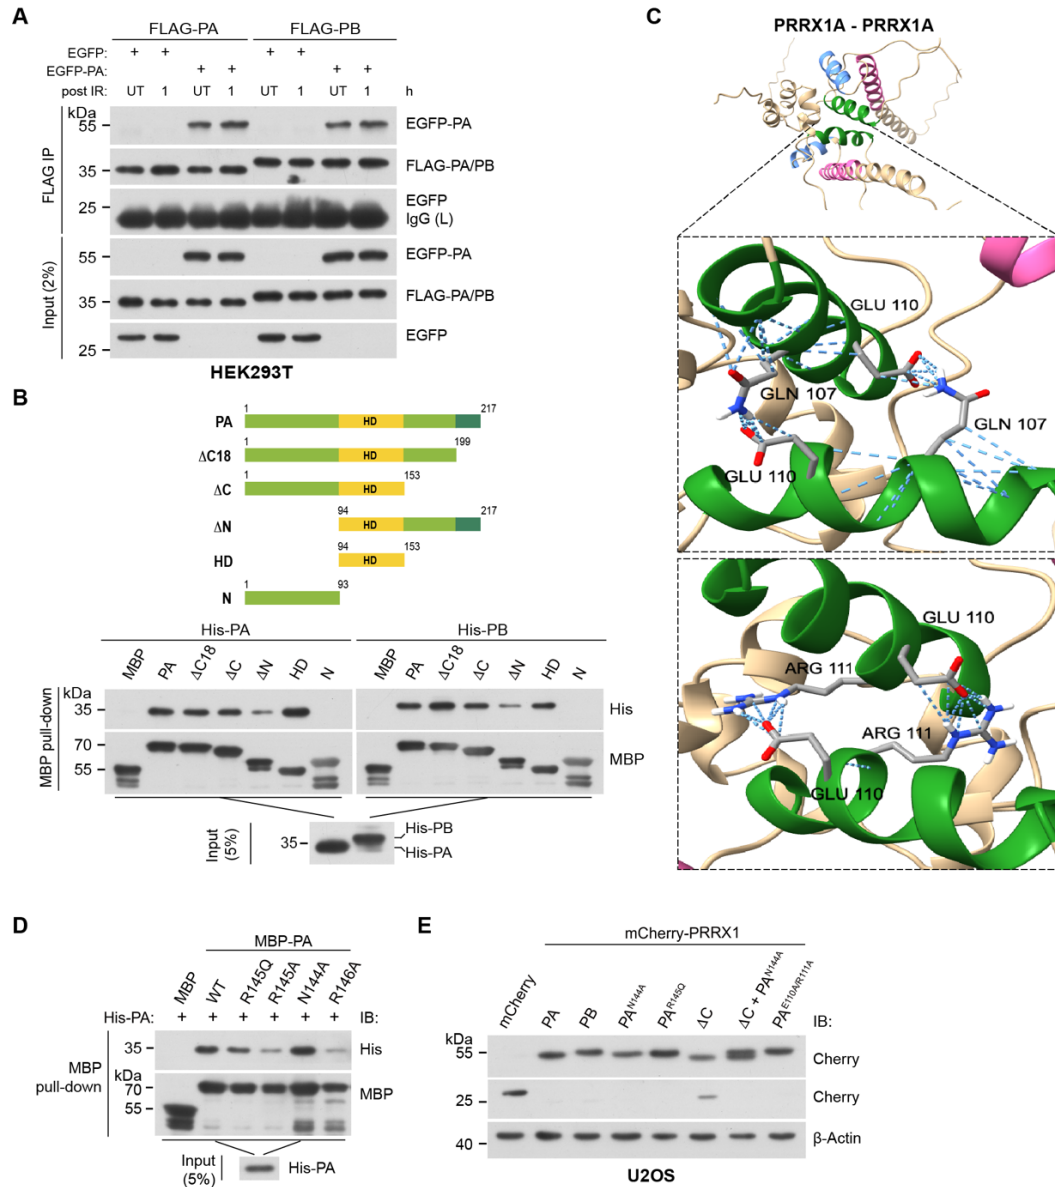

**Figure S8. PRRX1 oligomerizes depending on its N-terminus and the homeodomain.**

(A) HEK293T cells were co-expressed with indicated vectors and subjected to IR. Cell lysates were immunoprecipitated with anti-FLAG beads followed by immunoblotting with indicated antibodies. (B) Top: the diagram showing MBP tagged PRRX1A (PA) truncations. Middle and bottom: MBP pull-down assays using recombinant MBP-PA truncations to co-purify His-PA. Co-purified products were immunoblotted with indicated antibodies. (C) The docking analysis showing key residues at helix  $\alpha 1$  of homeodomain mediates PRRX1 dimerization. (D) MBP pull-down assays using recombinant MBP, MBP-PA (WT), and indicated PA mutations to co-purify His-PA. Co-purified products were immunoblotted with indicated antibodies. (E) In NHEJ reporter assays, U2OS cells were overexpressed with mCherry tagged PRRX1 mutants. Cell lysates were immunoblotted with indicated antibodies. UT, untreated. IB, immunoblotting.

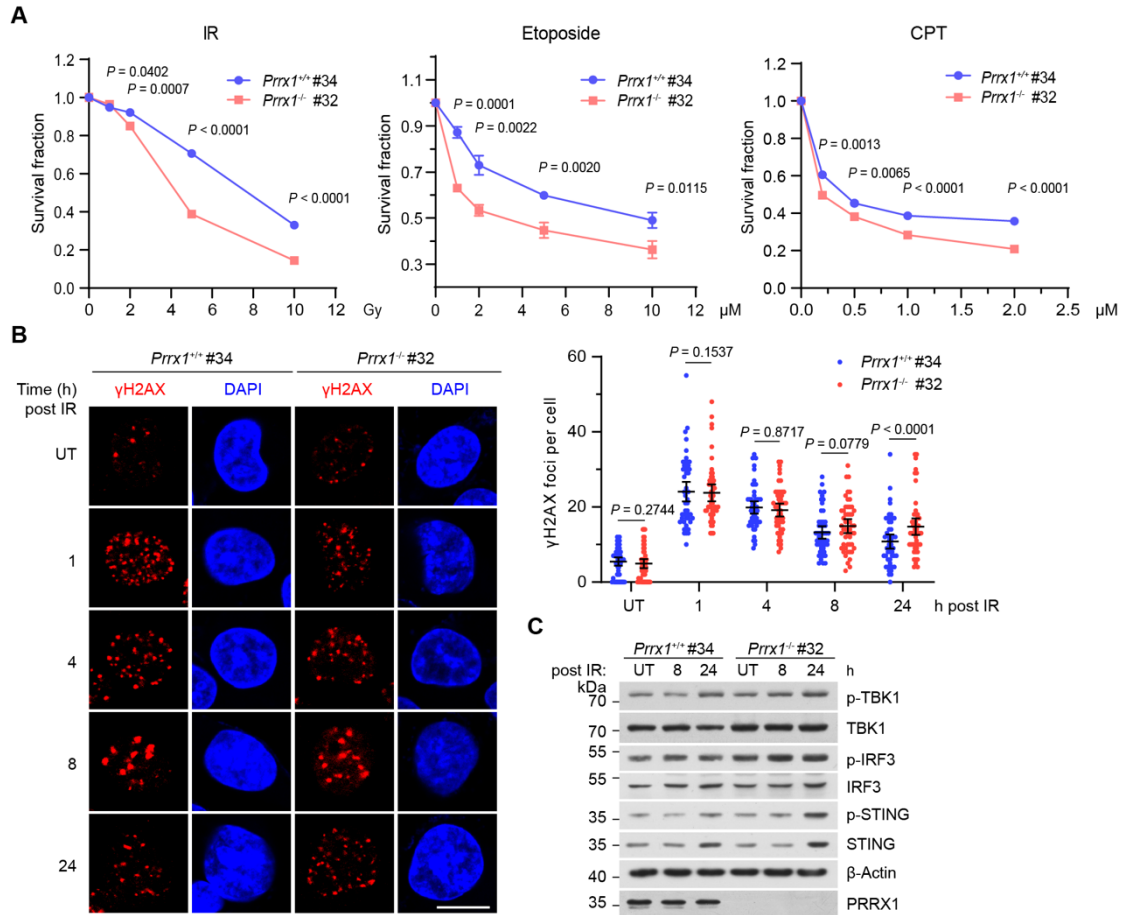

**Figure S9. PRRX1 maintains genomic stability in MEF cells.**

(A) Survival analyses of immortalized WT and *Prrx1*<sup>-/-</sup> MEF cells after indicated treatment ( $n = 3$  biologically independent samples). Data show the mean  $\pm$  SEM and differences between two different groups were compared using the unpaired, two-tailed Student's *t*-tests. (B) WT and *Prrx1*<sup>-/-</sup> MEF cells were treated with 5 Gy irradiation followed by immunofluorescence (left) and quantification (right) of  $\gamma\text{H2AX}$  foci at indicated time points. Data are mean  $\pm$  95% CI. Statistical analysis was performed using two-tailed unpaired *t*-tests. Each point represents one cell; 100 cells quantified in each group were obtained from two independent experiments. UT, untreated. Scale bars, 10  $\mu\text{m}$ . (C) WT and *Prrx1*<sup>-/-</sup> MEF cells were treated with 2 Gy irradiation and harvested at indicated times. Cell lysates were immunoblotted with indicated antibodies. UT, untreated.

**Table S1.** The gene list of proteins identified in FLAG-PRRX1 AP-MS

| FLAG-PRRX1A (in GICs) |                  |            |                     |                            |                 |          |                  |
|-----------------------|------------------|------------|---------------------|----------------------------|-----------------|----------|------------------|
| Accession             | Gene symbol      | Coverage % | $\Sigma$ # Proteins | $\Sigma$ # Unique Peptides | $\Sigma$ # PSMs | MW [kDa] | FA/Control (> 5) |
| P78527                | <i>PRKDC</i>     | 16.55      | 1                   | 59                         | 102             | 468.8    | #DIV/0!          |
| P51114                | <i>FXR1</i>      | 4.67       | 3                   | 3                          | 5               | 69.7     | #DIV/0!          |
| Q9UN86                | <i>G3BP2</i>     | 7.26       | 1                   | 3                          | 6               | 54.1     | #DIV/0!          |
| Q12905                | <i>ILF2</i>      | 9.74       | 1                   | 3                          | 9               | 43.0     | #DIV/0!          |
| P17844                | <i>DDX5</i>      | 15.96      | 1                   | 6                          | 18              | 69.1     | #DIV/0!          |
| Q15366                | <i>PCBP2</i>     | 24.38      | 3                   | 3                          | 10              | 38.6     | #DIV/0!          |
| Q15365                | <i>PCBP1</i>     | 12.64      | 1                   | 1                          | 6               | 37.5     | #DIV/0!          |
| P12268                | <i>IMPDH2</i>    | 39.49      | 2                   | 17                         | 39              | 55.8     | #DIV/0!          |
| P00367                | <i>GLUD1</i>     | 23.30      | 2                   | 10                         | 21              | 61.4     | #DIV/0!          |
| Q1KMD3                | <i>HNRNPUL2</i>  | 8.30       | 1                   | 6                          | 10              | 85.1     | #DIV/0!          |
| Q52LJ0                | <i>FAM98B</i>    | 18.18      | 1                   | 3                          | 8               | 37.2     | #DIV/0!          |
| Q9Y224                | <i>C14orf166</i> | 18.85      | 1                   | 3                          | 7               | 28.1     | #DIV/0!          |
| P04792                | <i>HSPB1</i>     | 17.07      | 1                   | 3                          | 6               | 22.8     | #DIV/0!          |
| P78344                | <i>EIF4G2</i>    | 4.63       | 1                   | 3                          | 6               | 102.3    | #DIV/0!          |
| P42166                | <i>TMPO</i>      | 6.77       | 2                   | 3                          | 6               | 75.4     | #DIV/0!          |
| O75569                | <i>PRKRA</i>     | 12.78      | 1                   | 3                          | 6               | 34.4     | #DIV/0!          |
| Q9Y295                | <i>DRG1</i>      | 7.63       | 1                   | 3                          | 5               | 40.5     | #DIV/0!          |
| Q9NUL3                | <i>STAU2</i>     | 8.42       | 1                   | 3                          | 6               | 62.6     | #DIV/0!          |
| Q99700                | <i>ATXN2</i>     | 2.97       | 1                   | 3                          | 5               | 140.2    | #DIV/0!          |
| Q9HCE1                | <i>MOV10</i>     | 2.99       | 1                   | 2                          | 4               | 113.6    | #DIV/0!          |
| O95782                | <i>AP2A1</i>     | 2.05       | 2                   | 2                          | 4               | 107.5    | #DIV/0!          |
| Q00610                | <i>CLTC</i>      | 1.91       | 1                   | 2                          | 4               | 191.5    | #DIV/0!          |
| P40939                | <i>HADHA</i>     | 3.01       | 1                   | 2                          | 4               | 82.9     | #DIV/0!          |
| P13639                | <i>EEF2</i>      | 1.98       | 1                   | 2                          | 4               | 95.3     | #DIV/0!          |
| Q7L2H7                | <i>EIF3M</i>     | 10.70      | 1                   | 2                          | 4               | 42.5     | #DIV/0!          |
| Q96C36                | <i>PYCR2</i>     | 6.25       | 2                   | 2                          | 4               | 33.6     | #DIV/0!          |
| P51784                | <i>UBP11</i>     | 2.28       | 1                   | 2                          | 4               | 109.7    | #DIV/0!          |
| P47929                | <i>LGALS7</i>    | 16.91      | 1                   | 2                          | 4               | 15.1     | #DIV/0!          |
| P54821                | <i>PRRX1</i>     | 59.59      | 17                  | 21                         | 189             | 27.3     | 329.68           |
| P13010                | <i>XRCC5</i>     | 51.09      | 1                   | 31                         | 90              | 82.7     | 202.34           |
| P12956                | <i>XRCC6</i>     | 39.57      | 3                   | 25                         | 69              | 69.8     | 114.69           |
| Q14444                | <i>CAPRIN1</i>   | 15.37      | 1                   | 9                          | 22              | 78.3     | 35.19            |
| P09874                | <i>PARP1</i>     | 27.32      | 1                   | 20                         | 36              | 113.0    | 8.23             |
| Q00839                | <i>HNRNPU</i>    | 35.76      | 1                   | 26                         | 106             | 90.5     | 8.07             |
| Q8NC51                | <i>SERBP1</i>    | 25.25      | 1                   | 8                          | 20              | 44.9     | 7.80             |
| Q9NUQ6                | <i>SPATS2L</i>   | 16.85      | 1                   | 8                          | 17              | 61.7     | 6.43             |
| Q13283                | <i>G3BP1</i>     | 20.39      | 1                   | 8                          | 26              | 52.1     | 6.04             |
| P11940                | <i>PABPC1</i>    | 33.02      | 5                   | 11                         | 45              | 70.6     | 5.77             |

| Q92841                | <i>DDX17</i>     | 15.85      | 2                   | 6                          | 11              | 72.3     | 5.61             |
|-----------------------|------------------|------------|---------------------|----------------------------|-----------------|----------|------------------|
| Q13310                | <i>PABPC4</i>    | 25.00      | 1                   | 6                          | 31              | 70.7     | 5.48             |
| O95819                | <i>MAP4K4</i>    | 3.95       | 4                   | 5                          | 11              | 142.0    | 5.44             |
| FLAG-PRRX1B (in GICs) |                  |            |                     |                            |                 |          |                  |
| Accession             | Gene symbol      | Coverage % | $\Sigma$ # Proteins | $\Sigma$ # Unique Peptides | $\Sigma$ # PSMs | MW [kDa] | FB/Control (> 5) |
| P78527                | <i>PRKDC</i>     | 18.58      | 1                   | 70                         | 142             | 468.8    | #DIV/0!          |
| P12268                | <i>IMPDH2</i>    | 43.00      | 2                   | 17                         | 48              | 55.8     | #DIV/0!          |
| P17844                | <i>DDX5</i>      | 23.13      | 1                   | 8                          | 29              | 69.1     | #DIV/0!          |
| P51116                | <i>FXR2</i>      | 3.86       | 2                   | 1                          | 6               | 74.2     | #DIV/0!          |
| Q15366                | <i>PCBP2</i>     | 18.90      | 3                   | 3                          | 13              | 38.6     | #DIV/0!          |
| Q9UN86                | <i>G3BP2</i>     | 13.69      | 1                   | 5                          | 11              | 54.1     | #DIV/0!          |
| Q12905                | <i>ILF2</i>      | 20.77      | 1                   | 7                          | 17              | 43.0     | #DIV/0!          |
| Q15365                | <i>PCBP1</i>     | 10.11      | 1                   | 2                          | 6               | 37.5     | #DIV/0!          |
| P13639                | <i>EEF2</i>      | 7.46       | 1                   | 5                          | 9               | 95.3     | #DIV/0!          |
| P51114                | <i>FXR1</i>      | 9.34       | 2                   | 3                          | 10              | 69.7     | #DIV/0!          |
| P00367                | <i>GLUD1</i>     | 19.53      | 2                   | 9                          | 18              | 61.4     | #DIV/0!          |
| P42166                | <i>TMPO</i>      | 19.31      | 2                   | 9                          | 16              | 75.4     | #DIV/0!          |
| Q04837                | <i>SSBP1</i>     | 15.54      | 1                   | 2                          | 4               | 17.2     | #DIV/0!          |
| Q9Y230                | <i>RUVBL2</i>    | 13.82      | 1                   | 5                          | 11              | 51.1     | #DIV/0!          |
| P04792                | <i>HSPB1</i>     | 46.34      | 1                   | 6                          | 12              | 22.8     | #DIV/0!          |
| Q9NUL3                | <i>STAU2</i>     | 11.58      | 1                   | 4                          | 10              | 62.6     | #DIV/0!          |
| Q7L2E3                | <i>DHX30</i>     | 2.85       | 1                   | 3                          | 7               | 133.9    | #DIV/0!          |
| Q96C36                | <i>PYCR2</i>     | 11.25      | 1                   | 4                          | 7               | 33.6     | #DIV/0!          |
| Q9H0D6                | <i>XRN2</i>      | 4.63       | 2                   | 4                          | 10              | 108.5    | #DIV/0!          |
| Q96QR8                | <i>PURB</i>      | 14.10      | 3                   | 4                          | 9               | 33.2     | #DIV/0!          |
| O95793                | <i>STAU1</i>     | 3.29       | 1                   | 1                          | 4               | 63.1     | #DIV/0!          |
| P18085                | <i>ARF4</i>      | 9.44       | 1                   | 1                          | 3               | 20.5     | #DIV/0!          |
| Q9Y224                | <i>C14orf166</i> | 18.85      | 3                   | 5                          | 9               | 28.1     | #DIV/0!          |
| Q14527                | <i>HLTF</i>      | 2.28       | 1                   | 2                          | 4               | 113.9    | #DIV/0!          |
| Q00610                | <i>CLTC</i>      | 4.96       | 2                   | 6                          | 11              | 191.5    | #DIV/0!          |
| P43003                | <i>SLC1A3</i>    | 5.90       | 1                   | 2                          | 4               | 59.5     | #DIV/0!          |
| Q1KMD3                | <i>HNRNPUL2</i>  | 8.43       | 1                   | 6                          | 11              | 85.1     | #DIV/0!          |
| Q8WWM7                | <i>ATXN2L</i>    | 5.86       | 1                   | 5                          | 8               | 113.3    | #DIV/0!          |
| Q8WU90                | <i>ZC3H15</i>    | 10.56      | 1                   | 4                          | 8               | 48.6     | #DIV/0!          |
| Q99700                | <i>ATXN2</i>     | 3.88       | 1                   | 3                          | 7               | 140.2    | #DIV/0!          |
| Q7Z417                | <i>NUFIP2</i>    | 5.04       | 1                   | 3                          | 6               | 76.1     | #DIV/0!          |
| P41091                | <i>EIF2S3</i>    | 9.75       | 2                   | 4                          | 7               | 51.1     | #DIV/0!          |
| O15397                | <i>IPO8</i>      | 4.92       | 1                   | 4                          | 8               | 119.9    | #DIV/0!          |
| P78344                | <i>EIF4G2</i>    | 4.41       | 1                   | 4                          | 7               | 102.3    | #DIV/0!          |
| P26196                | <i>DDX6</i>      | 15.11      | 5                   | 5                          | 10              | 54.4     | #DIV/0!          |

|        |                |       |    |    |     |       |         |
|--------|----------------|-------|----|----|-----|-------|---------|
| Q00059 | <i>TFAM</i>    | 8.94  | 1  | 2  | 4   | 29.1  | #DIV/0! |
| Q9Y266 | <i>NUDC</i>    | 8.16  | 1  | 2  | 4   | 38.2  | #DIV/0! |
| Q96PK6 | <i>RBM14</i>   | 5.53  | 1  | 3  | 6   | 69.4  | #DIV/0! |
| Q15029 | <i>EFTUD2</i>  | 4.12  | 1  | 3  | 6   | 109.4 | #DIV/0! |
| Q7Z2W4 | <i>ZC3HAV1</i> | 3.99  | 2  | 4  | 6   | 101.4 | #DIV/0! |
| O00148 | <i>DDX39</i>   | 3.98  | 2  | 2  | 5   | 49.1  | #DIV/0! |
| Q52LJ0 | <i>FAM98B</i>  | 19.39 | 1  | 3  | 7   | 37.2  | #DIV/0! |
| Q7L2H7 | <i>EIF3M</i>   | 8.56  | 1  | 2  | 6   | 42.5  | #DIV/0! |
| P09543 | <i>CNP</i>     | 4.75  | 1  | 2  | 4   | 47.5  | #DIV/0! |
| Q96FJ2 | <i>DYNLL2</i>  | 26.97 | 1  | 1  | 4   | 10.3  | #DIV/0! |
| Q9Y295 | <i>DRG1</i>    | 11.99 | 1  | 3  | 5   | 40.5  | #DIV/0! |
| Q96DH6 | <i>MSI2</i>    | 14.63 | 2  | 3  | 6   | 35.2  | #DIV/0! |
| P08621 | <i>SNRNP70</i> | 6.41  | 1  | 2  | 4   | 51.5  | #DIV/0! |
| Q6P1J9 | <i>CDC73</i>   | 3.58  | 1  | 2  | 4   | 60.5  | #DIV/0! |
| Q13418 | <i>ILK</i>     | 3.32  | 1  | 2  | 4   | 51.4  | #DIV/0! |
| O75569 | <i>PRKRA</i>   | 12.14 | 1  | 3  | 7   | 34.4  | #DIV/0! |
| Q01081 | <i>U2AF1</i>   | 13.33 | 1  | 2  | 4   | 27.9  | #DIV/0! |
| Q9NX05 | <i>FAM120C</i> | 4.29  | 2  | 3  | 4   | 120.5 | #DIV/0! |
| P08237 | <i>PFKM</i>    | 2.31  | 3  | 2  | 4   | 85.1  | #DIV/0! |
| O95782 | <i>AP2A1</i>   | 2.97  | 2  | 3  | 5   | 107.5 | #DIV/0! |
| Q9BQ70 | <i>TCF25</i>   | 2.51  | 1  | 2  | 4   | 76.6  | #DIV/0! |
| Q8NCA5 | <i>FAM98A</i>  | 6.36  | 1  | 1  | 4   | 55.4  | #DIV/0! |
| Q96I24 | <i>FUBP3</i>   | 3.85  | 1  | 2  | 4   | 61.6  | #DIV/0! |
| Q08945 | <i>SSRP1</i>   | 2.68  | 1  | 2  | 4   | 81.0  | #DIV/0! |
| P78347 | <i>GTF2I</i>   | 2.10  | 1  | 2  | 4   | 112.3 | #DIV/0! |
| Q99439 | <i>CNN2</i>    | 9.71  | 1  | 2  | 4   | 33.7  | #DIV/0! |
| P10644 | <i>PRKAR1A</i> | 7.61  | 1  | 2  | 4   | 43.0  | #DIV/0! |
| Q01780 | <i>EXOSC10</i> | 2.71  | 1  | 2  | 4   | 100.8 | #DIV/0! |
| Q86W92 | <i>PPFIBP1</i> | 1.98  | 1  | 2  | 4   | 114.0 | #DIV/0! |
| P11908 | <i>PRPS2</i>   | 10.38 | 3  | 2  | 4   | 34.7  | #DIV/0! |
| Q9Y2T2 | <i>AP3M1</i>   | 5.26  | 2  | 2  | 4   | 46.9  | #DIV/0! |
| P13010 | <i>XRCC5</i>   | 63.80 | 2  | 42 | 145 | 82.7  | 477.12  |
| P54821 | <i>PRRX1</i>   | 66.53 | 17 | 24 | 210 | 27.3  | 463.74  |
| P12956 | <i>XRCC6</i>   | 56.98 | 1  | 35 | 123 | 69.8  | 269.16  |
| Q14444 | <i>CAPRIN1</i> | 18.76 | 1  | 8  | 22  | 78.3  | 45.65   |
| P09874 | <i>PARP1</i>   | 28.80 | 1  | 22 | 42  | 113.0 | 15.67   |
| Q9NUQ6 | <i>SPATS2L</i> | 18.82 | 1  | 10 | 21  | 61.7  | 12.36   |
| Q13283 | <i>G3BP1</i>   | 31.55 | 1  | 10 | 35  | 52.1  | 11.75   |
| Q8NC51 | <i>SERBP1</i>  | 32.35 | 1  | 11 | 27  | 44.9  | 11.50   |
| Q13310 | <i>PABPC4</i>  | 25.31 | 1  | 6  | 41  | 70.7  | 10.65   |
| Q08211 | <i>DHX9</i>    | 12.13 | 1  | 14 | 29  | 140.9 | 9.76    |
| Q14011 | <i>CIRBP</i>   | 7.56  | 1  | 2  | 6   | 18.6  | 9.67    |
| Q92900 | <i>UPF1</i>    | 6.82  | 1  | 7  | 14  | 124.3 | 9.46    |

| P11940                                   | <i>PABPC1</i>      | 43.87             | 5                     | 16                     | 72                    | 70.6            | 9.10        |
|------------------------------------------|--------------------|-------------------|-----------------------|------------------------|-----------------------|-----------------|-------------|
| P67809                                   | <i>YBX1</i>        | 27.16             | 2                     | 4                      | 22                    | 35.9            | 8.05        |
| P52701                                   | <i>MSH6</i>        | 11.62             | 1                     | 14                     | 29                    | 152.7           | 7.71        |
| Q14152                                   | <i>EIF3A</i>       | 15.48             | 1                     | 19                     | 40                    | 166.5           | 6.76        |
| Q15717                                   | <i>ELAVL1</i>      | 27.91             | 3                     | 8                      | 17                    | 36.1            | 6.55        |
| P60842                                   | <i>EIF4A1</i>      | 24.88             | 3                     | 8                      | 16                    | 46.1            | 6.52        |
| Q12906                                   | <i>ILF3</i>        | 9.06              | 1                     | 7                      | 20                    | 95.3            | 6.46        |
| Q9Y6M1                                   | <i>IGF2BP2</i>     | 17.70             | 3                     | 6                      | 19                    | 66.1            | 6.12        |
| Q00839                                   | <i>HNRNPU</i>      | 39.88             | 1                     | 29                     | 101                   | 90.5            | 6.08        |
| P16989                                   | <i>CSDA</i>        | 10.22             | 2                     | 1                      | 15                    | 40.1            | 5.93        |
| Q6PKG0                                   | <i>LARP1</i>       | 7.94              | 2                     | 7                      | 14                    | 123.4           | 5.70        |
| O00425                                   | <i>IGF2BP3</i>     | 8.29              | 3                     | 3                      | 14                    | 63.7            | 5.66        |
| O95819                                   | <i>MAP4K4</i>      | 6.62              | 4                     | 6                      | 14                    | 142.0           | 5.26        |
| <b>FLAG-PRRX1A (in untreated U2OS)</b>   |                    |                   |                       |                        |                       |                 |             |
| <b>Accession</b>                         | <b>Gene symbol</b> | <b>Coverage %</b> | <b>Protein Qscore</b> | <b>Unique Peptides</b> | <b>Unique Spectra</b> | <b>MW [kDa]</b> | <b>iBAQ</b> |
| P54821                                   | <i>PRRX1</i>       | 61.22             | 68.64                 | 16                     | 248                   | 27.3            | 14882622.8  |
| P78527                                   | <i>PRKDC</i>       | 35.95             | 483.69                | 128                    | 156                   | 468.8           | 940687.34   |
| P13010                                   | <i>XRCC5</i>       | 64.62             | 136.25                | 35                     | 86                    | 82.7            | 9428743.89  |
| P12956                                   | <i>XRCC6</i>       | 66.50             | 146.16                | 38                     | 67                    | 69.8            | 13996875.31 |
| <b>FLAG-PRRX1A (in ETP treated U2OS)</b> |                    |                   |                       |                        |                       |                 |             |
| <b>Accession</b>                         | <b>Gene symbol</b> | <b>Coverage %</b> | <b>Protein Qscore</b> | <b>Unique Peptides</b> | <b>Unique Spectra</b> | <b>MW [kDa]</b> | <b>iBAQ</b> |
| P54821                                   | <i>PRRX1</i>       | 61.22             | 57.38                 | 16                     | 272                   | 27.3            | 9555254.12  |
| P78527                                   | <i>PRKDC</i>       | 39.07             | 465.62                | 138                    | 158                   | 468.8           | 893686.91   |
| P13010                                   | <i>XRCC5</i>       | 63.93             | 115.88                | 34                     | 64                    | 82.7            | 4456944.14  |
| P12956                                   | <i>XRCC6</i>       | 60.76             | 125.28                | 36                     | 62                    | 69.8            | 6550210.98  |
| <b>FLAG-PRRX1A (in IR treated U2OS)</b>  |                    |                   |                       |                        |                       |                 |             |
| <b>Accession</b>                         | <b>Gene symbol</b> | <b>Coverage %</b> | <b>Protein Qscore</b> | <b>Unique Peptides</b> | <b>Unique Spectra</b> | <b>MW [kDa]</b> | <b>iBAQ</b> |
| P54821                                   | <i>PRRX1</i>       | 60.82             | 68.73                 | 16                     | 220                   | 27.3            | 7148908.72  |
| P78527                                   | <i>PRKDC</i>       | 38.71             | 504.92                | 135                    | 147                   | 468.8           | 498294.53   |
| P13010                                   | <i>XRCC5</i>       | 62.98             | 134.73                | 34                     | 67                    | 82.7            | 4613553.26  |
| P12956                                   | <i>XRCC6</i>       | 63.71             | 142.32                | 36                     | 63                    | 69.8            | 6175306.72  |
| Q13426                                   | <i>XRCC4</i>       | 5.06              | 3.29                  | 1                      | 1                     | 38.3            | 63305.81    |

**Table S2.** The expression levels (FPKM) of NHEJ genes in MEFs

| Gene ID            | Gene<br>Symbol  | FPKM    |         |         |         |         |         |
|--------------------|-----------------|---------|---------|---------|---------|---------|---------|
|                    |                 | WT#23   | WT#25   | HET#22  | HET#24  | KO#32   | KO#33   |
| ENSMUSG00000026586 | <i>Prrx1</i>    | 60.6857 | 62.7862 | 43.7600 | 39.1996 | 19.8508 | 19.9725 |
| ENSMUSG00000043909 | <i>Trp53bp1</i> | 3.8070  | 3.8430  | 4.1294  | 4.0355  | 5.0898  | 4.8998  |
| ENSMUSG00000022672 | <i>Prkdc</i>    | 1.6222  | 1.3994  | 1.6723  | 1.4898  | 2.4170  | 2.0444  |
| ENSMUSG00000022471 | <i>Xrcc6</i>    | 6.1030  | 5.2815  | 5.6520  | 4.8618  | 6.5075  | 6.9430  |
| ENSMUSG00000026187 | <i>Xrcc5</i>    | 7.5375  | 9.1884  | 8.6309  | 8.6261  | 8.8084  | 9.3719  |
| ENSMUSG00000026648 | <i>Dclre1c</i>  | 1.1195  | 0.8029  | 0.7630  | 1.0335  | 0.8380  | 0.8153  |
| ENSMUSG00000021615 | <i>Xrcc4</i>    | 1.2518  | 1.1922  | 1.3816  | 1.3871  | 1.3163  | 1.1422  |
| ENSMUSG00000049717 | <i>Lig4</i>     | 2.9958  | 3.0751  | 2.9480  | 3.0599  | 2.4115  | 2.6638  |
| ENSMUSG00000026162 | <i>Nhej1</i>    | 1.9081  | 2.3929  | 2.1527  | 1.8419  | 2.1671  | 1.6595  |
| ENSMUSG00000030051 | <i>Aplf</i>     | 1.3401  | 1.6125  | 1.3981  | 1.7472  | 1.9719  | 1.6440  |
| ENSMUSG00000047617 | <i>Paxx</i>     | 2.5813  | 2.1934  | 2.7362  | 2.7747  | 5.3163  | 3.9850  |
| ENSMUSG00000025218 | <i>Poll</i>     | 3.1107  | 3.6648  | 3.5402  | 3.6401  | 5.8613  | 5.0644  |
| ENSMUSG00000020474 | <i>Polm</i>     | 6.3986  | 6.8507  | 5.5082  | 4.8688  | 4.9307  | 5.0403  |

**Table S3. Antibodies and oligonucleotides used in this study**

| <b>Antibodies</b>          |                                                           |                                                          |             |             |
|----------------------------|-----------------------------------------------------------|----------------------------------------------------------|-------------|-------------|
| <b>Name</b>                | <b>Application / Dilution</b>                             | <b>Source</b>                                            | <b>RRID</b> | <b>Cat#</b> |
| anti-PRRX1                 | WB (1:3,000); IP (1:100)                                  | customization                                            | N/A         | N/A         |
| anti-PRRX1                 | WB (1:1,000); IF (1:100)                                  | OriGene                                                  | AB_2620166  | TA803116    |
| anti-Ku70                  | WB (1:1,000)                                              | Santa Cruz Biotechnology                                 | AB_628454   | sc-17789    |
| anti-Ku70                  | WB (1:5,000);<br>IP (2 µg/sample);<br>ChIP (3 µg/sample); | Proteintech                                              | AB_2218756  | 10723-1-AP  |
| anti-Ku86                  | WB (1:3,000)                                              | Santa Cruz Biotechnology                                 | AB_2890940  | sc-515736   |
| anti-Ku80                  | IP (2 µg/sample)                                          | Proteintech                                              | AB_2257509  | 16389-1-AP  |
| anti-DNA-PKcs              | WB (1:1,000)                                              | Invitrogen                                               | AB_11004133 | MA5-13404   |
| anti-DNA-PKcs              | IP (6 µg/sample)                                          | Santa Cruz Biotechnology                                 | AB_2172845  | sc-9051     |
| anti-DNA-PKcs<br>(p-S2056) | WB (1:5,000); IF (1:500)                                  | Abcam                                                    | AB_11001004 | ab124918    |
| anti-H2A.X (p-S139)        | WB (1:2,000); IF (1:500)                                  | ABclonal                                                 | AB_2863808  | AP0687      |
| anti-H2A.X (p-S139)        | ChIP (3 µg/sample)                                        | Sigma-Aldrich                                            | 05-636      | AB_309864   |
| anti-MYC                   | WB (1:1,000)                                              | Cell Signaling Technology;<br>Gift from Dr. Hudan Liu    | AB_2631168  | 13987       |
| anti-53BP1                 | IF (1:200)                                                | Cell Signaling Technology;<br>Gift from Dr. Qiang Chen   | AB_10694558 | 4937        |
| anti-TBK1                  | WB (1:1,000)                                              | Cell Signaling Technology;<br>Gift from Dr. Junjie Zhang | AB_2255663  | 3504        |
| anti-TBK1 pS172            | WB (1:1,000)                                              | Cell Signaling Technology;<br>Gift from Dr. Junjie Zhang | AB_10693472 | 5483        |
| anti-IRF3                  | WB (1:500)                                                | Santa Cruz Biotechnology;<br>Gift from Dr. Shu Li        | AB_2264929  | sc-9082     |
| anti-IRF3 pS396            | WB (1:500)                                                | Cell Signaling Technology;<br>Gift from Dr. Junjie Zhang | AB_823547   | 4947        |
| anti-STING                 | WB (1:1,000)                                              | Cell Signaling Technology;<br>Gift from Dr. Shu Li       | AB_2732796  | 13647       |
| anti-STING pS365           | WB (1:1,000)                                              | Cell Signaling Technology;<br>Gift from Dr. Junjie Zhang | AB_2799831  | 72971       |
| anti-β-Actin               | WB (1:300,000)                                            | ABclonal                                                 | AB_2768234  | AC026       |
| anti-β-Tubulin             | WB (1:5,000)                                              | Proteintech                                              | AB_2210695  | 10094-1-AP  |
| anti-Histone H3            | WB (1:20,000)                                             | ABclonal                                                 | AB_2631273  | A2348       |
| anti-DDDDK-Tag<br>(FLAG)   | WB (1:10,000)                                             | MBL                                                      | AB_11123930 | M185-3L     |
| anti-MBP-Tag               | WB (1:5,000)                                              | ABclonal                                                 | AB_2770406  | AE016       |
| anti-GST-Tag               | WB (1:5,000)                                              | ABclonal                                                 | AB_2771923  | AE006       |
| anti-His-Tag               | WB (1:5,000)                                              | ABclonal                                                 | AB_2728734  | AE003       |
| anti-GFP-Tag               | WB (1:5,000)                                              | ABclonal                                                 | AB_2770402  | AE012       |
| anti-mCherry-Tag           | WB (1:5,000)                                              | ELK Biotechnology                                        | N/A         | EA007       |

| anti-mCherry-Tag                        | ChIP (4 µg/sample)                                   | ABclonal                 | AE002         | AB_2770407  |
|-----------------------------------------|------------------------------------------------------|--------------------------|---------------|-------------|
| Rabbit IgG                              | IP (equal)                                           | ABclonal                 | AB_2771930    | AC005       |
| Mouse IgG                               | IP (equal)                                           | Santa Cruz Biotechnology | AB_737182     | sc-2025     |
| Alexa Fluor 488-conjugated anti-rabbit  | IF (1:1,000)                                         | Invitrogen               | AB_2576217    | A11034      |
| Alexa Fluor 555-conjugated anti-rabbit  | IF (1:1,000)                                         | Invitrogen               | AB_2535850    | A21429      |
| Alexa Fluor 488-conjugated anti-mouse   | IF (1:1,000)                                         | Invitrogen               | AB_2534088    | A11029      |
| Alexa Fluor 488-conjugated Streptavidin | IF (1:1,000)                                         | Invitrogen               | AB_2315383    | S32354      |
| anti-mouse IgG (H+L)-HRP                | WB (1:10,000)                                        | Jackson ImmunoResearch   | AB_10015289   | 115-035-003 |
| anti-rabbit IgG (H+L)-HRP               | WB (1:10,000)                                        | Jackson ImmunoResearch   | AB_2313567    | 111-035-003 |
| anti-mouse IgG (L)-HRP                  | WB (1:10,000)                                        | Jackson ImmunoResearch   | AB_2338512    | 115-035-174 |
| anti-rabbit IgG (L)-HRP                 | WB (1:10,000)                                        | Jackson ImmunoResearch   | AB_2339146    | 211-002-171 |
| <b>Oligonucleotides</b>                 |                                                      |                          |               |             |
| <b>Name</b>                             | <b>Sequence (5' to 3')</b>                           | <b>Purpose</b>           | <b>Source</b> |             |
| <i>Prrx1</i> -KO-F1                     | AGCTCCTGCATCCACCAATTAG                               | genotyping               | This paper    |             |
| <i>Prrx1</i> -KO-R1                     | TTCTACCACCACTTCTCTGTGAG                              | genotyping               | This paper    |             |
| <i>Prrx1</i> -WT-F2                     | TTCAGGGCATTGTGCGTAACAGGG                             | genotyping               | This paper    |             |
| EGFP-PA-F                               | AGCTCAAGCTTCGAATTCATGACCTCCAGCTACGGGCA               | EGFP-PRRX1A              | This paper    |             |
| EGFP-PA-R                               | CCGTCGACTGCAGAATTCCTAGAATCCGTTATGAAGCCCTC            | EGFP-PRRX1A              | This paper    |             |
| EGFP-PB-R                               | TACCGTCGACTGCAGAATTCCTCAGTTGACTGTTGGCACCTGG          | EGFP-PRRX1B              | This paper    |             |
| EGFP-N-R                                | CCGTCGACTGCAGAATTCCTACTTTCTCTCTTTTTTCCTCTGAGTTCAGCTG | EGFP-N                   | This paper    |             |
| EGFP-HD-F                               | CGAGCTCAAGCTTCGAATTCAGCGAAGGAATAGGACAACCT            | EGFP-HD                  | This paper    |             |
| EGFP-HD-R                               | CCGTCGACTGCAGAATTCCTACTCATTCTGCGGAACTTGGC            | EGFP-ΔC / -HD            | This paper    |             |
| Cherry-PA-F                             | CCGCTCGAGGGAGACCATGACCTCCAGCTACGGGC                  | Cherry-PRRX1A            | This paper    |             |
| Cherry-PA-R                             | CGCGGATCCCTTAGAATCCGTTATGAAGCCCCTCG                  | Cherry-PRRX1A            | This paper    |             |
| Cherry-PB-R                             | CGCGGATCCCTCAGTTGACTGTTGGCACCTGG                     | Cherry-PRRX1B            | This paper    |             |
| Cherry-delC-R                           | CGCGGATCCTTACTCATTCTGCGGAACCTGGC                     | Cherry-ΔC                | This paper    |             |
| pHAGE-PA-XhoI-F                         | CCGCTCGAGATGACCTCCAGCTACGGGCA                        | PRRX1A (zsgreen / puro)  | This paper    |             |
| pHAGE-PA-BamHI-R                        | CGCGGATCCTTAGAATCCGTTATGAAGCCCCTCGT                  | PRRX1A (zsgreen / puro)  | This paper    |             |
| pHAGE-PB-R                              | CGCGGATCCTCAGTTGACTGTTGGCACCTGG                      | PRRX1B                   | This paper    |             |

|                   |                                                    |                    |            |
|-------------------|----------------------------------------------------|--------------------|------------|
|                   |                                                    | (zsgreen / puro)   |            |
| pHAGE-FLAG-F      | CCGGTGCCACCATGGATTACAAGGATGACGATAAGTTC             | Kozak + FLAG tag   | This paper |
| pHAGE-FLAG-R      | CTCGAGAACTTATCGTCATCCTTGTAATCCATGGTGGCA            | Kozak + FLAG tag   | This paper |
| pET28a-PA-F       | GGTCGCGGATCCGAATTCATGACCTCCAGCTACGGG               | His-PRRX1A         | This paper |
| pET28a-PA-R       | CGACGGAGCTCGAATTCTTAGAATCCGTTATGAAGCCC             | His-PRRX1A         | This paper |
| pET28a-PB-R       | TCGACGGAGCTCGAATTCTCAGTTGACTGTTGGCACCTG            | His-PRRX1B         | This paper |
| pMAL-c2X-PA-F     | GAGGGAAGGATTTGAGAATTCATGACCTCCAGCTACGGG            | MBP-PRRX1A         | This paper |
| pMAL-c2X-PA-R     | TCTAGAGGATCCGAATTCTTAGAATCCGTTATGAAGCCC            | MBP-PRRX1A         | This paper |
| pMAL-c2X-PB-R     | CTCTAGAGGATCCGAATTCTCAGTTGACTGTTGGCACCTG           | MBP-PRRX1B         | This paper |
| pMAL-c2X-del200-R | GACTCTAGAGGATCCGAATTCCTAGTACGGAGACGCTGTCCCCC       | MBP-ΔC18           | This paper |
| pMAL-c2X-N-R      | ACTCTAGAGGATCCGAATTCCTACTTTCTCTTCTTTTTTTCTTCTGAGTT | MBP-N              | This paper |
| pMAL-c2X-HD-F     | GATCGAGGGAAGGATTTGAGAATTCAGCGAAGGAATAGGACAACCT     | MBP-ΔN / -HD       | This paper |
| pMAL-c2X-HD-R     | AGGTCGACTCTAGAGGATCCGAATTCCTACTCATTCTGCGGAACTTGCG  | MBP-ΔC / -HD       | This paper |
| PRRX1-144A-F      | GTGCAGGTGTGGTTTCAGGCCCGAAGAGCC                     | N144A mut          | This paper |
| PRRX1-144A-R      | GCCTGAAACCACACCTGCACTCTCGCCTCG                     | N144A mut          | This paper |
| PRRX1-145Q-F      | GTGTGGTTTCAGAACCAAGAGCCAAGTTC                      | R145Q mut          | This paper |
| PRRX1-145Q-R      | CTTTGGTTCTGAAACCACACCTGCACTCTC                     | R145Q mut          | This paper |
| PRRX1-145A-F      | GTGTGGTTTCAGAACGCAAGAGCCAAGTTC                     | R145A mut          | This paper |
| PRRX1-145A-R      | CTTGCGTTCTGAAACCACACCTGCACTCTC                     | R145A mut          | This paper |
| PRRX1-146A-F      | GTGTGGTTTCAGAACCGAGCAGCCAAGTTC                     | R146A mut          | This paper |
| PRRX1-146A-R      | GCTCGGTTCTGAAACCACACCTGCACTCTC                     | R146A mut          | This paper |
| NRR-AAA-F         | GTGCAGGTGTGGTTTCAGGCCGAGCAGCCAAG                   | NRR <sup>mut</sup> | This paper |
| NRR-AAA-R         | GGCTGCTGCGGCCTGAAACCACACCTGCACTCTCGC               | NRR <sup>mut</sup> | This paper |
| 107A-F            | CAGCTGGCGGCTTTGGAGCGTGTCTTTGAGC                    | Q107A mutant       | This paper |
| 107A-R            | CAAAGCCGCCAGCTGGCTGCTATTGAAGG                      | Q107A mutant       | This paper |
| 107A/110A-F       | TGGCGGCTTTGGCGCGTGTCTTTGAGCG                       | Q107A/E110A mutant | This paper |
| 107A/110A-R       | CGCCAAAGCCGCCAGCTGGCTGCTATTG                       | Q107A/E110A mutant | This paper |
| 110A/111A-F       | GCTTTGGCGGCTGTCTTTGAGCGGACACAC                     | E110A/R111A mutant | This paper |
| 110A/111A-R       | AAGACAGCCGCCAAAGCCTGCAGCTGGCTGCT                   | E110A/R111A mutant | This paper |

|                    |                                                  |                  |            |
|--------------------|--------------------------------------------------|------------------|------------|
| EGFP-Ku70-F        | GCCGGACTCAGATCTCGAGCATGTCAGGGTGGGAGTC<br>ATATTAC | EGFP-Ku70        | This paper |
| EGFP-Ku70-R        | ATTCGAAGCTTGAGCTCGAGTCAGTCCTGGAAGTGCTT<br>GGTGA  | EGFP-Ku70        | This paper |
| pGEX-4T1-Ku80-F    | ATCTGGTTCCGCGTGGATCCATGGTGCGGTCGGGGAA<br>T       | GST-Ku80         | This paper |
| pGEX-4T1-Ku80-R    | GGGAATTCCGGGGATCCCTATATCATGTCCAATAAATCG<br>TC    | GST-Ku80         | This paper |
| pGEX-4T1-Ku70-F    | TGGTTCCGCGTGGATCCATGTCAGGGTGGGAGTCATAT           | GST-Ku70         | This paper |
| pGEX-4T1-Ku70-R    | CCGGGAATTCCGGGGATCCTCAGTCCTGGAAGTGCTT<br>G       | GST-Ku70         | This paper |
| 4T1-vWA-R          | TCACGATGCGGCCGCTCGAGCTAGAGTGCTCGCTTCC<br>TGGTC   | GST-Ku70-vWA     | This paper |
| 4T1-Core-F         | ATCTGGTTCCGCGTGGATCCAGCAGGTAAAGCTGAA<br>GCTCAACA | GST-Ku70-Core    | This paper |
| 4T1-Core-R         | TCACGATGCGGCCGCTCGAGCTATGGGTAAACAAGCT<br>CCTTAA  | GST-Ku70-Core    | This paper |
| 4T1-SAP-F          | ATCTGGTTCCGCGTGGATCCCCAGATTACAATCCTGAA<br>GGGA   | GST-Ku70-SAP     | This paper |
| 4T1-delSAP-R       | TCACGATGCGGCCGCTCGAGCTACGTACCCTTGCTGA<br>TGTGG   | GST-Ku70<br>ΔSAP | This paper |
| <i>Prrx1</i> -qP-F | GACACCCCTCAGCAGGACAA                             | qPCR             | This paper |
| <i>Prrx1</i> -qP-R | TGAAACCACACCTGCACTCT                             | qPCR             | This paper |
| <i>Prkdc</i> -qP-F | AGCCATTGCTATTCGCGGATA                            | qPCR             | This paper |
| <i>Prkdc</i> -qP-R | CGGAACCGTGTCAAGGTAAAG                            | qPCR             | This paper |
| <i>Xrcc6</i> -qP-F | AGAAGCACTTCCGAGACACG                             | qPCR             | This paper |
| <i>Xrcc6</i> -qP-R | TCGTCTTCATTGGTGAACAGC                            | qPCR             | This paper |
| <i>Gapdh</i> -qP-F | TCGGTGTGAACGGATTTG                               | qPCR             | This paper |
| <i>Gapdh</i> -qP-R | GGTCTCGCTCCTGGAAGA                               | qPCR             | This paper |
| <i>PRRX1</i> -qP-F | AGCAGCGAAGGAATAGGACAA                            | qPCR             | This paper |
| <i>PRRX1</i> -qP-R | GGAACCTGGCTCTTCGGTTCT                            | qPCR             | This paper |
| <i>PRKDC</i> -qP-F | TGAACACCATGTCCCAAGAGG                            | qPCR             | This paper |
| <i>PRKDC</i> -qP-R | CAGTACGATTAGCGCCCTTATACA                         | qPCR             | This paper |
| <i>XRCC6</i> -qP-F | CTGTTCAACCAATGAAGACAACC                          | qPCR             | This paper |
| <i>XRCC6</i> -qP-R | GAACAAGGATATGTCAAAGCCC                           | qPCR             | This paper |
| <i>ACTB</i> -qP-F  | CTCTTCAGCCTTCCTTCCT                              | qPCR             | This paper |
| <i>ACTB</i> -qP-R  | AGCACTGTGTTGGCGTACAG                             | qPCR             | This paper |
| DSB-F1             | TGGTGAGCAAGGGCGAGGAG                             | ChIP-qPCR        | This paper |
| DSB-R1             | TCGTGCTGCTTCATGTGGTCG                            | ChIP-qPCR        | This paper |
| Control-F1         | CTGGCTGAGTCCTCCCCTG                              | ChIP-qPCR        | This paper |
| Control-R1         | CACTCTCCCACTCCCTAGACTGG                          | ChIP-qPCR        | This paper |
| Scramble           | CCTAAGGTTAAGTCGCCCTCG                            | shRNA control    | This paper |
| shPRRX1#2          | GCTGATACATCTGATCTATCA                            | shRNA target     | This paper |

|                                                                             |                                                                       |                       |            |
|-----------------------------------------------------------------------------|-----------------------------------------------------------------------|-----------------------|------------|
| shPRRX1#3                                                                   | GAGAGCCATGCTAGCCAATAA                                                 | shRNA target          | This paper |
| shKu70#1                                                                    | GTCAGGGTGGGAGTCATATTA                                                 | shRNA target          | This paper |
| shKu70#3                                                                    | GCCCTAAGTTTGTACTATATA                                                 | shRNA target          | This paper |
| Oligo#1-S                                                                   | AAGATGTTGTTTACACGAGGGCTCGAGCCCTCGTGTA<br>ACAACATCTTTTTTTG (3' Biotin) | DNA pulldown          | This paper |
| Oligo#1-A                                                                   | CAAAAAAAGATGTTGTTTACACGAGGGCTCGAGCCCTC<br>GTGTAAACAACATCTT            | DNA pulldown &<br>MST | This paper |
| Oligo#2-S                                                                   | GAGCCCTCGTGTAACAACATCTTTTTTTG (3' Biotin)                             | DNA pulldown          | This paper |
| Oligo#2-A                                                                   | CAAAAAAAGATGTTGTTTACACGAGGGCTC                                        | DNA pulldown          | This paper |
| Oligo#3-S                                                                   | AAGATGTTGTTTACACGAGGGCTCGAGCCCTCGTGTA<br>ACAACATCTTTTTTTG (3' 6-FAM)  | MST                   | This paper |
| Oligo#4-A                                                                   | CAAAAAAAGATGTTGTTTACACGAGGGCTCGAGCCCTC<br>GTGTAAACAACAT               | MST                   | This paper |
| Oligo#5-A                                                                   | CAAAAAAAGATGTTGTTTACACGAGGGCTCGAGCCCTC<br>GTGTAAACAA                  | MST                   | This paper |
| Oligo#6-A                                                                   | CAAAAAAAGATGTTGTTTACACGAGGGCTC                                        | MST                   | This paper |
| Note: All the above DNA oligonucleotides were synthesized by Sangon Biotech |                                                                       |                       |            |

How the deposited data were processed for this re-analysis (not part of the article)

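The re-analysis covers the RNA-seq of primary MEFs from 6 E14.5 embryos, 2 WT, 2 *Prrx1*+/- and 2 *Prrx1*-/-. Each sample column was matched to its genotype, embryo number and replicate number through its name and the labels, and the same embryo numbers head the columns of Supplementary Table S2. No sample column was left without a genotype.

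The authors deposited read counts, which are whole numbers per gene without normalization, for 54666 genes listed by Ensembl identifier with coordinates, gene length and gene type. The authors also deposited FPKM values, that is, counts per kilobase of gene length and per 1000000 counted reads, which they multiplied by 1 further constant per library. This constant was between 0.933 and 1.03 and is not described in the paper's text. The sequencing and its analysis were done by Novogene, and the aligner, the counting tool, trimming and the use of strand are not named. Of the genes in the files, 54495 have an identifier in the GENCODE annotation of GRCm38 that was available, and 98.3% of these have the same start and end there, so coordinates are given on that build.

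Counts were analysed in R 4.3.3 with edgeR 4.0.16. Libraries were scaled by TMM, with factors from 0.961 to 1.06, and genes were kept by filterByExpr with the genotypes as groups, which left 15764 genes. A quasi-likelihood model with 1 mean per genotype was fitted to all 6 libraries, since 2 embryos per genotype give few degrees of freedom, and the contrasts between *Prrx1*-/- and WT, *Prrx1*+/- and WT, and *Prrx1*-/- and *Prrx1*+/- were tested. A gene was called changed at a Benjamini-Hochberg adjusted p under 0.05. Standard errors were taken as the size of the log2 fold change over the square root of the test's F statistic. The common biological coefficient of variation was 0.143. The model used edgeR's default options. It had first been run with the bias-adjusted quasi-likelihood of edgeR 4, which is kept as an alternative, and was then set to the defaults because the design named none. Counts per 1000000 reads (CPM) are TMM-scaled, and log2 CPM have edgeR's prior count of 2. The prior count was first set to another value and then to this default.

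Gene sets were tested with camera of limma 3.58.1 on the log2 CPM, with an inter-gene correlation of 0.01, and adjusted over 5 sets, which were the 12 genes of Supplementary Table S2 other than *Prrx1*, 28 genes of homologous recombination (HR), 30 interferon-response genes, 28 p53 target genes and 30 proliferation genes. A further 2 lists were tested, and where a result for these is given it is adjusted over all 7 sets. The first held the 5 DNA damage response (DDR) genes that the paper names for PANC1 cells. The second held 6 DNA-sensing genes, of which 4 passed the filter. It includes the genes of TBK1, IRF3 and STING, which the paper names for Fig. 6F. The other genes of this list are not named for that figure in the paper's text. All these lists, and the tests and the alternatives for the first 5, were written before the data were examined; to report the further 2 lists as sets, and the alternatives for the first of them, was chosen after seeing the data. The genes named in the text are those of Supplementary Table S2, *Atm*, *Atr*, *Brca1*, *Xrcc1* and *Parp1*, the DNA-sensing genes of Fig. 6F, *Xist* and the Y-chromosome genes, and the 5 genes with the largest rise and the 5 with the largest fall in *Prrx1*-/- MEFs among changed genes with a mean of at least 50 scaled counts and no overlap between *Prrx1*-/- and WT libraries. The result of 1 gene that this rule selects is left out of the text. Any other gene named was chosen after its values were seen, and the text says so.

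Between 16265857 and 18609895 reads per library were counted on genes, and 3 reads correspond to 0.161 to 0.184 CPM. Reads are not marked by molecule, so this floor covers counting error only. The number of embryos, rather than the depth, limits most comparisons. Within a genotype, the 2 libraries differed by 11.5 to 21.2 times the variance that counting alone gives, so they are not copies of 1 library. This spread does not show that they come from different embryos, which rests on the labels. WT, *Prrx1*+/- and *Prrx1*-/- samples share replicate numbers 1 and 2 through their labels, but these are different embryos.

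The test was tried on counts simulated from the means and library sizes of the real libraries. In these, 200 genes were changed by known log2 folds of at least 1 either way. A further 30 genes were shifted by 0.5 on the log2 scale and count neither as recovered nor as false. Where genes were given a dispersion from the fitted trend, 75.0% of the 196 changed genes that passed the filter were recovered, and 3.80% of the calls were false. With each gene's own estimated dispersion, 67.2% of 195 were recovered and 10.1% of the calls were false, which is above the 5 percent that the adjustment aims at. The simulation with each gene's own dispersion was run first and the other was added. DESeq2's test gave false shares of 6.92% and 13.9% in the same order. In simulated counts with no gene changed between *Prrx1*+/- and WT, no gene was called.

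The alternatives were DESeq2's size factors in place of TMM, no filter on low counts, at least 10 counts in every sample, the replicate number as a block, a correction for gene length by loess in each library, both together, leaving out each embryo in turn, only the 4 libraries compared, DESeq2 1.42.0 with its Wald test, limma on log2(FPKM + 1) and log2(FPKM + 0.1), a mean FPKM of at least 1, a log2 fold change of at least 1 either way, autosomal genes only and protein-coding genes only, and, for gene sets, the rank among 10000 random gene lists. After seeing the data, 4 more were chosen, which were library totals in place of TMM, the bias-adjusted quasi-likelihood of edgeR 4, a correction for GC content, and this correction with the replicate block. The marker gene lists of cell types, *Cdkn2a* and *Cdkn2b* were also chosen after the first results. With 2 embryos per genotype, other groupings of the samples were not counted, and no sample was tested for standing apart from its group. The paper's other experiments, the RT-qPCR included, were not analysed here.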

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

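The tests by thinning of reads, without the most counted genes, and of the shift in *Prrx1*+/- MEFs were set before their results were seen; the other tests of this part were chosen after the result they address was seen.

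Expression of genes outside Supplementary Table S2, which the paper does not discuss, differed widely between genotypes. Between *Prrx1*-/- and WT MEFs 5364 of 15764 genes were changed (adjusted p under 0.05, edgeR), 2569 higher and 2795 lower, and between *Prrx1*-/- and *Prrx1*+/- MEFs 4285. Of the 5364 genes, 3663 were also changed between *Prrx1*-/- and *Prrx1*+/- MEFs, all in the same direction. Both comparisons use the same 2 *Prrx1*-/- libraries, so this agreement is in part built in and is not independent evidence. The largest rises were those of *Sfrp2*, *Shisa3*, *Aoc3*, *Tril* and *Sned1*, with log2 fold changes from 5.81 for *Sned1* to 6.65 for *Sfrp2*, and the largest falls included those of *Mmp10*, *Krt20*, *2010300F17Rik* and *Cldn3*, from −9.20 for *Mmp10* to −4.73 for *Cldn3*. The level of *Sfrp2* was 509 and 165 CPM in the 2 *Prrx1*-/- libraries, and that of *Cldn3* 2.58 and 15.7 in the 2 WT libraries.

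Several technical explanations for this number were tested. With every library thinned to the smallest total, 5264 genes were changed, and without the 100 genes with most counts, 5287. The number was 5255 with library totals in place of TMM, 5349 after the correction for gene length and 5324 after that for GC content. The WT and KO libraries had 0 reads of the Y-chromosome genes examined, so embryo sex does not separate them. The chromosome median farthest from 0 was 0.081 on the log2 scale, where a gained or lost chromosome would give a larger shift. Macrophage marker genes had a median log2 fold change of −0.035, and 6.25% of the 32 *Hox* genes tested were changed against 34.0% of all genes, so neither macrophage RNA nor another body region of origin accounts for the number.

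A difference in the mixture of cell types remains possible, since chondrocyte marker genes had a median log2 fold change of 1.96, with 5 of 9 past the threshold and all 5 higher, and neural marker genes one of 1.75, with 4 of 8 higher and 1 lower. Of the adipocyte, skeletal muscle, endothelial and keratinocyte lists, less than 80 percent of the genes could be tested, so these lists are given as values only, with medians of 3.56 (7 of 10 genes tested, 5 changed and all 5 higher), 1.04 (7 of 10, 3 higher and 2 lower), 0.26 (5 of 10, 1 higher and 1 lower) and −1.78 (4 of 10, 1 higher and 1 lower). Whether these shifts come from other cells or from expression changes within fibroblasts could not be tested. The first principal component, computed on the 1000 genes that varied most between the 6 libraries, held 74.4% of the variance of these genes. Such a choice favours genes that differ between groups, so this share is in part built in. The component placed both *Prrx1*-/- libraries apart from the other 4. Genotype and a litter or culture batch that coincides with it would both give this. A biological explanation, the loss of *Prrx1*, would predict a smaller shift the same way in *Prrx1*+/- MEFs if expression followed the level of *Prrx1*. An effect seen only when both alleles are lost would predict none, so the size of the shift cannot decide on this explanation. Over the 5177 autosomal genes changed, the *Prrx1*+/- shift was 0.184 of the *Prrx1*-/- shift, with a separate WT embryo as reference for each, and 0.122 over all 15222 autosomal genes tested, where *Prrx1*+/- MEFs had 0.485 of the *Prrx1* loss. The first of these values may be raised by the choice of genes and the second lowered by noise, and neither is near 0.485 or at 0. The pattern cannot be told apart from a litter or culture batch or from the mixture of cells, and the loss of *Prrx1* is a hypothesis that may explain part of it.

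Between *Prrx1*+/- and WT MEFs 7 genes were changed, 5 higher and 2 lower, and 1379 genes had an unadjusted p under 0.05. They were *Xist*, *Ddx3y*, *Eif2s3y*, *Uty* and *Kdm5d*, and *Pear1* (log2 fold change −1.53, adjusted p = 0.00964, edgeR) and *Thbs4* (1.68, adjusted p = 0.0114, edgeR), of which the last 2 were named after their values were seen. Reads of 4 Y-chromosome genes were present in the *Prrx1*+/- libraries, which the paper lists and does not discuss, with a lowest total of 3372 in a library against 0 in each WT and KO library. Together the *Prrx1*+/- libraries had 3 reads of *Xist*, against 12842 and 10263 in the WT libraries. This indicates that the *Prrx1*+/- embryos were male and the others female. A mislabelled sample would put *Prrx1* at the WT or *Prrx1*-/- level, but the higher of the 2 *Prrx1*+/- libraries was at 489 CPM and the lower WT library at 681. Genotype and sex cannot be separated in the comparison of *Prrx1*+/- with WT MEFs.

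Gene sets outside the paper's list also differed between *Prrx1*-/- and WT MEFs by limma's camera test, with both *Prrx1*-/- libraries beyond each of the other 4 in the mean of each set. HR genes were higher by 0.64 on the log2 scale (24 of 28 genes, adjusted p = 1e-05), interferon-response genes by 1.45 (25 of 30, adjusted p = 1.5e-05) and proliferation genes by 0.84 (30 of 30, adjusted p = 2.74e-09), and the mean of p53 target genes was −0.66 (24 of 28 lower, adjusted p = 1.5e-05). Camera treats genes, with a small correlation, as the units of the test, so these p-values do not account for differences between embryos beyond the model.

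After the correction for gene length the HR mean was 0.60, so length does not account for it. Many HR genes are expressed with the cell cycle, and the WT embryos offer a comparison without a genotype difference. The mean of HR genes was higher by 0.32 in the second WT library than in the first, where that of proliferation genes was higher by 0.34. In the same order, HR genes differed by −0.07 and proliferation genes by −0.08 between the *Prrx1*+/- libraries, and by 0.13 and 0.28 between the *Prrx1*-/- libraries. Between *Prrx1*+/- and WT MEFs, however, the mean difference was 0.13 for proliferation genes and −0.02 for HR genes, which goes against this link. The rise of HR genes may follow the proliferation of the cultures, but these few pairs cannot show it. With library totals in place of TMM the mean of p53 target genes was −0.54, so scaling does not account for their fall. *Cdkn2a*, which accumulates as cultured fibroblasts arrest, was at 67.2 and 69.3 CPM in WT, 68.3 and 54.5 in *Prrx1*+/- and 16.2 and 16.9 in *Prrx1*-/- MEFs (log2 fold change −2.04, adjusted p = 0.000789, edgeR). *Cdkn2b* did not pass the threshold (−0.24, adjusted p = 0.0719, edgeR), and *Cdkn1a*, itself in the p53 pathway, was lower (−1.26, adjusted p = 0.0021, edgeR). These 3 genes were chosen after the first results were seen. Less culture arrest in the *Prrx1*-/- cells, from genotype, passage or culture history, is a candidate explanation for the proliferation and p53 values, and these could not be told apart.

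Interferon-response genes varied most between embryos of a genotype. Their mean was −0.63 in the second WT library relative to the first, −0.89 between the *Prrx1*+/- libraries and 0.81 between the *Prrx1*-/- libraries. Macrophage RNA, with the marker median of −0.035 given above, does not account for the rise. With 2 embryos per genotype the rise cannot be told apart from variation between embryos or from a batch, and the response to cytosolic DNA that the paper describes in irradiated cells was not tested.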

How the results depend on the processing

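The results named here were recomputed under alternatives set before the data were examined and under the 4 added later. For each setting below that changed a call, the cause was not tested.

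The numbers of genes changed between *Prrx1*-/- and WT MEFs (5364) and between *Prrx1*-/- and *Prrx1*+/- MEFs (4285) stayed within 1.5 times of these values under all alternatives but the additional log2 fold change of at least 1, which gave 2152 and 1560. With library totals in place of TMM, chosen after seeing the data, the median log2 fold change of all genes rose from 0.0028 to 0.125, and the share of higher genes among those changed between *Prrx1*-/- and WT MEFs rose from 47.9% (2569 of 5364) to 63.2% (3320 of 5255), so the balance of rises and falls depends on the scaling. Between *Prrx1*-/- and *Prrx1*+/- MEFs the share rose from 47.5% to 64.0%.

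The number of genes changed between *Prrx1*+/- and WT MEFs, 7, was 694 without a filter on low counts and 145 with DESeq2's Wald test, and it was 2 with at least 10 counts in every sample and 2 without the X and Y chromosomes. The log2 fold change of *Prrx1* in *Prrx1*+/- MEFs was −0.57 with an adjusted p of 0.000126 without the filter and −0.57 with an adjusted p of 9.55e-05 with DESeq2's test, where edgeR's adjusted p of 0.272 did not pass. Over the alternatives its adjusted p ran up to 0.424, and the value lay between −0.66 and −0.49 across the fits that each left out 1 embryo, where leaving out either *Prrx1*+/- embryo moved it by more than the SD between embryos.

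*Prrx1* in *Prrx1*-/- MEFs kept its direction and its side of the threshold under every alternative that tested it, with log2 fold changes from −1.75 to −1.51, and *Xrcc6* stayed on the other side of it, with 0.17 to 0.36. *Prkdc* was higher in *Prrx1*-/- MEFs under every alternative that recomputed single genes. It was not past the threshold after the gene length correction (0.43, adjusted p = 0.0613), with limma on log2(FPKM + 1) (0.36, adjusted p = 0.0626), on log2(FPKM + 0.1) (0.53, adjusted p = 0.0746) and on log2(FPKM + 1) with a mean FPKM of at least 1 (0.36, adjusted p = 0.0620), in a range of adjusted p-values from 0.00572 to 0.0746. In the simulated counts limma on log2(FPKM + 0.1) recovered 55.9% and 70.9% of the changed genes, where edgeR's test recovered 67.2% and 75.0%. Of the calls, 4.39% and 10.3% were false with limma and 10.1% and 3.80% with edgeR. Each pair is in the order of each gene's own dispersion and the trend. The simulated log2 fold changes were at least 1 either way, larger than that of *Prkdc*, so these rates do not decide between the tests for *Prkdc*. The settings with log2(FPKM + 1) were not simulated. With only 1 of the *Prrx1*+/- embryos in the fit, the adjusted p of *Prkdc* was between 0.0402 and 0.0428. The number of NHEJ genes changed, 5, was 3 with the gene length correction, 3 with the replicate block and the gene length correction, 3 with log2(FPKM + 1) and 3 with log2(FPKM + 0.1). It was 4 in 10 other settings and stayed 5 in 3. *Trp53bp1* was not past the threshold in these 4 settings, with 0.24 after the gene length correction (adjusted p = 0.0780).

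The 5 gene sets of the design kept their direction and their side of the threshold under every alternative that gave a test. The set of PANC1 DDR genes, with 0.54, had 0.42 and did not pass it after the gene length correction. With the replicate block as well it had 0.42 and passed only without adjustment over the sets. Its mean was from 0.49 to 0.61 across the fits that each left out 1 embryo. Across the fits that each left out 1 embryo, the mean of the HR set ran from 0.50 to 0.82, of the proliferation set from 0.68 to 1.02, of the interferon set from 0.97 to 1.81, of the p53 target set from −0.81 to −0.53 and of the NHEJ set from 0.12 to 0.25. Among 10000 random lists of the same size, matched gene by gene in mean level, the median log2 fold change of the NHEJ set was at percentile 78.3.

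Genes not past the threshold, with log2 fold changes between −0.22 and 0.13, reversed sign without passing it either way. *Xrcc4* had −0.0061 without a filter, −0.013 with the gene length correction and −0.016 with the replicate block and the gene length correction. *Nhej1* had 0.0048 with the gene length correction, and *Atr* had −0.079 with it and −0.074 with the replicate block as well. In fits that left out 1 embryo and gave no test, the sign also reversed for *Dclre1c* (from −0.22 to 0.05) and *Xrcc5* (from 0.12 to −0.01) without the first WT embryo, for *Atr* (from 0.12 to −0.13) and *Xrcc4* (from 0.01 to −0.03) without the second, for *Xrcc4* (to −0.09) and *Tmem173* (from 0.13 to −0.03) without the first *Prrx1*-/- embryo and for *Nhej1* (from −0.17 to 0.02) without the second. Of the results for single genes other than *Prrx1*, *Prkdc* and *Xrcc6*, whose changes are given above, under the alternatives set beforehand, 12 were weaker, 2 stronger and 30, which include 4 of these 7 reversals, moved by more than the SD between embryos when 1 embryo was left out. Under the alternatives added later, and for the set of PANC1 DDR genes, whose alternatives were all added after seeing the data, 3 were weaker, 5 stronger and 1 moved.

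The replicate numbers 1 and 2 name different embryos, and libraries with the same number did not deviate together, with correlations across genes of their deviations from the genotype mean of 0.0798 between WT and *Prrx1*+/-, 0.0163 between WT and *Prrx1*-/- and 0.0006 between *Prrx1*+/- and *Prrx1*-/-. With the replicate block, 5200 genes were changed between *Prrx1*-/- and WT MEFs and 4056 between *Prrx1*-/- and *Prrx1*+/- MEFs, *Prkdc* passed the threshold and the number of NHEJ genes was 4.

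With at least 10 counts in every sample, 9 of the named genes were not tested, with a mean FPKM of at least 1 one of them was not, and the gene sets were not run with DESeq2. The log2 fold change of at least 1, the genes outside the X and Y chromosomes and the protein-coding genes were applied to the numbers of genes changed and not to single genes or sets. With 2 embryos per genotype, a fit without a WT or *Prrx1*-/- embryo gives no test between them, and depth leaves genes under about 0.184 CPM undetected.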

Differences from the paper's values

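The level of *Prrx1* in *Prrx1*-/- MEFs was 32.3% of the WT level in the RNA-seq counts, where the paper's RT-qPCR shows about 0.04% in Fig. S7B, read by eye. The 17 alternatives set before the data were examined gave 29.6% to 33.3%, and none of them closed the gap.

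The level of *Prkdc* in *Prrx1*-/- MEFs was 148% of the WT level in the RNA-seq counts, where the paper's RT-qPCR shows about 67% in Fig. S7B, read by eye, with an error of about 28 percentage points worked out from the error bars of the panel. The alternatives set before the data were examined gave 129% to 161%, and none closed the gap. The size of this gap is uncertain. The panel's legend does not state the type of its error bars, for which the paper's methods give the SEM in general. By eye, a WT point of the panel also lay far above the others. The level of *Xrcc6*, at 118% of WT, did not differ from that of the panel by the same comparison.

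The paper states that *Prkdc* mRNA was not significantly altered in *Prrx1*-/- MEFs, citing both the RT-qPCR and the RNA-seq values. In the RNA-seq counts it was higher, with a log2 fold change of 0.56 (adjusted p = 0.0243, edgeR). With the gene length correction and with limma on log2(FPKM + 1), on log2(FPKM + 0.1) and on log2(FPKM + 1) with a mean FPKM of at least 1, all set before the data were examined, the adjusted p was between 0.0613 and 0.0746 and *Prkdc* was not called. For *Xrcc6* no alternative gave a call.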

Other observations

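The test of the genes around *Prkdc* was set before its result was seen; the other tests of this part were chosen after the result they address was seen.

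The difference between the RNA-seq and the RT-qPCR of *Prrx1* in *Prrx1*-/- MEFs concerns the reads that remain in the gene. The qPCR product contains exon 2, and 98.4% of the gene model over which reads were counted lies outside exon 2, so a transcript without exon 2 could account for the reads; with counts per gene alone this was not settled. Reads from *Prrx2* are not the source, since 0 of the 31-base stretches of *Prrx1* transcripts occur in *Prrx2* transcripts. Unmodified cells in the cultures would add reads too, but they carry exon 2 and would also raise the RT-qPCR, so they do not account for the gap unless the cultures of the 2 assays differed. The *Prrx1*-/- embryos differed by an SD of only 0.287 CPM, so unmodified cells would have had to be present in nearly the same share in both, which these data do not exclude. Reads over the exon junctions would separate these explanations and were not among the deposited values.

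*Prrx1* in *Prrx1*+/- MEFs was at 67.1% of WT, and the mean of the WT and *Prrx1*-/- levels at 66.1%. This is consistent with 1 intact allele and 1 that gives the level seen in *Prrx1*-/- MEFs. As the *Prrx1*+/- embryos were male and the WT embryos female, sex remains a second difference between them.

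The higher level of *Prkdc* in *Prrx1*-/- MEFs was examined for technical causes. With library totals in place of TMM its log2 fold change was 0.69, and after the correction for GC content 0.66, so neither removes it. After the correction for gene length it was 0.43 and no longer past the threshold, while with the replicate block and this correction it was past it, so that a part of it cannot be told apart from length bias. The 1577 shortest of the genes tested had a median log2 fold change of −0.16 and the 1577 longest, which include *Prkdc* with 13187 bases, had 0.11. The 10 genes within 1 Mb of *Prkdc* had a median of −0.02, so the region as a whole was not higher. The nearest gene to *Prkdc*, *Mcm4*, is 465 bases away and in the list of proliferation genes. It was higher in *Prrx1*-/- MEFs (log2 fold change 0.50, adjusted p = 0.0287, edgeR), close to *Prkdc*, and is named after its values were seen. From the first to the second embryo of a genotype, *Prkdc* went from 21.7 to 18.6 CPM in WT, from 22.3 to 19.8 in *Prrx1*+/- and from 32.3 to 27.1 in *Prrx1*-/- MEFs, while the mean of proliferation genes differed by 0.34, −0.08 and 0.28 on the log2 scale and *Mcm4* went from 62.4 to 80.3, from 71.9 to 64.9 and from 95.5 to 106 CPM. *Prkdc* thus went against proliferation in the WT and *Prrx1*-/- pairs and with it in the *Prrx1*+/- pair, which speaks against proliferation as the source, although 3 pairs do not exclude it. Of the 1000 genes nearest to *Prkdc* in mean level, 72.6% had a smaller log2 fold change in size. The higher level can thus not be told apart from length bias in part or from a litter or culture batch, and proliferation of the cultures is not excluded.

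The paper cites a report that PRRX1 maintains *ATM*, *ATR*, *BRCA1*, *PRKDC* and *XRCC1* in PANC1 cells, and does not report the first 3 or the last in MEFs. In *Prrx1*-/- against WT MEFs, *Brca1* had a log2 fold change of 1.10 (adjusted p = 0.00437, edgeR), *Atm* 0.55 (adjusted p = 0.0110, edgeR), *Xrcc1* 0.36 (adjusted p = 0.0711, edgeR) and *Atr* 0.12 (adjusted p = 0.654, edgeR). *Parp1* had 0.56 (adjusted p = 0.00669, edgeR). *Xrcc1* passed the threshold with library totals in place of TMM, an alternative chosen after seeing the data.

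Of the genes of Fig. 6F, *Irf3* had a log2 fold change of 0.24 (adjusted p = 0.0856, edgeR), *Tbk1* −0.22 (adjusted p = 0.120, edgeR) and *Tmem173*, which encodes STING, 0.13 (adjusted p = 0.504, edgeR). *Irf3* passed the threshold with library totals in place of TMM. The paper's measurements of these are of phosphorylated proteins after irradiation, which RNA levels do not address. The list of 6 DNA-sensing genes includes *Irf3*, *Tbk1* and *Tmem173* and genes that the paper's text does not name for this figure. Of the 6 genes, 4 could be tested, with a mean log2 fold change of 0.13 (adjusted p = 0.549 over 7 sets, limma's camera test), which is too few of the list to speak for it.

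The *Prrx1*+/- libraries differed from WT in proliferation genes by a mean log2 fold change of 0.13 (adjusted p = 0.0208, limma's camera test over 5 sets, 20 of 30 genes higher), with sex as a second difference. By embryo, relative to the WT mean, the set was at −0.17 and 0.17 in WT and at 0.18 and 0.10 in *Prrx1*+/- MEFs, so the difference is smaller than that between the WT embryos, and the second *Prrx1*+/- library lay below the second WT library. *Pear1*, named after its values were seen, was at 55.8 ± 0.604 CPM (SD, n = 2) in WT, 19.4 ± 2.35 (SD, n = 2) in *Prrx1*+/- and 71.9 ± 6.41 (SD, n = 2) in *Prrx1*-/- MEFs, so it was lowest in *Prrx1*+/- MEFs, and *Thbs4* rose from 5.40 ± 0.954 to 17.3 ± 0.310 and 79.7 ± 0.0942 CPM (SD, n = 2) in the same order.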
